# Transcriptome signature analysis repurposes trifluoperazine for the treatment of fragile X syndrome in mouse model

**DOI:** 10.1038/s42003-020-0833-4

**Published:** 2020-03-16

**Authors:** Qi Ding, Ferzin Sethna, Xue-Ting Wu, Zhuang Miao, Ping Chen, Yueqi Zhang, Hua Xiao, Wei Feng, Yue Feng, Xuan Li, Hongbing Wang

**Keywords:** Neuroscience, Computational biology and bioinformatics

## Abstract

Fragile X syndrome (FXS) is a prevailing genetic disorder of intellectual disability and autism. There is no efficacious medication for FXS. Through in silico screening with a public database, computational analysis of transcriptome profile in FXS mouse neurons predicts therapeutic value of an FDA-approved drug trifluoperazine. Systemic administration of low-dose trifluoperazine at 0.05 mg/kg attenuates multiple FXS- and autism-related behavioral symptoms. Moreover, computational analysis of transcriptome alteration caused by trifluoperazine suggests a new mechanism of action against PI3K (Phosphatidylinositol-4,5-bisphosphate 3-kinase) activity. Consistently, trifluoperazine suppresses PI3K activity and its down-stream targets Akt (protein kinase B) and S6K1 (S6 kinase 1) in neurons. Further, trifluoperazine normalizes the aberrantly elevated activity of Akt and S6K1 and enhanced protein synthesis in FXS mouse. Together, our data demonstrate a promising value of transcriptome-based computation in identification of therapeutic strategy and repurposing drugs for neurological disorders, and suggest trifluoperazine as a potential treatment for FXS.

## Abstract (web summary)

Qi Ding, Ferzin Sethna et al. perform a computational analysis of the transcriptome profile of *Fmr1*^−/−^ neurons and identify trifluoperazine as potential therapeutic agent against Fragile X Syndrome. Next, they show that low doses of trifluoperazine ameliorate some of the behavioral and molecular phenotypes present in *Fmr1*^−/−^ mice.

## Introduction

Fragile X syndrome (FXS), caused by mutations in the *FMR1* (fragile X mental retardation 1) gene, is the most common form of inherited intellectual disability and a leading cause of autism^1^. As the most prevailing form of mutation, expansion of CGG repeats in the 5′ un-translated region of the *FMR1* gene inhibits its transcription and thereby preventing the expression of its gene product FMRP (fragile X mental retardation protein). FXS patients exhibit numerous neurological abnormalities including intellectual disability, social impairment, perseveration, and hyperactivity^2^. Despite recent advances in the understanding of FMRP function, FXS pathophysiology, and identification of potential therapeutic targets^3^, development of practical therapy has had limited success. As there is no efficacious medication to treat FXS, identification of practical therapeutic intervention is of urgent demand.

Recent studies with transcriptome landscapes in distinct neuronal populations suggest that gene signature may represent a holistic molecular outcome and an indicator for cell type classification and function^4^. As a molecular phenotype and pathological endpoint, transcriptome alteration has been observed in patient samples from major psychiatric disorders^5,6^. Intriguingly, using transcriptome landscape as a holistic outcome may offer an unbiased approach to reveal disease mechanism as well as neuropathology and etiology that are unique or overlapping among psychiatric disorders^7^. Recent studies also suggest that analysis of disease-associated transcriptome profile may also predict potential therapy or aid treatment development. For example, antipsychotics-induced transcriptome changes are negatively correlated with those identified in schizophrenia samples. In contrast, psychotomimetic phencyclidine triggers transcriptome changes that overlap with the disease profile^7^. Regarding its potential application in drug discovery, comparison of psychiatric disease-associated transcriptomes with drug-induced transcript alterations in public database can computationally reveal the previously validated drug-disease pairs^8^. However, whether the transcriptome-based computational approach can help identify new therapeutic or repurposing drugs for new application is of great interest but remains to be examined^8^.

In this study, we identified significant transcriptome changes in *Fmr1* deficient neurons. We compared the transcriptome signature in *Fmr1* knockout (KO) neuron with those in the connectivity Map (CMAP) database^9^, which contains over 7000 reference gene expression profiles representing transcriptome changes affected by 1309 compounds/drugs. Computational analysis outcome predicts therapeutic value of an FDA-approved drug trifluoperazine. Using the FXS mouse model, we found significant effects of trifluoperazine on correcting FXS-associated and autism-associated symptoms. Further analysis with drug-induced transcriptome changes revealed a new pharmacologically inhibitory activity of trifluoperazine against PI3K (Phosphatidylinositol-4,5-bisphosphate 3-kinase). Administration of trifluoperazine normalizes the aberrantly elevated PI3K/Akt (protein kinase B)-S6K1 (S6 kinase 1) signaling in FXS. Our data support the value of computational transcriptome analysis in therapeutic development, and suggest trifluoperazine as a potential practical medication for FXS treatment.

## Results

### Screening of CMAP database with FXS transcriptome signature

Transcriptome alteration represents an emerging molecular phenotype and pathological signature of chronic diseases including psychiatric disorders^5–8^. 

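Total RNA from primary hippocampal cultures of wild type (WT) and *Fmr1* knockout (KO) mice was sequenced after 14 days in vitro, with 3 libraries per genotype. *Fmr1* encodes FMRP, the RNA-binding protein that is lost in fragile X syndrome. The authors cleaned and trimmed the reads, mapped them to the mouse genome (GRCm38) with TopHat2, built genes with Cufflinks and compared the genotypes with Cuffdiff. Their deposited table gives FPKM (by definition, fragments mapped to a transcript, scaled by its length and by all mapped fragments of the library) for each library, and a group FPKM, a p-value and a q-value for the comparison. It has 48100 rows for 47086 loci, and 20105 of the loci were listed at 0 in every library. A locus that carried several gene symbols was tested once. The FPKM of all loci summed to 1803679, 1901860 and 2061226 in the WT libraries and to 2040000, 2233292 and 2303083 in the *Fmr1* KO libraries, and the noncoding RNA Bc1 made up 73.7 to 80.6% of these sums. FPKM values do not give the number of reads. At loci with low FPKM, the most common ratio of WT replicate 1 to another library gave the scaling of that library relative to WT replicate 1. It was 1.34 and 1.25 for WT replicates 2 and 3 and 1.12, 1.1 and 1.11 for *Fmr1* KO replicates 1, 2 and 3. This is the relative depth only if all mapped fragments set the scaling, and the scaling used is not given. The absolute depth is unknown.

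The 13195 loci with a mean FPKM of at least 1 in WT or in *Fmr1* KO were compared as log2(FPKM + 0.1) with limma, with a mean-variance trend and Benjamini-Hochberg adjustment over all 13195. All tests were two-sided except the permutation test of neighbouring loci, given later, which looked only for an excess. A log2 change on this scale understates the change of weakly expressed genes. Across these loci, Pearson's r between libraries was 0.970 to 0.978 for the 6 pairs within a genotype and 0.962 to 0.977 for the 9 pairs between genotypes; loci are not independent replicates. *Fmr1* itself (XLOC_042282, chromosome X, 68678540 to 68717963) had an FPKM of 19.0, 19.5 and 19.7 in the WT libraries and 23.1, 21.8 and 18.5 in the *Fmr1* KO libraries. Its log2 change was 0.12 (standard error 0.08, adjusted p = 0.536 from limma with Benjamini-Hochberg adjustment), which was not larger than the spread between replicates. An exact permutation test of the 6 values gave p = 0.4, where 0.1 is the smallest p that 3 libraries against 3 allow. With each library left out in turn, the log2 change of *Fmr1* stayed between 0.05 and 0.21. The *Fmr1* transcript was therefore not lower in the libraries labelled *Fmr1* KO. The FPKM covers the whole gene and does not separate an intact from a disrupted transcript, so it does not check the labels, on which every direction given from here on rests.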

Here, we used next generation sequencing (NGS) to determine genome-wide changes of gene transcript in *Fmr1* KO hippocampal neurons. Compared to wild type (WT) neurons, 587 gene transcripts were upregulated and 724 were downregulated in *Fmr1* KO samples (Fig. 1a and Supplementary Data 1). 

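In the authors' deposited table, 589 rows were higher and 723 were lower in *Fmr1* KO at an unadjusted p below 0.05 and an FPKM of at least 1 in either genotype. In 998 of these 1312 rows (76.1%), the 3 libraries labelled *Fmr1* KO all lay on the called side of the 3 WT libraries, which happens by chance in 10% of genes that were not selected. These rows were selected on the same libraries, so 10% is not the chance value for them. In the limma comparison of the libraries, 922 loci were higher and 1025 were lower at an unadjusted p below 0.05, and 12 were higher and 23 were lower at a Benjamini-Hochberg adjusted p below 0.05. With each library left out in turn, the adjusted counts were 4 to 8 higher and 10 to 14 lower. The authors' rows cover 1280 loci, and all 1280 had the same direction in limma. Of them, 1013 were below an unadjusted p of 0.05 and 33 were below an adjusted p of 0.05.

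The 5 largest falls among the loci at an adjusted p below 0.05 with separated libraries were in Lyz2, Gabra2, Ccl28, Bgn and Serpinf1. Gabra2 (XLOC_012561, chromosome 5, 70959996 to 71095849), a GABA-A receptor subunit gene, had an FPKM of 122 ± 2.90 in WT and 31.0 ± 0.958 in *Fmr1* KO (SD, n = 3), a log2 change of -1.97 (standard error 0.05, adjusted p = 2.74e-07 from limma with Benjamini-Hochberg adjustment). Gabra2 and Nnt are known to differ between C57BL/6 substrains and had been listed for this, with Supplementary Data 1 already seen. Nnt (chromosome 13, 119335526 to 119409257) had a log2 change of -0.73 (adjusted p = 0.00374 in limma). Ccl28 lies near Nnt, at 119610519 to 119654359, and its FPKM was 2.47 ± 0.204 in WT and 0.628 ± 0.0907 in *Fmr1* KO (SD, n = 3), a log2 change of -1.82. Bgn, which starts within 10 Mb of *Fmr1* on chromosome X, had a log2 change of -1.15. Lyz2, a gene of the microglia list, had a log2 change of -2.87 (adjusted p = 0.0359 in limma, and 0.133 without an FPKM minimum). Serpinf1 had a log2 change of -1.09 (adjusted p = 0.0368 in limma, and 0.155 without an FPKM minimum).

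The 5 largest rises by the same rule were in Ttr, Gm15446, Gm33274, Gm38760 and Eif2s3y. Ttr (XLOC_039504, chromosome 18, 20558073 to 20674326) was listed at 0, 0 and 0.0910 FPKM in the WT libraries and at 56.6, 52.0 and 60.7 in the *Fmr1* KO libraries (adjusted p = 4.47e-07 from limma with Benjamini-Hochberg adjustment). In the authors' deposited table, the p-value of Ttr was 0.121. The predicted genes Gm15446, Gm33274 and Gm38760 were listed at 0 in all 3 WT libraries. In the *Fmr1* KO libraries, Gm15446 had an FPKM of 1.81, 1.97 and 1.68, Gm33274 of 1.56, 1.52 and 1.61, and Gm38760 of 1.75, 2.32 and 0.595. With a pseudocount of 0.01, the limma adjusted p of these 3 genes was 0.0545, 0.0645 and 0.0808. The Y-linked gene Eif2s3y (chromosome Y, 1010577 to 1046811) had an FPKM of 9.53 ± 0.233 in WT and 21.0 ± 1.42 in *Fmr1* KO (SD, n = 3), a log2 change of 1.13 (adjusted p = 0.000183 in limma). The paper states its numbers of upregulated and downregulated transcripts from the Cuffdiff comparison at a p below 0.05. It carries these transcripts forward as the transcriptome signature of *Fmr1* KO neurons.

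**Figure D1:**
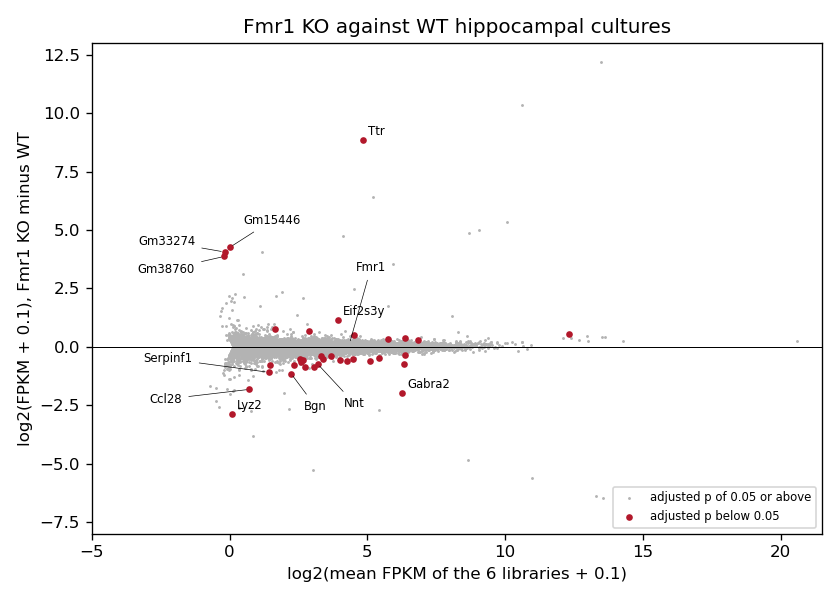
Each point is 1 of the 13195 tested loci. The horizontal axis is the mean FPKM of the 6 libraries and the vertical axis the difference of the libraries labelled *Fmr1* KO from WT, both as log2(FPKM + 0.1). Red points are the 35 loci at an adjusted p below 0.05, with Ttr far above 0, Gabra2 at -1.97 and *Fmr1*, which is not among them, close to 0.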

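The 15 GO lists and 11 KEGG lists of Supplementary Data 3 and 4 hold 606 entries for 320 gene symbols, and 315 loci with these symbols were tested in limma. All of these genes were chosen on the same 6 libraries, so their values are not independent evidence and no enrichment test was run on them. Of the 314 symbols matched to a tested locus, 313 had the direction the paper lists. The exception is the entry listed as Tgfb2 in the cancer pathway list, with a log2 change of 0.04 (adjusted p = 0.849 from limma with Benjamini-Hochberg adjustment); that entry carries the full name of the receptor gene Tgfbr2, whose log2 change was -0.36. At an unadjusted p below 0.05 there were 262 of the 315 loci, and at an adjusted p below 0.05 over all tested loci there were 8, namely Adm, Ccl28, Ccnd2, Dpysl3, Gabra2, Grm2, Ramp2 and Txnip. Adjusted over the list alone, 243 loci were below 0.05. Without an FPKM minimum, 3 of the loci were below an adjusted p of 0.05. The shares of higher and lower loci differed between lists. In the GO list for mitotic nuclear division 23 loci were higher and 7 lower, with a median log2 change of 0.26, and in the KEGG list for neuroactive ligand-receptor interaction 5 were higher and 19 lower, with a median of -0.28. In the GO list for cell adhesion, 26 were higher and 26 were lower.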

Enrichment analysis identified significant changes in 138 GO processes (complete list in Supplementary Data 2; top 15 pathways in Fig. 1b and Supplementary Data 3) and 11 KEGG pathways (Fig. 1c and Supplementary Data 4). Some enrichment groups are related to neural development, calcium homeostasis and signaling, p53 signaling, Rap1 signaling, and MAPK signaling (Fig. 1b, c), the alterations of which are implicated in FXS^10–13^. 

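In the GO list for nervous system development, 27 of 41 loci were higher and 14 were lower in *Fmr1* KO, with a median log2 change of 0.21. The largest rise and the largest fall in the paper's list were in Mdga1, with a log2 change of 0.38 (standard error 0.08), and in Plxnb3, with -0.72 (standard error 0.20). Plxnb3 starts within 10 Mb of *Fmr1* on chromosome X, where strain alleles and an effect of genotype cannot be told apart. The GO list for a rise of cytosolic calcium had 6 loci higher and 19 lower, with a median of -0.30, from Pdgfra at 0.29 (standard error 0.08) to Ccl28. In the KEGG calcium signaling pathway, 6 loci were higher and 14 were lower, with a median of -0.23, from Nos1 at 0.45 (standard error 0.08) to Cckbr at -0.55 (standard error 0.10). For p53 signaling, 7 loci were higher and 4 were lower, with a median of 0.24, from Pidd1 at 0.44 (standard error 0.16) to Cd82 at -0.56 (standard error 0.11). For Rap1 signaling, 10 loci were higher and 10 were lower, with a median of -0.02, from Lpar4 at 0.43 (standard error 0.16) to Id1 at -0.61 (standard error 0.19), which was -0.36 without *Fmr1* KO replicate 1. For MAPK signaling, 11 of 27 loci were higher and 16 were lower, and the largest fall was in Mapk12 at -0.53 (standard error 0.20). In each of these genes, the 3 libraries labelled *Fmr1* KO lay on one side of the 3 WT libraries, as 10% of unselected genes do by chance; these genes were selected on the same libraries. Apart from Ccl28, their adjusted p was between 0.0654 for Nos1 and 0.286 for Mapk12 in limma with Benjamini-Hochberg adjustment, so none passed 0.05 over all tested loci. Nos1 was below 0.05 among loci with an FPKM of at least 5. The loci below an adjusted p of 0.05 in these groups were Dpysl3 for nervous system development, Adm and Ccl28 for cytosolic calcium, and Ccnd2 for p53 signaling, and there was none in the KEGG calcium, Rap1 and MAPK lists, where 15, 16 and 22 loci were below an unadjusted p of 0.05.

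**Figure D2:**
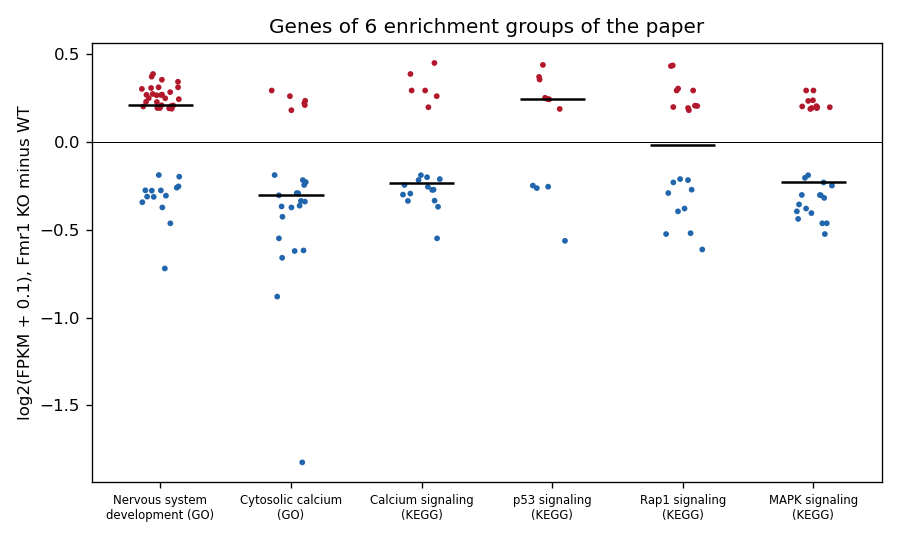
Each point is a gene of 1 of 6 enrichment groups, and the vertical axis is its difference between the libraries labelled *Fmr1* KO and WT in log2(FPKM + 0.1). Red points are above 0 and blue points below 0, with the group median as a black bar; the medians run from -0.30 for cytosolic calcium to 0.24 for p53 signaling.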

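Across the GO and KEGG lists, 178 symbols occur in 1 list and 142 occur in more than 1, of which 34 are in at least 4 lists. Ccnd1 and Pdgfra each occur in 8 lists. The FPKM of Ccnd1, a cyclin gene, was 51.1 ± 2.65 in WT and 58.1 ± 2.04 in *Fmr1* KO (SD, n = 3), a log2 change of 0.19 (standard error 0.05). The FPKM of Pdgfra, which is also a marker of oligodendrocyte precursors, was 63.8 ± 6.12 and 77.9 ± 5.54 (SD, n = 3). In limma with Benjamini-Hochberg adjustment, the adjusted p was 0.185 for Ccnd1 and 0.162 for Pdgfra, above 0.05 although the libraries of the 2 genotypes did not overlap. Ccnd2, in 6 lists, had an FPKM of 72.4 ± 2.90 and 92.4 ± 3.28 (SD, n = 3) and a log2 change of 0.35 (adjusted p = 0.0359 in limma, and 0.112 without an FPKM minimum). Rack1 has the largest rise in the lists for cell cycle, GTPase activity and cell migration. It has 2 loci in the deposited table. The locus behind the listed rise is on a scaffold outside the chromosomes, with a mean FPKM of 0.347 in WT and 1.03 in *Fmr1* KO, while the locus on chromosome 11 (48800359 to 48806241) had 35.5 and 37.7. This check of Rack1 was chosen after its values were seen.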

As alterations of numerous transcripts occur in multiple pathways (Supplementary Data 3, 4), it is challenging to pinpoint which specific DEG (differentially expressed gene) plays a causal role in FXS pathology.

**Fig. 1:**
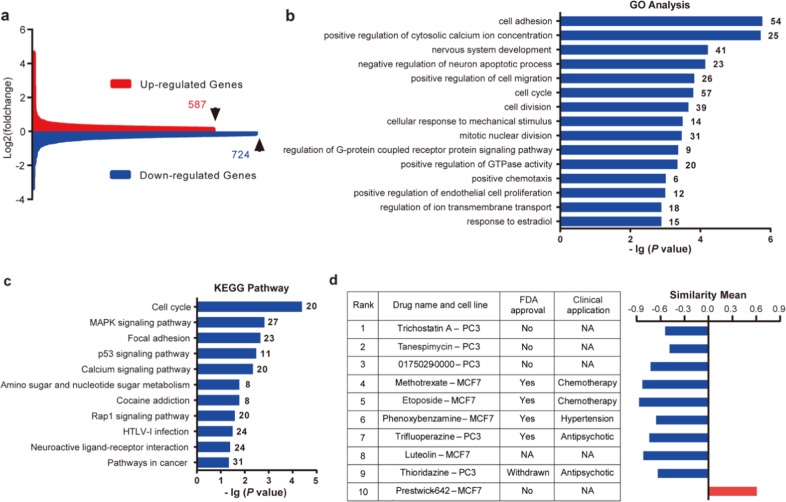
RNA-seq and connectivity Map (CMAP) analysis of differentially expressed genes (DEG) in Fmr1 knockout (KO) hippocampal neuron. **a** Gene expression differences between wild type (WT) and *Fmr1* KO samples. There are 587 upregulated and 724 downregulated genes in *Fmr1* KO hippocampal neuron. **b** Top 15 GO biology processes that are associated with DEG between WT and *Fmr1* KO samples. **c** KEGG pathways that are associated with DEG between WT and *Fmr1* KO samples. **d** Top-ranked 10 CMAP compounds/drugs that induce transcriptome alterations oppositional to (indicated by negative similarity mean) or overlapping with (indicated by positive similarity mean) that caused by *Fmr1* deficiency. Rank is determined by *P* value and enrichment score. Drug name and cell line indicate the name of compound used for treatment with specific cell lines in CMAP database. Full information of *P* value, enrichment score, and similarity mean is shown in Supplementary Data 5.

Recent computational analysis with transcriptomes imputed from GWAS data and CMAP drug-induced gene signature suggests an intriguing strategy to identify potential treatment for psychiatric disorders^8^. The strategy, which identifies therapeutic compounds inducing gene signature oppositional to disease signature (indicated by negative similarity mean), was supported by known medications used for psychiatric conditions. For example, predicted therapeutic compounds for schizophrenia are enriched for antipsychotics^8^. 

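CMAP is a collection of expression profiles of human cancer cell lines treated with compounds, and it is queried with a list of raised and a list of lowered microarray probes. The query made from *Fmr1* KO neurons (Supplementary Data 8) holds 307 probes for 168 symbols on the raised list and 451 probes for 315 symbols on the lowered list, after the mouse genes were converted to human probes. Symbols were matched back to the deposited table by letter case alone, and 165 loci of the raised list and 306 of the lowered list were tested. All 165 loci of the raised list were higher in *Fmr1* KO, with a median log2 change of 0.32, and 305 of 306 loci of the lowered list were lower, with a median of -0.37. The exception is Specc1l, with a log2 change of 0.12. These directions follow from how the lists were made, since both were chosen on the same 6 libraries. At an unadjusted p below 0.05 there were 130 loci of the raised list and 252 of the lowered list. At a Benjamini-Hochberg adjusted p below 0.05 over all loci tested with limma there were 5 of the raised list, namely Ccnd2, Ddx3y, Dpysl3, Hrk and Kdm5d, and 17 of the lowered list. Ddx3y and Kdm5d are Y-linked.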

To examine the value of this unbiased approach, we compared transcriptome signature of *Fmr1* KO neurons with drug-induced signatures in CMAP^9^. We identified negative and positive correlations between the FXS-drug pair. Among the top ten hits ranked by *p* value and enrichment, nine compounds/drugs induce oppositional transcriptome changes (as indicated by negative similarity mean) (Fig. 1d and Supplementary Data 5), predicating potential therapeutic value. From the four FDA-approved drugs, we chose trifluoperazine, which can effectively cross the blood brain barrier (BBB)^14,15^ and has been used to treat central nervous system disorders, for experimental validation of therapeutic efficacy. The other three FDA-approved compounds have been used for cancer chemotherapy and hypertension treatment, respectively, and were not selected for the current study.

### Trifluoperazine corrects FXS-associated behaviors in mice

Previous studies demonstrate that efficacy doses of trifluoperazine used for schizophrenia and anxiety show extrapyramidal side effects in patients^16^, but low dose trifluoperazine is well tolerated in both human and animal models^17^. We examined the key FXS-associated behavioral symptoms following low dose i.p. injection (at 0.05 mg/kg).

We first examined the effects of trifluoperazine on sociability, reduction of which prevalently occurs in FXS and autism. We used two different 3-chamber social interaction paradigms, both of which have been applied in previous studies and detected social impairment in *Fmr1* KO mice^18,19^. The first paradigm measures social interaction without presenting an un-animated object (Fig. 2a); the second paradigm involves both social (i.e., a stranger mouse) and un-animated objects (Fig. 2b). We confirmed that, in both paradigms, *Fmr1* KO mice showed less social interaction than WT mice (genotype effect: *F*_1,35_ = 14.851, *p* = 0.000 in Fig. 2a; genotype effect: *F*_1,44_ = 38.690, *p* = 0.000 in Fig. 2b). Trifluoperazine did not affect WT mice but significantly improved sociability in *Fmr1* KO mice (Fig. 2a; treatment effect: *F*_1,35_ = 3.475, *p* = 0.071; genotype × treatment interaction: *F*_1,35_ = 14.704, *p* = 0.001) (Fig. 2b; treatment effect: *F*_1,44_ = 9.364, *p* = 0.004; genotype × treatment interaction: *F*_1,44_ = 5.119, *p* = 0.029).

**Fig. 2:**
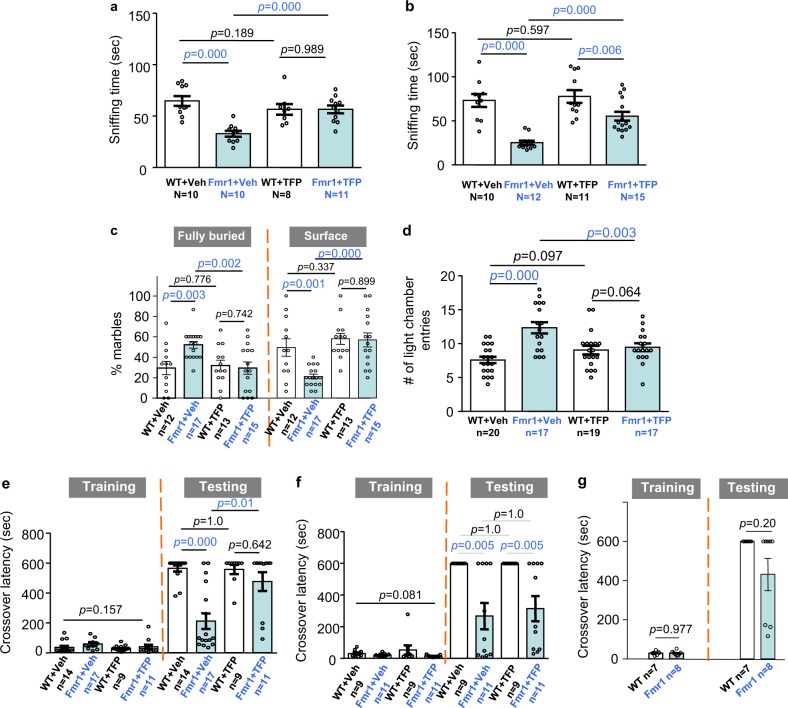
Trifluoperazine corrects FXS- and autism-associated behavioral symptoms in Fmr1 KO mice. Trifluoperazine (TFP, at 0.05 mg/kg) or vehicle (Veh) was administered into wild type (WT) and *Fmr1* KO mice (*Fmr1*) 1 h before testing (**a**–**d**). **a**, **b** TFP improves sociability in *Fmr1* KO and does not affect WT mice. **c** The percentage of fully buried marbles and marbles on the surface (as indicated) was determined for WT and *Fmr1* KO mice following TFP or vehicle administration. **d** TFP corrects the increased locomotive transition between the lit and dark chamber in *Fmr1* KO mice. The total number of entries to the lit chamber was scored. **e** Mice were injected with vehicle or trifluoperazine 60 min before passive avoidance training. Mice were tested 24 h after training, and crossover latency was scored. **f** Mice were injected with vehicle or trifluoperazine 60 min after passive avoidance training. Mice were tested 24 h after training, and crossover latency was scored. There is no difference in crossover latency among the four groups during training (genotype effect: *F*_1,36_ = 3.218, *p* = 0.081; drug effect: *F*_1,36_ = 0.309, *p* = 0.581; genotype × drug interaction: *F*_1,36_ = 1.256, *p* = 0.270). *Fmr1* KO mice showed impaired memory and not corrected by trifluoperazine. **g** Mice received three mild electric foot shocks during passive avoidance training. Mice were tested 24 h after training, and crossover latency was scored. **a**–**d** *p* values between the indicated two groups were determined by two-way ANOVA followed by Holm-Sidak test. **e**, **f** Two-way ANOVA and Fisher’s exact test was used to analyze training and testing data, respectively. **g** Student’s *t*-test and Fisher’s exact test was used to analyze training and testing data, respectively.

*Fmr1* KO mice show significant repetitive/stereotypic behavior, recapitulating perseverative symptoms in FXS and autism patients. We examined animal behavior in marble-burying test, which has been considered to measure repetitive behavior and barely involves novelty-induced anxiety^20^. We found that trifluoperazine had no effect on WT but normalized the excessive marble burying behavior in *Fmr1* KO mice (for fully buried marbles in Fig. 2c; genotype effect: *F*_1,53_ = 3.726, *p* = 0.059; treatment effect: *F*_1,53_ = 3.808, *p* = 0.056; genotype × treatment interaction: *F*_1,53_ = 5.758, *p* = 0.02; post-hoc Holm-Sidak test detected significant difference between vehicle-treated WT and *Fmr1* KO mice) (for marbles on the surface in Fig. 2c; genotype effect: *F*_1,53_ = 6.255, *p* = 0.016; treatment effect: *F*_1,53_ = 14.217, *p* = 0.000; genotype × treatment interaction: *F*_1,53_ = 5.383, *p* = 0.024; post-hoc Holm-Sidak test detected significant difference between vehicle-treated WT and *Fmr1* KO mice). The number of marbles partially buried by WT and *Fmr1* KO mice was similar (Supplementary Fig. 1; genotype effect: *F*_1,53_ = 2.01, *p* = 0.162). Due to overall increase in combined number of fully buried and surface marbles, the number of partially buried marbles was decreased in both WT and *Fmr1* KO mice injected with trifluoperazine (Supplementary Fig. 1; drug effect: *F*_1,53_ = 11.393, *p* = 0.001; genotype–drug interaction: *F*_1,53_ = 0.096, *p* = 0.758). We further examined *Fmr1* KO mice with light-dark test. The *Fmr1* KO mice showed more transition between the light and dark chambers than WT animals, indicating both hyperactivity and repetitive behavior (Fig. 2d; genotype effect: *F*_1,69_ = 16.69, *p* = 0.000). *Fmr1* KO and WT mice spent comparable time in the light and dark chamber (genotype effect: *F*_1,69_ = 0.428, *p* = 0.515; treatment effect: *F*_1,69_ = 0.046, *p* = 0.830; genotype × treatment interaction: genotype effect: *F*_1,69_ = 0.820, *p* = 0.368) (Supplementary Fig. 2). Trifluoperazine corrected the excessive transition in *Fmr1* KO mice but did not affect WT mice (Fig. 2d; treatment effect: *F*_1,69_ = 1.276, *p* = 0.263; genotype-treatment interaction: *F*_1,69_ = 11.73, *p* = 0.001). In other stereotypic behavior tests, *Fmr1* KO mice displayed normal self-grooming (Supplementary Fig. 3) but excessive digging behavior (Supplementary Fig. 4). Trifluoperazine did not show significant effect on correcting excessive digging (Supplementary Fig. 4).

Hyperactivity is observed in both human FXS patients and *Fmr1* KO mice^21,22^. In a novel open field arena, we confirmed that *Fmr1* KO mice have enhanced locomotor activity in the whole arena (Supplementary Fig. 5a, b; genotype effect: *F*_1,28_ = 24.226, *p* = 0.000) as well as in the center area (Supplementary Fig. 5c, d; genotype effect: *F*_1,28_ = 17.106, *p* = 0.000). We did not detect significant effect of trifluoperazine on locomotion in the whole arena (drug effect: *F*_1,28_ = 0.762, *p* = 0.39; genotype × drug interaction: *F*_1,28_ = 1.592, *p* = 0.217) or the center area (drug effect: *F*_1,28_ = 1.183, *p* = 0.286; genotype × drug interaction: *F*_1,28_ = 0.376, *p* = 0.545).

FXS is the leading cause of inherited intellectual disability. To determine certain aspect of cognitive deficits, we examined passive avoidance memory. Trifluoperazine or vehicle was administered before training, during which animals received an electric foot shock once entering the dark chamber. Twenty-four hours after training, animals were tested for memory formation, which is implicated by increased latency to cross over and enter the dark chamber. All groups of animals showed similar crossover latency during training (Fig. 2e, genotype effect: *F*_1,47_ = 2.069, *p* = 0.157; drug effect: *F*_1,47_ = 2.424, *p* = 0.126; genotype–drug interaction: *F*_1,47_ = 0.248, *p* = 0.569). During testing, vehicle-treated WT mice showed significantly longer crossover latency than vehicle-treated *Fmr1* KO mice (Fig. 2e, *p* = 0.000, Fisher’s exact test). This confirms the impaired passive avoidance memory in the FXS mice^21,22^. Although trifluoperazine did not have an effect on WT animals, crossover latency in trifluoperazine-treated *Fmr1* KO mice significantly increased to the WT level (Fig. 2e, *p* = 0.01, Fisher’s exact test). We expect that the improved memory in *Fmr1* KO mice is not due to trifluoperazine effect on locomotion. This is because the memory test was performed 24 h after trifluoperazine administration. When tested in a similar context (i.e., movement in the light-dark box test), the effect of trifluoperazine on locomotion is evident 1 h (Fig. 2d) but not 24 h after drug administration (Supplementary Fig. 6; genotype effect: *F*_1,22_ = 18.631, *p* = 0.000; drug effect: *F*_1,22_ = 0.325, *p* = 0.574; genotype × drug interaction: *F*_1,22_ = 0.166, *p* = 0.688 for the number of transition between the lit and dark chambers). Interestingly, when trifluoperazine was administered after training, it had no significant effect on correcting the defective passive avoidance memory in *Fmr1* KO mice (Fig. 2f). This suggests an intriguing possibility that lack of FMRP causes impaired learning but not memory consolidation. Supportively, when trained by a stronger learning paradigm, during which three consecutive electric foot shocks were delivered, *Fmr1* KO mice showed normal passive avoidance memory (Fig. 2g).

Hyper sensitivity and susceptibility to seizures are common in FXS patients. Here, we confirmed that WT mice do not show audiogenic seizure (AGS), which is a major behavioral phenotype in FXS mouse model^23^. While *Fmr1* KO mice receiving trifluoperazine displayed reduction in AGS, the drug effect is marginal but not significant (Supplementary Fig. 7; *p* = 0.113 for wild running and *p* = 0.273 for seizure).

### Effects of repeated trifluoperazine on behavioral symptoms

One potential problem related to treatment is drug desensitization following repeated administration. Trifluoperazine or vehicle was administered once per day for 8 days. We examined light-dark test and social interaction 1 hour after the last drug administration. While the vehicle-treated *Fmr1* KO mice showed more transitions between the two chambers, the trifluoperazine-treated group showed fewer transitions, which were comparable to the WT level (Fig. 3a; genotype effect: *F*_1,25_ = 27.303, *p* = 0.000; drug effect: *F*_1,25_ = 27.303, *p* = 0.000; genotype × drug interaction: *F*_1,25_ = 11.613, *p* = 0.002). Repeated trifluoperazine had no effect on the time spent in each chamber (Fig. 3b; genotype effect: *F*_1,25_ = 0.287, *p* = 0.597; drug effect: *F*_1,25_ = 0.019, *p* = 0.892; genotype × drug interaction: *F*_1,25_ = 0.079, *p* = 0.781).

**Fig. 3:**
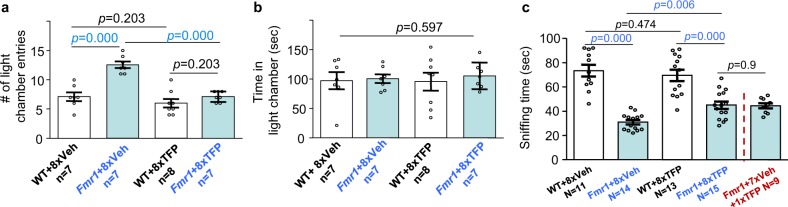
Repeated administration of trifluoperazine (TFP) does not cause desensitization to the drug. Wild type (WT) and *Fmr1* KO mice (Fmr1) were injected with TFP (0.05 mg/kg) or vehicle daily for 8 days. Mice were subjected to light-dark test (**a**, **b**) or social interaction test (determined by paradigm 1) (**c**) 1 h after the last injection. In a separate *Fmr1* KO cohort, mice were treated with seven daily injection of vehicle and 1 TFP injection on day 8. Then, social interaction was examined 1 h after TFP injection (**c**). For light-dark test, number of locomotive transition between the light and dark chamber (**a**) and time spent in the light chamber (**b**) are presented. For social interaction, total time spent in sniffing the novel stimulus mouse enclosure is presented (**c**). The *p* values were determined by two-way ANOVA followed by Holm-Sidak test. Student’s *t*-test was used to compare *Fmr1* KO mice receiving eight TFP injections and mice receiving seven vehicle and 1 TFP injection in **c**.

In another independent behavioral paradigm, repeated trifluoperazine improved social interaction in *Fmr1* KO mice (Fig. 3c). However, the treated-*Fmr1* KO mice still showed less social interaction than WT mice (Fig. 3c; genotype effect: *F*_1,49_ = 83.685, *p* = 0.000; drug effect: *F*_1,49_ = 1.896, *p* = 0.175; genotype × drug interaction: *F*_1,49_ = 5.985, *p* = 0.018). This is likely due to that sociability in *Fmr1* KO mice is more sensitive to the repeated injection procedure (Supplementary Fig. 8). With another cohort of *Fmr1* KO mice, we found that 7 repeated vehicle injections followed by one trifluoperazine injection had similar effect to that of eight repeated trifluoperazine injections (Fig. 3c). These data indicate that *Fmr1* KO mice are not desensitized to trifluoperazine following repeated exposures to the drug.

### Trifluoperazine normalizes the elevated protein synthesis

Enhanced basal protein synthesis is thought to be the core cellular abnormality associated with FXS^1,3,24^. Here, we labeled newly synthesized proteins in neurons with puromycin using the SUnSET method^18,25^. We observed enhanced protein synthesis in *Fmr1* KO neurons compared to WT neurons (Fig. 4a, b; genotype effect: *F*_1,60_ = 21.249, *p* = 0.000). Treatment with trifluoperazine specifically reduced the level of puromycin-labeled proteins in *Fmr1* KO neurons to the WT level; it did not affect protein synthesis in WT neurons (Fig. 4; drug effect: *F*_1,60_ = 2.286, *p* = 0.057; genotype × drug interaction: *F*_5,60_ = 3.733, *p* = 0.005).

**Fig. 4:**
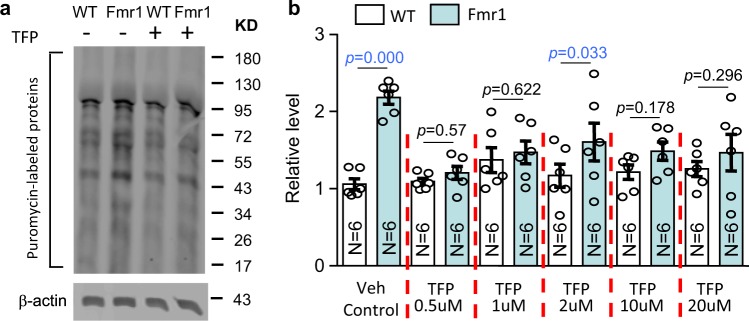
Trifluoperazine corrects enhanced basal translation in Fmr1 KO neurons. Basal protein synthesis was determined in wild type (WT) and *Fmr1* KO (Fmr1) mouse neurons by the SUnSET method. DIV 14 primary hippocampal neurons were pre-incubated with vehicle (Veh) or trifluoperazine (TFP) (at various concentrations as indicated) for 30 min before the addition of puromycin into the culture media. Equal amounts of protein were loaded on the gel for Western blot analysis with anti-puromycin antibody. **a** Representative image shows that the level of puromycin-labeled proteins is higher in *Fmr1* KO than WT neurons, and trifluoperazine dampens protein synthesis in *Fmr1* KO but not WT neurons. **b** Quantification shows that the enhanced protein synthesis in *Fmr1* KO but not WT neurons was suppressed by trifluoperazine. The relative level of newly synthesized puromycin-labeled protein in the vehicle-treated WT group was defined as 1, and all samples were normalized to this group. The *p* values were determined by two-way ANOVA followed by Holm-Sidak test.

### CMAP predicts new activities of trifluoperazine

Aberrant intracellular signaling is considered as a prevailing disease mechanism that is causally related to both behavioral symptoms and elevated protein synthesis in FXS^13,18,26–28^. Regarding the mechanism of action (MOA), trifluoperazine is a phenothiazine derivative and has inhibition activity against dopamine receptors including both D1-like and D2-like receptors. Interestingly, a previous study showed hypo-dopaminergic function in FXS and that a dopamine receptor agonist rescued behavioral abnormality in *Fmr1* KO mice^29^. Thus, therapeutic effects of trifluoperazine are unlikely mediated through its inhibition action against dopamine receptors.

To identify potential new pharmacological activity of trifluoperazine, we screened CMAP for similarity compounds that induce transcriptome alterations overlapping with trifluoperazine-induced changes. 

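Trifluoperazine is an antipsychotic drug, and PC3 is a human prostate cancer cell line. The trifluoperazine signature in Supplementary Data 6 holds 254 raised probes for 230 symbols and 273 lowered probes for 265 symbols. Its genes come from PC3 cells. The compound was a candidate in the paper because of its negative similarity to the signature of these hippocampal libraries. The lists of the trifluoperazine signature are therefore not an independent test in these libraries. Matched by letter case, 155 loci of the raised list and 210 of the lowered list were tested, and they were compared with all other tested loci by limma's camera with an inter-gene correlation of 0.01. Loci that trifluoperazine lowers in PC3 cells were higher in the libraries labelled *Fmr1* KO, with 136 of 210 above 0 and a median log2 change of 0.04 (Benjamini-Hochberg adjusted p = 0.00997 over the 10 gene sets tested with limma's camera). Loci that it raises were not distinguishable from the others, with 74 of 155 above 0 and a median of -0.0097 (adjusted p = 0.398 in limma's camera). Before adjustment, camera gave 0.00399 and 0.319, and both calls held under limma's fry (0.00191 and 0.0981) and with an estimated correlation (0.0076 and 0.337). The p of camera, unlike those of fry, treat loci as the sample, and with 3 libraries per genotype no exact permutation p can be below 0.1. The p of the lowered list rose most without the genes of the cell cycle and proliferation lists, to 0.0177. Of single loci, only Nnt of the lowered list and Hrk of the raised list were below a limma adjusted p of 0.05. Nnt was lower in *Fmr1* KO (log2 change -0.73) and Hrk was higher (0.51). Both thus changed in the direction of the drug, against an oppositional relation. The 2 signatures shared 12 symbols raised in the *Fmr1* KO query and lowered by trifluoperazine and 8 lowered and raised, against 4 raised in both and 2 lowered in both.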

Querying CMAP database using trifluoperazine signature in PC3 cell (Supplementary Data 6), which displays oppositional profile to that of *Fmr1* KO neurons (Fig. 1d), revealed compounds with positive and negative similarity scores (Supplementary Data 7). Similarity compounds were ranked in a descending order according to *p* value, enrichment and similarity mean (connectivity/similarity score). Among the top ten hits, four compounds are phenothiazine derivatives and used as typical antipsychotics (Table 1). The other two classes of compound over-represented among the top 10 hits are HDAC (histone deacetylase) inhibitors (i.e., vorinostat and trichostatin A) and PI3K signaling inhibitors (i.e., sirolimus and LY-294002). Further, another well-known PI3K inhibitor wortmannin also triggers transcriptome changes that significantly overlap with trifluoperazine-induced changes. Wortmannin-induced gene signatures in different cell lines are ranked at 35 (MCF7 cell, *p* = 0.00038, enrichment = 0.608, and similarity mean = 0.244) and 74 (PC3 cell, *p* = 0.00455, enrichment = 0.95, and similarity mean = 0.389), respectively (Supplementary Data 7). These results predict an intriguing possibility that trifluoperazine may process new pharmacological activity as HDAC and/or PI3K signaling inhibitor.

**Table 1:** Top 10 trifluoperazine similarity compounds.

Rank	Compound name and cell line	Similarity mean	*N*	Enrichment	*p* value	Application/MOA
1	Fluphenazine—PC3	0.558	3	0.997	0	Typical antipsychotics/derivatives of phenothiazine
2	Thioridazine—PC3	0.569	5	0.994	0	Typical antipsychotics/derivatives of phenothiazine
3	Vorinostat—MCF7	0.333	7	0.92	0	HDAC inhibitor
4	Sirolimus—PC3	0.344	8	0.871	0	PI3K/Akt/mTOR inhibitor
5	Prochlorperazine—MCF7	0.369	9	0.867	0	Typical antipsychotics/derivatives of phenothiazine
6	Trichostatin A—PC3	0.347	55	0.862	0	HDAC inhibitor
7	Trifluoperazine—MCF7	0.371	9	0.787	0	Typical antipsychotics/derivatives of phenothiazine
8	Geldanamycin—MCF7	0.294	10	0.753	0	HSP inhibitor
9	LY-294002—PC3	0.315	12	0.748	0	PI3K/Akt/mTOR inhibitor
10	Trichostatin A—MCF7	0.29	92	0.729	0	HDAC inhibitor

Signature probes of trifluoperazine in PC3 cell are used as query to search similarity compounds in CMAP database. Compound with positive and negative similarity mean triggers overlapping and oppositional transcriptome changes, respectively, comparing to the change caused by trifluoperazine in PC3 cell. Rank, *p* value, enrichment score, and similarity mean are described in Supplementary Data 5. Compound name and cell line indicate the name of compound used for treatment with specific cell lines in CMAP database. Number of arrays (*N*) is the number of analyzed arrays obtained from all instances of the corresponding compound. MOA: mechanism of action.

### Trifluoperazine inhibits the PI3K-Akt-S6K1 cascade

We first examined the effect of trifluoperazine on histone acetylation. We confirmed that treatment with vorinostat (Fig. 5a) or trichostatin A (Fig. 5b) increased acetylation of histone H3 and H4. We did not observe any significant effects of trifluoperazine on these readouts of HDAC activity (Fig. 5c).

**Fig. 5:**
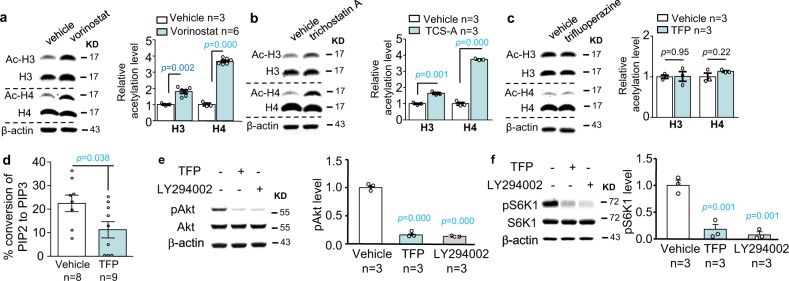
Trifluoperazine suppresses the PI3K-Akt-S6K1 signaling cascade but does not affect histone acetylation in hippocampal neurons. **a**–**c** Hippocampal neurons cultured from WT mice were treated with vorinostat (20 μM) (**a**), trichostatin A (20 μM) (**b**), and trifluoperazine (20 μM) (**c**) for 1 h, and then harvested for Western blot analysis. Level of the acetylated histone H3 and H4 (Ac-H3 and Ac-H4) in vehicle-treated and drug-treated sample was normalized to total H3 and H4, respectively. **d** PI3 kinase activity in lysates from primary WT hippocampal neurons treated with 20 µM trifluoperazine (TFP) or vehicle was determined by ELISA, which measures the concentration of PIP3 converted from PIP2. **e**, **f** Primary WT hippocampal neurons were treated with trifluoperazine (TFP) (20 µM) or LY-294002 (20 µM) for 1 h. Samples harvested immediately after drug or vehicle treatment were analyzed by Western blot for the level of pAkt (normalized to total Akt) (**e**) and pS6K1 (normalized to total S6K1) (**f**). The relative protein level in the vehicle-treated control group was defined as 1 (**a**–**c**, **e**, **f**). The *p* values (**a**–**d**) were determined by student’s *t*-test. The *p* value between the treated and control samples (**e**, **f**) was determined by one-way ANOVA and post hoc Tukey’s test (**e**, **f**).

We next examined the effect of trifluoperazine on PI3K, elevated activity of which has been found in FXS samples^27,30^. Enzymatic assay demonstrates that trifluoperazine significantly suppresses PI3K activity in hippocampal neurons (Fig. 5d). We further examined the major PI3K downstream target Akt, and found that, similar to LY-294002, trifluoperazine also dampened Akt activity, as indicated by reduction of phosphorylation (Fig. 5e, treatment effect: *F*_2,6_ = 1200.316, *p* = 0.000, one-way ANOVA). We next examined the activity of S6K1, which has been implicated as PI3K/Akt downstream target and involved in regulating protein translation machinery and hyper-active in *Fmr1* KO mice and FXS patients^18,26,31^. We found that both LY-294002 and trifluoperazine suppressed S6K1 phosphorylation at Thr389 (a target site of PI3K^32,33^) (Fig. 5f, treatment effect: *F*_2,6_ = 37.441, *p* = 0.000, one-way ANOVA).

One complication is that, as implicated in mesangial cells, long-term trifluoperazine treatment has been shown to cause cell death, which may indirectly affect the activity of survival-supporting molecules such as Akt^34^. In our experimental set-up, 1-h trifluoperazine treatment did not affect neuronal viability (Supplementary Fig. 9; genotype effect: *F*_1,39_ = 3.547, *p* = 0.067; trifluoperazine effect: *F*_2,39_ = 1.580, *p* = 0.219; genotype × trifluoperazine interaction: *F*_2,39_ = 0.024, *p* = 0.976). These data demonstrate that trifluoperazine processes a new and previously un-described MOA against the PI3K-Akt-S6K1 signaling cascade in neurons.

Previous studies have shown that enhanced Akt-S6K1 signaling may be causal for certain aspects of symptoms in *Fmr1* KO mice^18,35^. We confirmed that, with comparable levels of total Akt (Fig. 6a, b; genotype effect: *F*_1,20_ = 0.460, *p* = 0.505; drug effect: *F*_1,20_ = 1.041, *p* = 0.320; genotype × drug interaction: *F*_1,20_ = 0.407, *p* = 0.531) and S6K1 (Fig. 6d, e; genotype effect: *F*_1,20_ = 0.044, *p* = 0.836; drug effect: *F*_1,20_ = 0.140, *p* = 0.713; genotype × drug interaction: *F*_1,20_ = 0.045, *p* = 0.834), the levels of pAkt (Fig. 6a, c, genotype effect: *F*_1,20_ = 27.793, *p* = 0.000) and pS6K1 (Fig. 6d, f, genotype effect: *F*_1, 20_ = 79.221, *p* = 0.000) are elevated in the hippocampus of *Fmr1* KO mice. Administration of trifluoperazine (0.05 mg/kg) in *Fmr1* KO mice normalized the elevated pAkt (Fig. 6a, c; drug effect: *F*_1,20_ = 25.791, *p* = 0.000; genotype × drug interaction: *F*_1,20_ = 22.512, *p* = 0.000) and pS6K1 (Fig. 6d, f; drug effect: *F*_1,20_ = 40.388, *p* = 0.000; genotype × drug interaction: *F*_1,20_ = 35.893, *p* = 0.000) to the WT level. Together, these results demonstrate that trifluoperazine can normalize the aberrantly elevated PI3K-Akt-S6K1 signaling in *Fmr1* KO neurons. Further, Akt activity (as indicated by pAkt) in *Fmr1* KO neurons is more sensitive to trifluoperazine than in WT neurons (Fig. 7). We found that trifluoperazine at 0.25, 0.5, and 1 μM dampened pAkt in *Fmr1* KO (Fig. 7b) but not in WT neurons (Fig. 7a). Akt activity in WT neurons was significantly suppressed by 2 and 10 μM trifluoperazine (Fig. 7a).

**Fig. 6:**
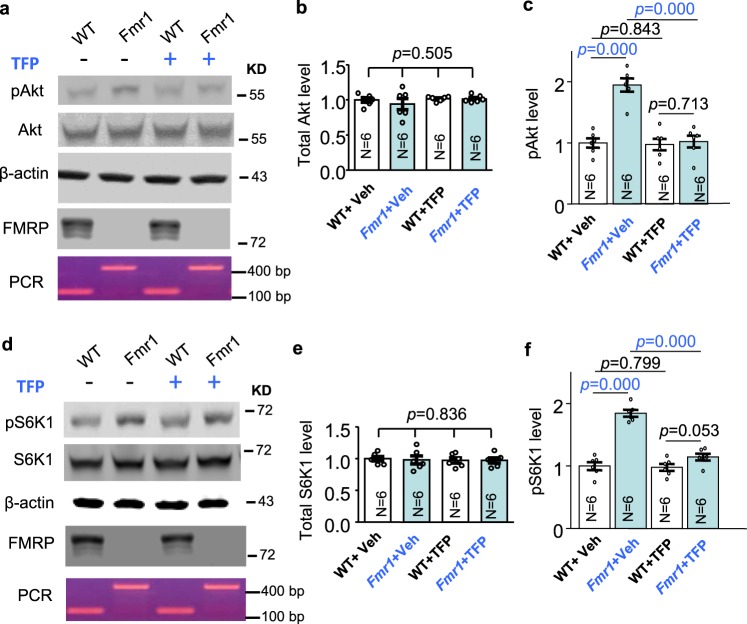
Trifluoperazine (TFP) corrects the aberrantly elevated Akt and S6K1 activity in Fmr1 KO mice. Wild type (WT) and *Fmr1* KO (Fmr1) mice were injected with vehicle or trifluoperazine (0.05 mg/kg) 1 h before hippocampus was harvested. The levels of total Akt (**a**, **b**) and phosphorylated Akt (pAkt) (**a**, **c**) as well as total S6K1 (**d**, **e**) and phosphorylated S6K1 (pS6K1 at Thr389) (**d**, **f**) were determined by Western blot. Protein loading was determined by the level of β-actin (**a**, **d**). The expression of FMRP was detected in WT but not *Fmr1* KO samples by Western blot (**a**, **d**). The genomic differences in WT and *Fmr1* KO samples were further confirmed by PCR-base genotyping; the PCR product is 130 bp for WT and 420 bp for *Fmr1* KO samples (the bottom panel **a**, **d**). Representative images are shown in **a**, **d**. For quantification, the level of total Akt (**b**) and total S6K1 (**e**) was normalized to the level of β-actin. The level of pAkt (**c**) and pS6K1 (**f**) was normalized to the level of total Akt and total S6K1, respectively. The relative level of Akt (or pAkt) and S6K1 (or pS6K1) in the vehicle-treated wild type (WT) group was defined as 1, and all samples were normalized to this group. The *p* values were determined by two-way ANOVA (**b**, **e**) or two-way ANOVA followed by Holm-Sidak test (**c**, **f**).

**Fig. 7:**
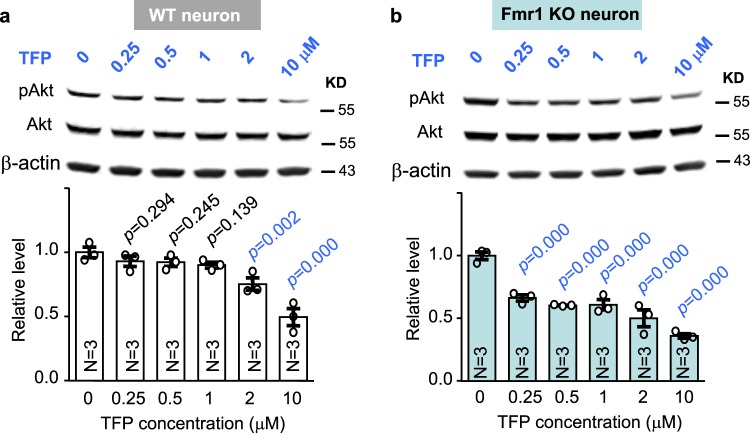
Fmr1 KO neurons are more sensitive to trifluoperazine treatment. DIV 14 wild type (WT) (**a**) and *Fmr1* KO neurons (**b**) were treated with trifluoperazine (TFP) at various concentrations (as indicated). Following the 1 h treatment, levels of pAkt, total Akt, and β-actin were determined by Western blot. The level of pAkt is normalized to the level of total Akt. The relative level of pAkt in the vehicle-treated control group is defined as 1, and all samples are normalized to this group. The *p* value between the indicated group and the vehicle-treated control group was determined by one-way ANOVA (*F*_5,12_ = 17.777, *p* = 0.000 for **a**; *F*_5,12_ = 33.545, *p* = 0.000) for (**b**) followed by post hoc Tukey’s test.

### No effect of D1 and D2 antagonists on behavioral symptoms

To directly test the possibility that therapeutic effect of trifluoperazine is mediated through its activity against dopamine receptors, we used other known D1 and D2 receptor (D1R and D2R) antagonists. At concentrations that affect dopamine receptor function^36–38^, neither the D1R antagonist SCH23390 nor the D2R antagonist raclopride inhibited pAkt in neurons (Supplementary Fig. 10a, b). Intriguingly, we found that the D1R antagonist SCH23390 bi-directionally affects pS6K1. SCH23390 at 1 and 2 μM enhanced pS6K1. At 10 μM, SCH23390 suppressed pS6K1 (Supplementary Fig. 10c). The D2R antagonist raclopride significantly suppressed pS6K1 (Supplementary Fig. 10d), but the degree of suppression was milder than the effect of trifluoperazine (Fig. 5f). It is known that, besides PI3K-Akt, pS6K1 may also be affected by other signaling molecules such as mTOR. We found that the mTOR inhibitor rapamycin had no effect on pAkt but eliminated the pS6K1 signal (Supplementary Fig. 11). These data implicate that the D1R/D2R antagonists have different pharmacological activity from trifluoperazine and mTOR inhibitor.

We further tested the in vivo effects of D1R/D2R antagonists on behavior. In the social interaction test, SCH23390 and raclopride both increased social interaction in WT mice (Fig. 8a; genotype effect: *F*_1,58_ = 121.132, *p* = 0.000; treatment effect: *F*_2,58_ = 3.447, *p* = 0.039; genotype × treatment interaction: *F*_2,58_ = 2.592, *p* = 0.084) (*p* = 0.029 for SCH23390; *p* = 0.001 for raclopride; post hoc Holm-Sidak test). They did not affect *Fmr1* KO mice (*p* = 0.777 for SCH23390, *p* = 0.825 for raclopride; post hoc Holm-Sidak test). In the marble bury test, vehicle-treated and drug-treated *Fmr1* KO mice displayed excessive marble burying activity compared to their corresponding WT groups (for the fully buried marbles in Fig. 8b; genotype effect: *F*_1,83_ = 18.66, *p* = 0.000; drug effect: *F*_2,83_ = 5.637, *p* = 0.005; genotype–drug interaction: *F*_2,83_ = 0.107, *p* = 0.899) (for the surface marbles in Fig. 8c; genotype effect: *F*_1,83_ = 47.509, *p* = 0.000; drug effect: *F*_2,83_ = 11.150, *p* = 0.000; genotype–drug interaction: *F*_2,83_ = 2.660, *p* = 0.076). SCH23390 non-specifically decreased the % of fully buried marbles in both WT and *Fmr1* KO mice (Fig. 8b). For % of surface marbles, SCH23390 had effect on WT but not *Fmr1* KO mice (Fig. 8c). The D2R antagonist raclopride affected neither WT nor *Fmr1* KO mice (Fig. 8b, c). These data show that the D1R/D2R antagonists have different in vivo effects comparing to trifluoperazine, suggesting that the therapeutic effect of trifluoperazine is unlikely due to its inhibitory activity against dopamine receptors.

**Fig. 8:**
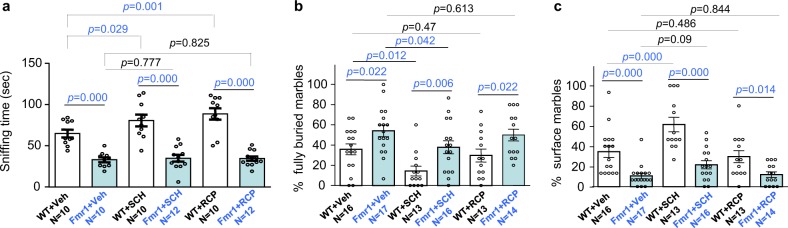
Effects of D1R and D2R antagonists on sociability and repetitive behavior. Wild type (WT) and *Fmr1* KO mice (Fmr1) were i.p. injected with vehicle (Veh), or the D1R antagonist SCH23390 (SCH, 0.05 mg/kg), or the D2R antagonist raclopride (RCP, 0.3 mg/kg). One hour after injection, mice were examined by the 3-chamber social interaction (determined by paradigm 1) (**a**) or marble bury test (**b**, **c**). Direct interaction with the novel stimulus mouse (as indicated by sniffing time) is presented in **a**. For marble bury activity, % of fully buried marble and marbles on the surface is presented in **b**, **c**, respectively. The *p* values were determined by two-way ANOVA followed by Holm-Sidak test.

## Discussion

Compared to de novo therapeutic development, repurposing FDA-approved drugs offers several benefits including reduction of cost and potentially sooner clinical application. Regarding examination of FDA-approved drugs for FXS treatment, recent studies mainly focused on the known disease mechanism and used hypothesis-driven approaches. For instance, therapeutic testing with metformin and lovastatin, which show promising efficacy in both FXS mouse model^19,39^ and small scale open-label human studies^40,41^, is theoretically based on their pharmacological actions against mTORC1 and ERK1/2 (extracellular signal-regulated kinase 1/2), the activity of which is abnormally elevated in FXS mouse model and patients^3^. In this study, we used whole transcriptome analysis as an unbiased approach to identify potential therapeutics. Gene signature analysis with normal neurons and psychiatric disorder-affected specimens suggests an intriguing possibility that transcriptome landscape and cell function are associated and may mutually affect each other. Related to disease mechanism, genomic alteration is considered as an emerging molecular phenotype and pathological endpoint. Intriguingly, recent computational comparison of gene signatures associated with psychiatric disorders and drug treatment suggests an attractive but yet to-be-validated approach for therapy development and drug repurposing^7,8^. Here, we compared transcriptome alterations caused by *Fmr1* deficiency and CMAP drugs. The computational analysis identified trifluoperazine as a potential therapeutic. It is important to note that transcriptome data in the CMAP database were collected from cancer cell lines rather than neurons. Interestingly, we were able to validate the CMAP-predicted effect of trifluoperazine in neurons and FXS mouse model. Two recent computational studies also found that the CMAP data from cancer cells may be effectively used to predict therapy or mechanism for neurological disorders^7,8^.

Trifluoperazine, belonging to the phenothiazine group, is a well-known antipsychotic. Interestingly, some antipsychotics such as haloperidol, risperidone, and aripiprazole have been noted to alleviate irritability and aggression in autism and FXS patients^42–44^. The main side effects include extrapyramidal symptoms (EPS) and sedation. In particular for trifluoperazine, long-term use in the 6–40 mg/day range exerts EPS^16^. However, in theory, side effects depend on drug dose, and human studies demonstrate that EPS can be successfully managed through dose adjustment. Here, we observed robust efficacy of low dose trifluoperazine at 0.05 mg/kg, which, according to the well-accepted FDA formula^45^, is equivalent to 0.004 mg/kg for human (or 0.24 mg for a person with 60 kg body weight). This dose is highly applicable and tolerated, as it is significantly lower than 5 mg/day, which, judged by the Extrapyramidal Symptom Rating Scale, does not cause adverse side effects in humans^17^. Notably, low dose trifluoperazine (i.e., 1 mg, which is about 4× higher than 0.24 mg) is also used in combination with antidepressant in human patients, and sold under the brand names of Parmodalin and Jatrosom N.

The primary application of trifluoperazine in schizophrenia patients shows strong effects on correcting the positive symptoms possibly through its inhibition on dopamine receptors. It is known that the anti-dopamine effects of trifluoperazine decrease locomotor activity but does not improve cognitive function. We found that trifluoperazine at 0.05 mg/kg does not affect locomotor activity in WT mice in the light-dark and open field test. In *Fmr1* KO mice, trifluoperazine normalizes the excessive locomotor transition in the light-dark test but not in the open field paradigm. Notably, 0.05 mg/kg trifluoperazine rescued the cognitive impairment in *Fmr1* KO mice. Interestingly, certain aspects of FXS-associated abnormality are caused by decreased dopamine function and dopamine agonist corrects certain phenotypes in FXS mouse^29^. We further examined the effect of other known D1R and D2R antagonists, and found no therapeutic efficacy in correcting FXS-associated abnormalities. These lines of evidence suggest that the therapeutic effects of low dose trifluoperazine are unlikely due to its anti-dopamine activity.

Our study further used computational screening with CMAP to identify a potential pharmacological mechanism underlying the therapeutic effects of trifluoperazine. Intriguingly, although gene signature induced by trifluoperazine shows similarity to those induced by the known HDAC and PI3K inhibitors, we found trifluoperazine effect on PI3K activity but not histone acetylation. However, as our assay only examined acetylation of H3 and H4 at specific lysine residuals (i.e., K9 of H3 and K8 of H4), more exhaustive investigation may be needed to totally exclude potential trifluoperazine activity against HDAC. Since all available small molecule drugs have promiscuous pharmacological targets, we do not exclude the possibility that the therapeutic effects of trifluoperazine are mediated by regulating other signaling pathways in addition to the inhibition of the PI3K-Akt-S6K1 cascade. Nevertheless, our results do suggest that drugs with similar effects on transcriptome signature may have similar MOA (mechanism of action) and warrant experimental validation.

Notably, some of the top-ranked trifluoperazine similarity compounds also induce transcriptome alterations that are oppositional to that caused by *Fmr1* deficiency. For example, gene signatures of trichostatin A (in PC3 cell, ranked at #6) and thioridazine (in PC3 cell, ranked at #2) show positive similarity to trifluoperazine signature (Table 1). They show negative similarity to *Fmr1* KO neuron signature, and are ranked at #1 and #9, respectively (Fig. 1d). Although these compounds are either not approved by FDA or withdrawn from clinical use, it would be interesting to test whether they can correct certain pathological aspects of FXS in animal models. Along the same line, our results advocate future studies to repurpose other CMAP-identified trifluoperazine similarity drugs (Supplementary Data 7).

Intriguingly, our unbiased computational prediction of trifluoperazine efficacy and its action against PI3K activity are strikingly coincident with a previously suggested disease mechanism. Recent studies have found that, in the absence of FMRP, expression levels of PI3K activator PIKE and p110ß subunit are elevated in *Fmr1* deficient cells^27,31^, leading to elevated PI3K activity and over-activation of the Akt-S6K1 signaling cascade^18,26^. Therapeutic value of correcting the altered PI3K-Akt-S6K1 signaling in FXS is strongly suggested by that genetic removal/reduction of S6K1, PIKE, and p110ß subunit of PI3K can rescue the elevated overall protein synthesis and multiple behavioral abnormalities in *Fmr1* KO mice^18,28,35^. A more recent study showed that systemic injection of a novel p110β-specific inhibitor GSK2702926A, a similarly structured compound of which is under investigation in a cancer clinical trial, rescues cellular and behavioral abnormalities in *Fmr1* KO mice^46^. To realize therapeutic value of targeting the PI3K-Akt-S6K1 signaling cascade, a significant advancement is to find a clinically suitable approach to effectively dampen PI3K-Akt-S6K1 activity in FXS. By using the FDA-approved trifluoperazine, we demonstrate that acute administration of a drug with PI3K inhibiting activity is sufficient to rescue multiple aspects of FXS-associated pathology, supporting the practical value of targeting PI3K-Akt-S6K1 signaling. Considering that human FXS samples also display elevated PI3K-Akt-S6K1 signaling^26,30^, our data encourage future investigation to determine the efficacy of trifluoperazine in human patients.

We acknowledge that trifluoperazine does not correct all FXS-associated symptoms that were examined in this study. Lack of absolute efficacy is common for drugs used for complex neurological disorders. It is noticed that targeting ERK1/2 or PI3K by lovastatin, metformin, and GSK2702926A rescues some but not all symptoms^19,39,46^. Such limitation may be due to multiple pathological alterations in FXS; combinatorial targeting multiple disease factors represents an emerging idea to achieve more robust therapeutic outcome^47^. Alternatively, adjustment of dose and treatment duration may also be considered for future studies. Furthermore, although FXS is a main cause for autism and intellectually disability (ID), we do not expect that trifluoperazine would show general therapeutic effects in other autism and ID models.

We acknowledge that FDA has just approved the first PI3K inhibitor idelalisib in July 2014 for the treatment of leukemia. Idelalisib (not included in CMAP database) shows high specificity against the p110δ isoform of PI3K, which is expressed mainly in hemocyte and marginally in limited brain regions (according to Allen Brain Atlas). Considering that the dysfunction in FXS involves numerous brain structures, the therapeutic efficacy of idelalisib may be limited. Another complication is that its pharmacokinetic profile has only been examined for blood absorption and excretion. Whether idelalisib can cross the blood brain barrier has not been determined and not known^48^.

In summary, our study supports the value of holistic transcriptome analysis in therapeutic discovery and repurposing FDA-approved drugs for FXS treatment. Experimental validation of trifluoperazine efficacy in FXS mouse model suggests a practical treatment strategy. Our results along with a recent computational study^8^ also encourage broader application of transcriptome screening with public databases in guiding drug discovery for other neurological disorders.

## Methods

### Animals

Male *Fmr1* knockout (KO) mice and their wild type (WT) littermates on C57BL/6 background were obtained from breeding pairs consisting of heterozygous female and WT male mouse. Animals were housed in the Campus Animal Research facility. The Institutional Animal Care and Use Committee approved all procedures. The mice had ad libitum access to water and food and were housed under 12 h dark/light cycle.

### Analysis of transcriptome in *Fmr1* KO neurons

Whole genome transcript changes were determined by RNA-seq with total RNA extracted from primary hippocampal cultures at DIV (days in vitro) 14. Triplicate samples/repeats were analyzed and compared between wild type (WT) and *Fmr1* KO genotype. Total RNA was extracted by the TRIzol method (Invitrogen) followed by purification with RNAeasy kit from Qiagen. Purified total RNA with RIN > 8 was subjected to RNA-seq. Raw data were processed through adapter cleaning (with Fastx Clipper), trimming (with sickle, https://github.com/najoshi/sickle), junk sequence removal, mapping clean reads to the mouse reference genome (version: GRCm38) using TopHat2, and gene construction with Cufflinks^49^. Differentially expressed genes (DEGs) between WT and *Fmr1* KO samples were assessed with Cuffdiff. The resulting DEGs were ranked based on expression differences. GO (gene ontology) enrichment and KEGG (Kyoto Encyclopedia of Genes and Genomes) pathways were identified with DAVID (Database for Annotation, Visualization and Integrated Discovery; http://david.abcc.ncifcrf.gov/home.jsp)^50^.

### Computational prediction on drug effect with CMAP

Transcriptome alterations in *Fmr1* KO neurons, including upregulated and downregulated DEGs (differentially expressed genes) were compared with gene signatures in CMAP database (http://www.broadintitute.org/cmap/)^9^. DEGs were first converted to corresponding human gene probes using Batch Query at NetAffx (http://www.affymetrix.com/analysis/netaffx/index.affx). The detailed list of signature probes for DEGs in *Fmr1* KO neurons is shown in Supplementary Data 8.

To obtain gene expression signature for trifluoperazine, raw microarray data sets in PC3 cells treated with trifluoperazine and corresponding vehicle control were downloaded from CMAP database. The raw data were normalized using robust multi-array average algorithm (RMA)^51^ from the R package affy (v1.44.0)^52^ (https://www.bioconductor.org/about/). Genes were then ranked based on the expression differences between the drug-treated and vehicle controls. The signature genes were selected using “up threshold” and “down threshold” as defined by CMAP. The detailed list of signature probes for trifluoperazine is shown in Supplementary Data 6.

Gene signature of *Fmr1* KO neuron or trifluoperazine was uploaded to CMAP quick query page to search for compounds that induce similar and oppositional transcriptome changes. CMAP has devised a tool to compute enrichment of upregulated and downregulated genes from transcriptome changes in compound/drug-treated cells, and the results for all instances related to a specific compound are combined to form “connectivity score” (i.e., similarity mean) for each compound^9^. After executing a query, the top hit chemical list was returned, displaying each compound’s associated similarity mean, number of arrays, enrichment, and *p* value.

### In vivo drug administration

Trifluoperazine dihydrochloride (Sigma-Aldrich), SCH23390 (Sigma-Aldrich), and raclopride (Sigma-Aldrich) solution in water was i.p. injected into mice at 0.05 mg/kg, 0.05 mg/kg, and 0.3 mg/kg, respectively. For passive avoidance, trifluoperazine was administered 1 h before or after training. For all other behavioral paradigms, drug was administered 1 h before examination. Control mice were treated similarly but injected with vehicle.

To test the effect of repeated drug administration, trifluoperazine at 0.05 mg/kg was injected once per day for 8 days. One hour after the last injection, mice were examined by behavior tests.

### Behavioral tests

To examine sociability, two different behavioral paradigms that have been used to detect social interaction deficits in *Fmr1* KO mice^18,19^ were performed. For the first paradigm, 2-month to 3-month-old mouse was placed in the center chamber of a 3-chamber social interaction box. Mouse was allowed to freely explore all 3 chambers for 5 min. Mouse showing significant preference for a particular chamber was not used for further testing. Following the exploration, mouse was momentarily restricted (for less than 10 s) in the center chamber with the entry doors to the side chamber closed. The 10-min sociability test started with placement of a novel stimulus mouse in a wire enclosure and an empty wire enclosure, respectively, in one of the side chambers, followed by opening the chamber-connecting doors. For the second paradigm, similar procedure was performed except for that an un-animated object was placed under the wire enclosure in the non-social chamber. As a social interaction index, total time spent in sniffing the novel stimulus mouse enclosure was recorded.

To perform the marble-burying test, 2-month to 3-month old mice were placed in a box (27 cm by 15 cm box with 12-cm high walls) with 7.5 cm depth of bedding for 1 h prior to the test. The mouse was then briefly removed from the testing box and 15 marbles were evenly arranged in a 5 by 3 pattern on the surface of the bedding. The mouse was reintroduced into the testing box and was allowed to bury marbles for 10 min. At the end of the testing period, the mouse was removed from the box and the number of marbles that were fully buried, partially buried, and left on the surface was counted.

To determine stereotypic digging, 2.5-month to 3.5-month-old mice were introduced to fresh mouse cage with 1-inch bedding material. During the 5-min examination, latency to the first digging episode, total number of digging episodes, and accumulative time spent in digging were recorded.

To determine stereotypic self-grooming, 2.5-month to 3.5-month-old mice were placed in a plexiglas cage with 1 cm fresh bedding without nesting material. After a 10-min habituation period, the number of self-grooming episode and duration were scored for 10 min^53^.

To examine animal activity in light-dark test, 2.5-month to 3.5-month-old mice were placed in the dark half of the light-dark chamber and the trap door was opened 1 min later. The mice were allowed to move freely between the dark and the lit chambers for 5 min. Time spent in the lit chamber and number of crossing into the lit side were recorded.

To determine animal activity in an open field arena, 2-month to 3-month-old mice were placed in the center of an open field chamber, and were allowed to move freely for 1 h. Ambulatory movement distance in the whole arena and in the center area of the open field were determined every 10-min during the 1-h testing period by the TruScan Photo Beam Activity System (Coulbourn Instruments, Whitehall, PA).

To examine passive avoidance learning, 2.5-month to 3.5-month-old mice were introduced into the lit half of the passive avoidance chamber (Coulbourn Instruments, Whitehall, PA) and allowed to explore for 1 min before the trap door was opened. The trap door was closed as soon as the mouse entered the dark chamber. A mild foot shock (0.7 mA for 2 s) was immediately delivered. The mouse was removed from the dark chamber and returned to its home cage 30 s after the delivery of foot shock. The mice were tested 24 h after training. During testing, the mouse was put in the lit chamber and crossover latency to the dark chamber was recorded. If mice stayed in the lit chamber for more than 600 s, they were manually removed from the chamber, and 600 s was used as their crossover latency. In a stronger training paradigm, three electric foot shocks (0.7 mA for 2 s per shock with 10 s interval) were delivered during training when animal entered the dark chamber.

To measure audiogenic seizures (AGS), 21-days to 24-days-old mice were placed in a box (30 cm L by 17 cm W by 12 cm H) with a flat plastic lid. A personal alarm (from Streetwise, item # SWPDAL) was taped to the lid of the box and wired to a DC power supply to keep the sound amplitude constant. The mouse was allowed to acclimatize to the box for 5 min, following which a 120-dB sound was emitted from the alarm for 2 min. The number of mice undergoing seizure within the 2-min period was counted. Audiogenic seizures were considered when wild running and/or clonic/tonic seizures occur.

Some of the animals were re-used in different behavioral tests (see Supplementary Fig. 12). Mice used for open field test were later used for social interaction. Some mice used for marble-burying test were later used for light-dark test. Mice used for stereotypic digging were used later for passive avoidance. The interval between the two behavioral tests was at least 10 days.

### Neuronal culture and measurements of protein synthesis

Primary hippocampal neurons were cultured with samples obtained from postnatal day 0 WT and *Fmr1* KO mice. Protein synthesis was determined by the SUnSET method^18,25^. DIV 14 hippocampal neurons were pre-treated with trifluoperazine at various concentrations (0.5, 1, 2, 10, and 20 μM as indicated) for 30 min followed by 5 μg/ml puromycin (Sigma, Cat #P8833) treatment for 30 min. Cells were lysed in Buffer H (50 mM β-glycerophosphate, 1.5 mM EGTA, 0.1 mM Na_3_VO_4_, 1 mM DTT). The samples were sonicated and centrifuged. An aliquot of the supernatant was used to determine protein concentration, and the rest was denatured in Laemmli buffer. Twenty microgram protein was separated by 4–20% SDS-PAGE (Invitrogen) and transferred onto nitrocellulose membranes. The membranes were probed with anti-puromycin antibody (KeraFAST, Cat # EQ0001, 1:1000). The relative amount of loading was determined by β-actin. ImageJ was used to measure the combined signal intensity of proteins with molecular weights ranging from 15 to 250 kDa.

### Examination of drug effects by Western blot

To examine the in vitro effects, DIV 14 hippocampal neurons (WT and *Fmr1* KO as indicated) were treated with vehicle, vorinostat (20 μM), trichostatin A (20 μM), LY-294002 (20 µM), trifluoperazine (at 0.25, 0.5, 1, 2, 10, and 20 μM as indicated), SCH23390 (at 1, 2, and 10 μM as indicated), raclopride (at 1, 2, and 10 μM as indicated), and rapamycin (20 nM) for 1 h. Immediately after treatment, neurons were lysed in Laemmli buffer (62.5 mM Tris-HCL, pH 6.8, 10% glycerol, 2% SDS, 5% 2-mercaptoethanol, 0.005% bromophenol blue). To examine the in vivo effect, 2-month to-3-month old wild type (WT) and *Fmr1* KO mice were injected with 0.05 mg/kg trifluoperazine or vehicle. Hippocampus was rapidly dissected 1 h after injection and homogenized in RIPA buffer (50 mM Tris-HCL, pH 7.6, 150 mM NaCl, 1 mM EDTA, 0.25% sodium deoxycholate, 0.5% NP-40). Protein content in hippocampal homogenates was determined using Bradford’s assay. Same amount of cell extract/lysate was separated by SDS-PAGE followed by transferring to nitrocellulose membranes. The following antibodies were used to detect the corresponding targets. Anti-S6K1 (Cat #2708, 1:1000 dilution), anti-phospho-S6K1 (at Thr389) (Cat #9234, 1:1000 dilution), anti-phospho-Akt (at Ser473) (Cat #4060, 1:1000 dilution), anti-Akt (Cat #9272, 1:1000 dilution), anti-acetylated histone H3 at K9 (Cat #9649P, 1:1000 dilution), anti-acetylated histone H4 at K8 (Cat #2594P, 1:1000 dilution), anti-histone H3 (Cat #4499 P, 1:1000 dilution), and anti-histone H4 (Cat #13919 P, 1:1000 dilution) were from Cell Signaling. β-actin antibody was from Sigma (Cat #A5441, 1:10,000 dilution). Anti-FMRP (mouse monoclonal antibody 2F5, 1:1000) was a generous gift from Dr. Jennifer Darnell at the Rockefeller University. For quantification purpose, level of phospho-S6K1, phospho-Akt, acetylated-H3, and acetylated-H4 was normalized to the level of total S6K1, Akt, H3, and H4, respectively. The membrane was normally first blotted for the phosphorylated and acetylated proteins. Then, the same membrane was stripped; the effectiveness of stripping/removing the phospho-specific or acetylation-specific antibodies was checked by blotting with secondary antibody alone. The successfully stripped membrane was then washed and re-probed with antibodies against the corresponding total protein. The Western blot signal was detected by the Odyssey digital imaging system. Relative intensity of the Western blot signal in the no treatment control group, which was quantified using ImageJ (NIH, MD, USA), was defined as 1. Signal in the treatment samples was compared to the control group.

### PI3 kinase assay

Hippocampal neurons (cultured from WT mice) on DIV 14 were treated with trifluoperazine (20 μM) or vehicle for 30 min. Neurons were then washed once with PBS and lysed in 100 μl lysis buffer (50 mM Tris pH 7.4, 40 mM NaCl, 1 mM EDTA, 0.5% Triton, 1.5 mM Na_3_VO_4_, 50 mM NaF, 10 mM sodium pyrophosphate) with proteinase inhibitor (Roche) on ice for 10 min. Lysates were cleared by centrifugation and protein concentration was determined by Bradford method. PI3 kinase activity was measured using PI3 kinase activity ELISA kit from Echelon Biosciences according to the manufacture’s protocol. Briefly, 30 μl of lysate was incubated with 30 μl of 10 μM PIP2 and 20 μM trifluoperazine or vehicle at 37 °C for 3 h. The reaction buffer contained 2 mM DTT and 100 μM ATP. The amount of PIP3 produced by PI3 kinase was determined by ELISA. The relative amounts of PIP3 in the samples were used to determine the activity of PI3 kinase.

### Examination of neuron viability

DIV 14 hippocampal neurons were treated with vehicle or 10 or 20 μM trifluoperazine for 1 h. As a positive control, NMDA treatment (50 μM for 30 min) was used to trigger neuronal cell death. Immediately after treatment, drugs were removed by replacement with conditioned medium. Twenty hours after treatment, neurons were fixed with 4% formaldehyde and stained with DAPI. As described in our previous study^54^, neuron survival (i.e., viability) was quantified by the ratio of neurons showing diffused nuclear DAPI staining to neurons showing condensed nuclear DAPI staining.

### Statistics and reproducibility

Animals subjected to different treatment were randomly assigned. Sample size was estimated by power analysis (80% power and probability level of 0.05 along with the anticipated effect size) or based on previous reports. Data were collected from two (for biochemical analyses with primary neurons) or more than two litters (for behavioral analyses and in vivo biochemical analysis) and combined. Experimenters were blind to the treatments and genotypes, which were decoded before data analyses. Data with normal distribution were analyzed by Student’s *t*-test or ANOVA. Student’s *t*-test (two-sided) was used to compare data collected from two groups. One-way ANOVA and Tukey’s post hoc tests were used to analyze data involving different treatments. Two-way ANOVA and Holm-Sidak post hoc tests were to analyze data involving genotype effect and treatment effect. Three-way repeated measures ANOVA was used to analyze the open field data at different time points during the 60-min test. When normal distribution and equal variance were not detected (i.e., crossover latency during testing for passive avoidance), the numerical values were first converted to categorical data (latency of 600 s or less than 600 s was assigned to different category) and then analyzed by Fisher’s exact test. Data reporting AGS were analyzed by Chi-square and/or Fisher’s exact test. Data are expressed as mean ± SEM. Differences with *p* value less than 0.05 were considered significant. SPSS 11.5 for Windows (IBM) was used for all data analysis with consideration of adjustment for multiple conparisons.

The statistical method for CMAP analysis was described previously^9^. In brief, the *p* value was computed using Kolmogorov-Smirnov statistics. It is estimated empirically by computing the enrichment of 100,000 sets of instances randomly selected from all instances in the result.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

Supplementary Data 10

Peer Review File

Reporting Summary

## Data Availability

RNA-seq data have been deposited and are available in Gene Expression Omnibus under accession number GSE114015. All individual data point is presented in graphs. Source data used for graphs are provided in Supplementary Data 9 and 10. The full gel Western blot images are provided in Supplementary Figs. 13 and 14. All data associated with this study are available from the corresponding author upon reasonable request.

# Supplementary material for: Transcriptome signature analysis repurposes trifluoperazine for the treatment of fragile X syndrome in mouse model
**Source:** Commun Biol. 2020 Mar 16;3:127. doi: 10.1038/s42003-020-0833-4
**Supplement:** Supplementary file 1 — Supplementary Information

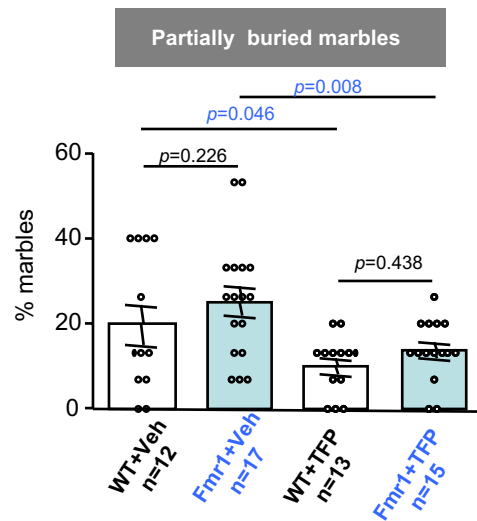

**Supplementary Figure 1 Trifluoperazine (TFP) non-specifically decreases partially buried marbles in wild type (WT) and *Fmr1* KO (*Fmr1*) mice.** Veh: vehicle. The p values between the indicated 2 groups were determined by two-way ANOVA followed by Holm-Sidak test.

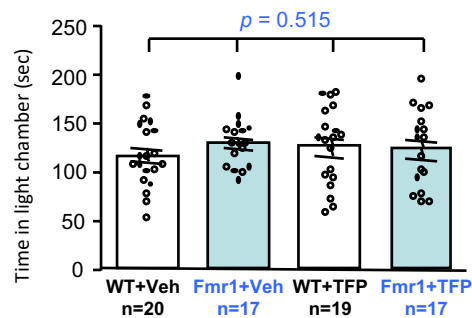

**Supplementary Figure 2 Wild type (WT) and *Fmr1* KO (*Fmr1*) mice spent similar time in the lit chamber during the light-dark test.** Vehicle (Veh)- or trifluoperazine (TFP)-injected mice were subjected to light-dark test for 5 min. Time spent in the lit chamber was scored. The p value was determined by two-way ANOVA.

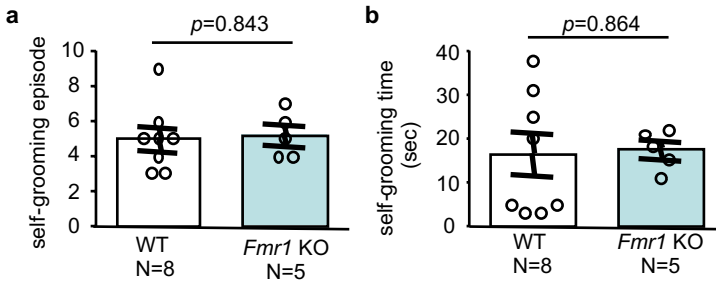

**Supplementary Figure 3 Wild type (WT) and *Fmr1* knockout (KO) mice show comparable self-grooming.** WT and KO mice were examined for self-grooming. The number of grooming session (i.e. episode) is presented in **a**. Total grooming time is presented in **b**. The p values were determined by Student's t-test.

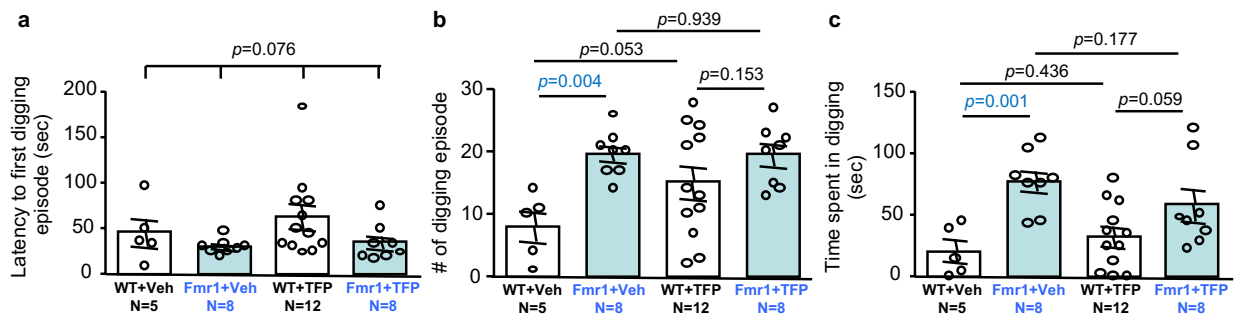

**Supplementary Figure 4 Trifluoperazine (TFP) does not significantly affect stereotypic digging behavior.** (a) Wild type (WT) and *Fmr1* KO (*Fmr1*) mice show comparable latency to the first digging behavior, and are not affected by TFP. Genotype effect:  $F_{1, 29} = 3.395$ ,  $p = 0.076$ ; drug effect:  $F_{1, 29} = 0.783$ ,  $p = 0.383$ ; genotype-drug interaction:  $F_{1, 29} = 0.305$ ,  $p = 0.585$ . (b) *Fmr1* KO mice show more digging episode, and are not affected by TFP. Genotype effect:  $F_{1, 29} = 11.264$ ,  $p = 0.002$ ; drug effect:  $F_{1, 29} = 2.005$ ,  $p = 0.167$ ; genotype-drug interaction:  $F_{1, 29} = 2.313$ ,  $p = 0.139$ . (c) *Fmr1* KO mice show more total digging time, and are not affected by TFP. Genotype effect:  $F_{1, 29} = 15.809$ ,  $p = 0.000$ ; drug effect:  $F_{1, 29} = 0.138$ ,  $p = 0.713$ ; genotype-drug interaction:  $F_{1, 29} = 2.319$ ,  $p = 0.139$ . Veh: vehicle. The p values between the indicated 2 groups were determined by two-way ANOVA followed by Holm-Sidak test.

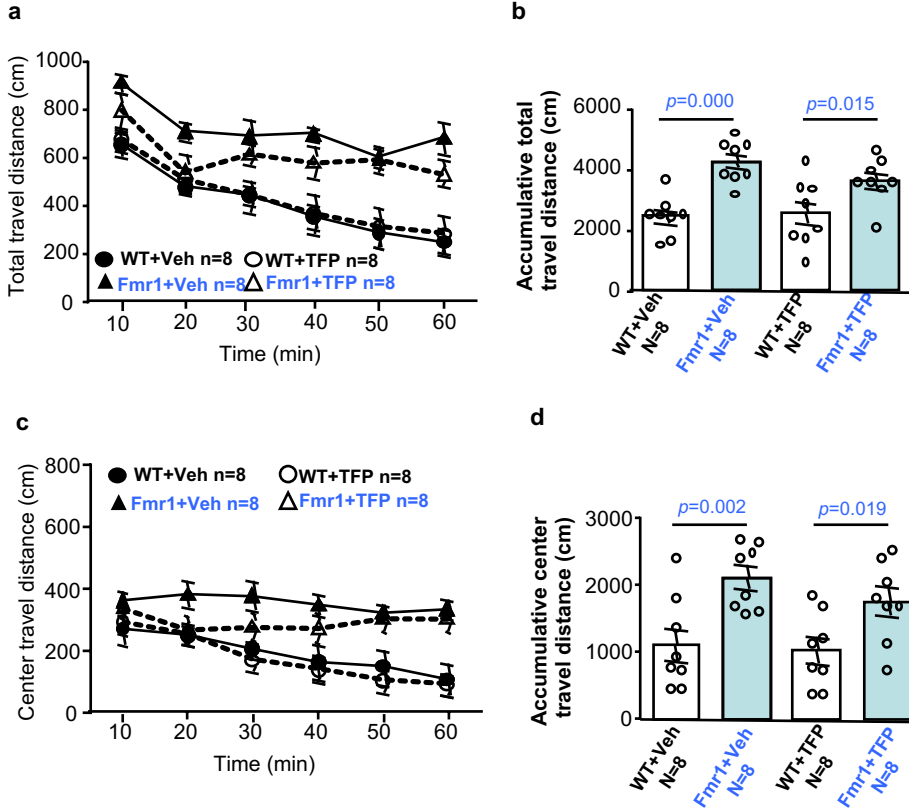

**Supplementary Figure 5 Trifluoperazine (TFP) has no effect on locomotor activity in open field.** One hour after trifluoperazine administration, mice were subjected to an open field test. During the 1-hour test, ambulatory travel distance in the whole arena (**a** and **b**) or in the center area (**c** and **d**) for each of the 10-min bin (**a** and **c**) and during the whole 1-hour testing (i.e. accumulative travel distance in **b** and **d**) are presented. Veh: vehicle. The p values between the indicated 2 groups were determined by two-way ANOVA followed by Holm-Sidak test.

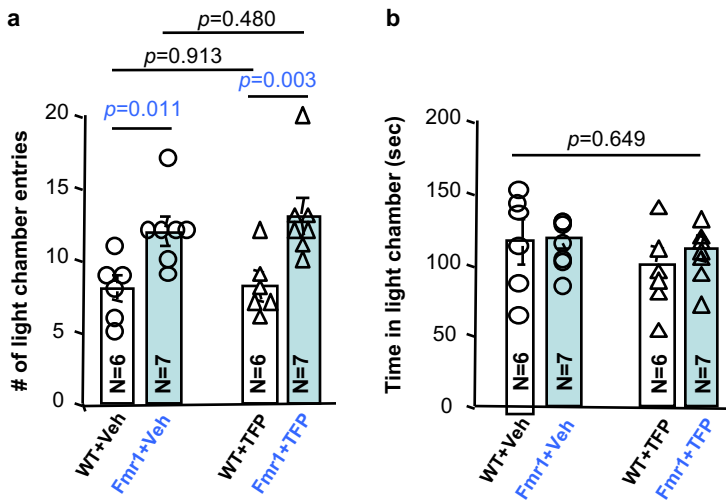

**Supplementary Figure 6 The effect of trifluoperazine on locomotion does not persist beyond 24 hours after drug administration.** Wild type (WT) and *Fmr1* KO (*Fmr1*) mice were injected with trifluoperazine (TFP) (0.05 mg/kg) or vehicle (Veh). 24 hours later, these four groups of mice were subjected to light-dark test. **a.** The number of locomotive transition between the lit and dark chamber. The p values between the indicated 2 groups were determined by two-way ANOVA followed by Holm-Sidak test. **b.** Total time stayed in the lit chamber. Genotype effect:  $F_{1,22} = 0.213$ ,  $p = 0.649$ ; drug effect:  $F_{1,22} = 1.307$ ,  $p = 0.265$ ; genotype X drug interaction:  $F_{1,22} = 0.552$ ,  $p = 0.466$ ; determined by two-way ANOVA.

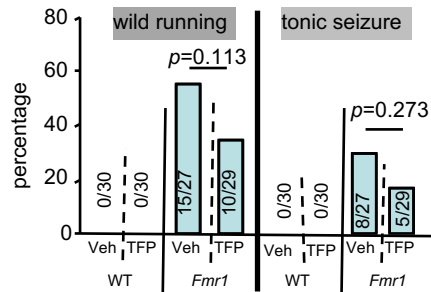

**Supplementary Figure 7 Trifluoperazine does not significantly affect audiogenic seizures.** Audiogenic seizures were tested with 21- to 24-day old mice. The percentage of animals showing wild running and seizures is presented for wild type (WT) and *Fmr1* KO mice (*Fmr1*) receiving vehicle (Veh) or trifluoperazine (TFP). The p values were determined by Chi-square analysis.

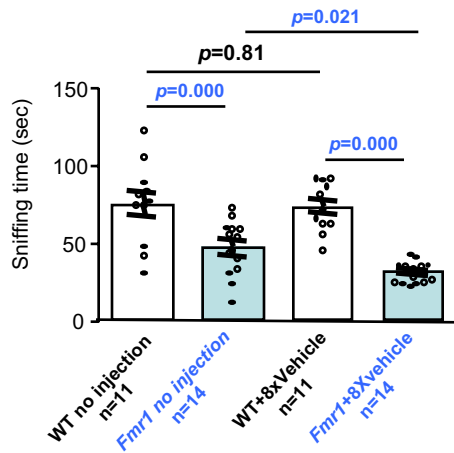

**Supplementary Figure 8 The repeated injection procedure reduces sociability in *Fmr1* KO mice.** Wild type (WT) and *Fmr1* KO (*Fmr1*) mice receiving no injection or 8 daily injection of vehicle were examined in the 3-chamber social interaction test (determined by paradigm 1). Time spent in sniffing the novel stimulus mouse enclosure was compared. Regardless of the injection procedure, WT mice show higher sociability than *Fmr1* KO mice (genotype effect:  $F_{1,46} = 49.614$ ,  $p = 0.000$ ; injection effect:  $F_{1,46} = 3.117$ ,  $p = 0.084$ ; genotype X injection interaction:  $F_{1,46} = 1.971$ ,  $p = 0.167$ ). The p values (as shown in the figure) between 2 groups were determined by two-way ANOVA followed by *post-hoc* Holm-Sidak test.

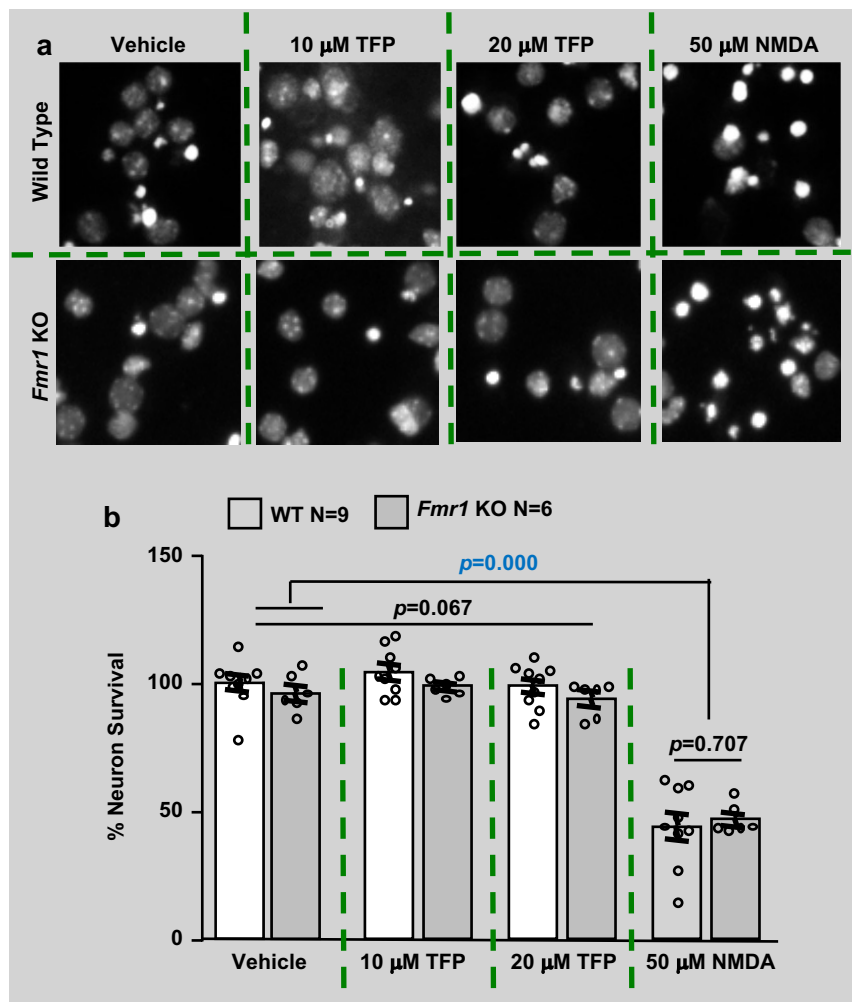

**Supplementary Figure 9 Trifluoperazine (TFP) does not affect neuron viability.** DIV 14 wild type (WT) and *Fmr1* KO hippocampal neurons were treated with vehicle, 10  $\mu$ M TFP, 20  $\mu$ M TFP, or 50  $\mu$ M NMDA. Representative DAPI staining is shown in **a**. Quantification of viability is shown in **b**. TFP does not cause neuronal cell death (the p value between vehicle and TFP-treated groups was determined by two-way ANOVA). When neurons were treated by NMDA, both WT and *Fmr1* KO neurons showed significant cell death (the p values were determined by two-way ANOVA followed by Holm-Sidak test).

## Supplementary Figure 10 Effects of D1 and D2 receptor antagonists on Akt and S6K1 activity.

Wild type DIV 14 hippocampal neurons were treated with SCH23390 (**a** and **c**) or raclopride (**b** and **d**) at various concentrations (as indicated) for 1 hour. The levels of pAkt, total Akt, pS6K1, total S6K1, and  $\beta$ -actin were determined by Western blot. The level of pAkt (**a** and **b**) and pS6K1 (**c** and **d**) are normalized to the level of total Akt and total S6K1, respectively. The relative level of pAkt and pS6K1 in the vehicle-treated control group is defined as 1, and all samples are normalized to this group. For **a**:  $F_{3,8} = 3.432$ ,  $p = 0.072$ , determined by one-way ANOVA. For **b**:  $F_{3,8} = 1.343$ ,  $p = 0.327$ , determined by one-way ANOVA. For **c** and **d**, there were treatment effects:  $F_{3,8} = 32.228$ ,  $p = 0.000$  for **c**;  $F_{3,8} = 14.280$ ,  $p = 0.001$  for **d**. The p values between the treated and control samples in **c** and **d** were determined by one-way ANOVA followed by Tukey's test.

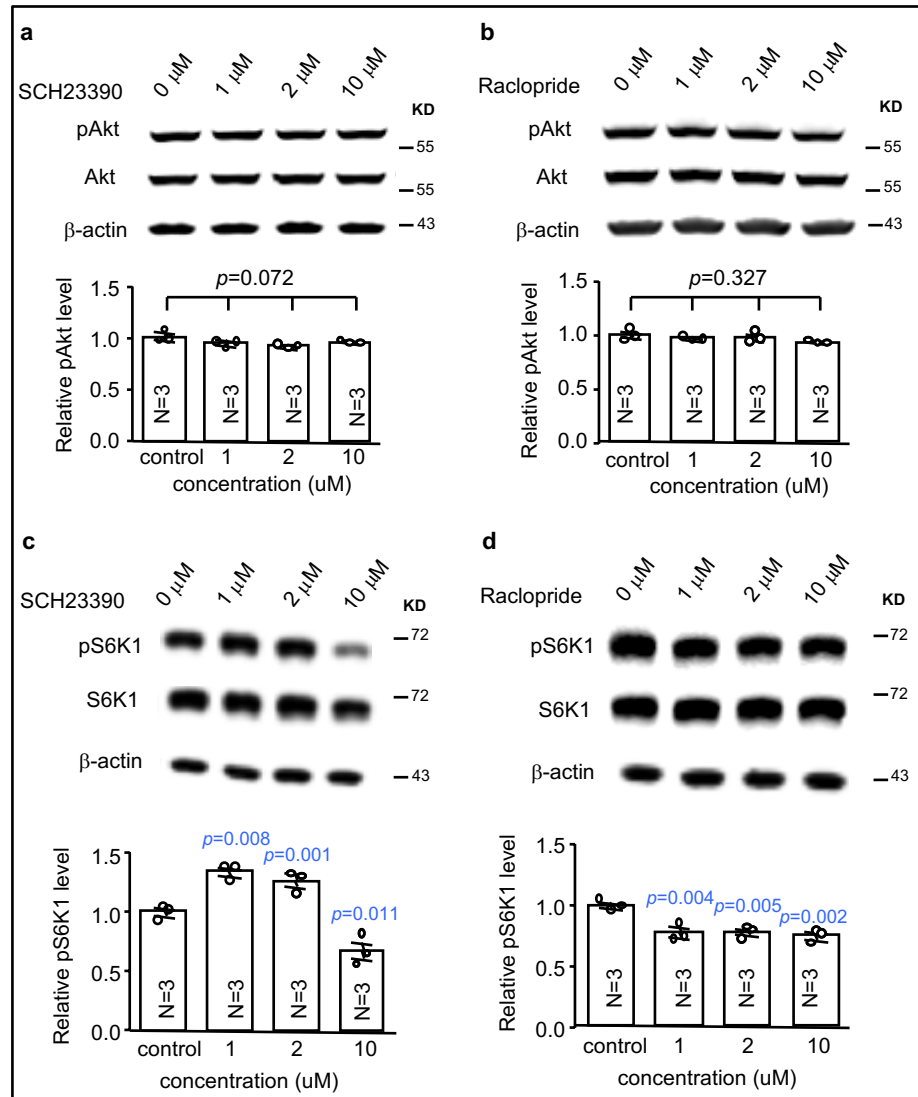

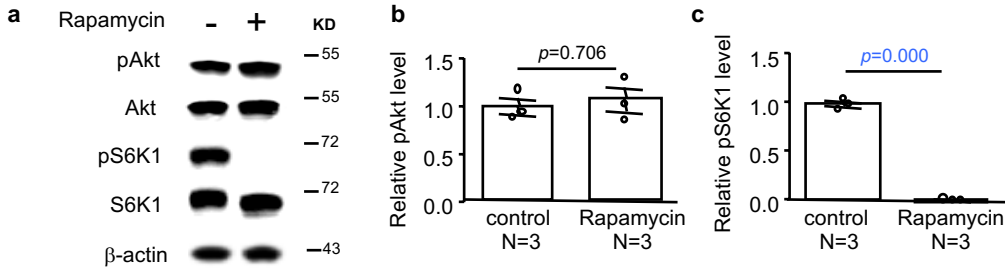

**Supplementary Figure 11 Effects of rapamycin on Akt and S6K1 activity.** Wild type IV 14 hippocampal neurons were treated with rapamycin (20 nM) for 1 hour. The levels of pAkt, total Akt, pS6K1, total S6K1, and  $\beta$ -actin were determined by Western blot. The level of pAkt (**a** and **b**) and pS6K1 (**a** and **c**) are normalized to the level of total Akt and total S6K1, respectively. The relative level of pAkt and pS6K1 in the vehicle-treated control group is defined as 1, and the rapamycin-treated samples are normalized to the control group. The p values were determined by Student's t-test.

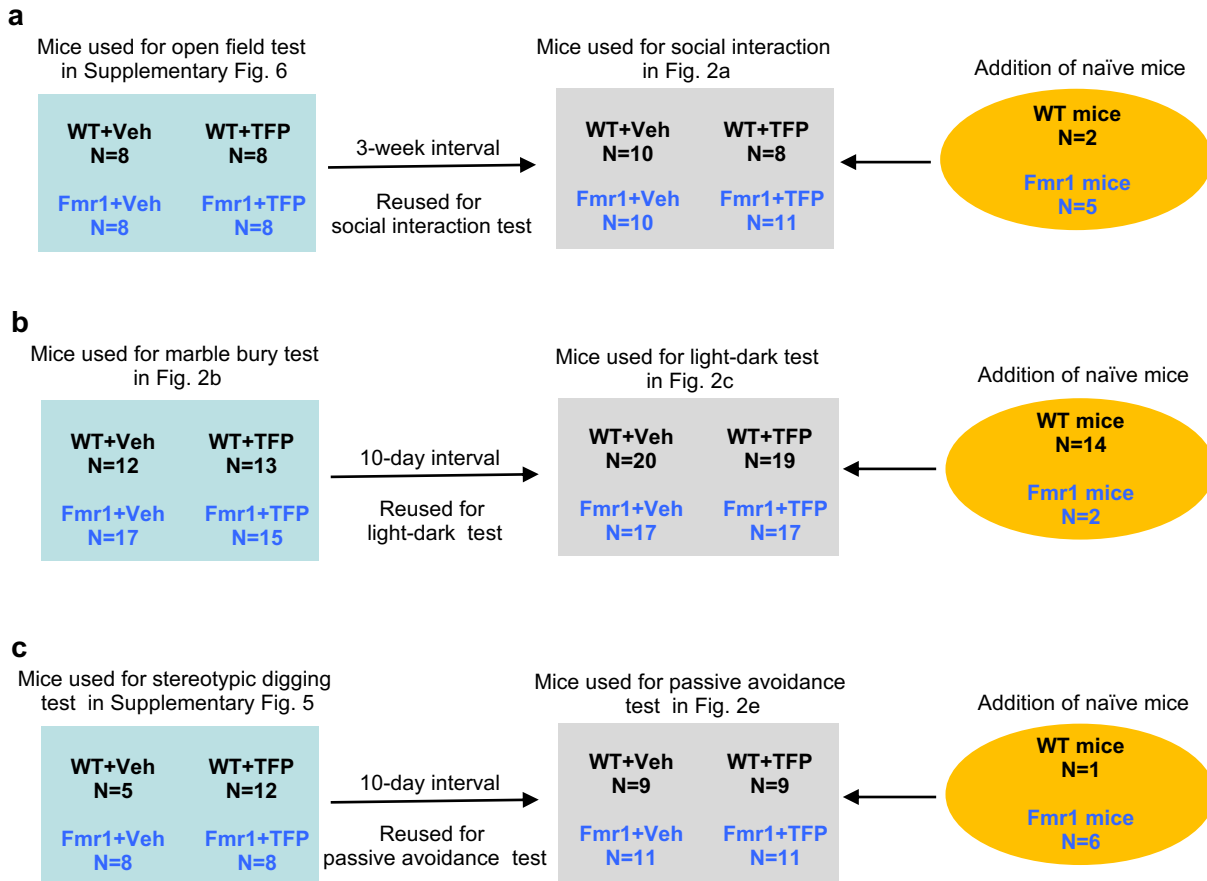

**Supplementary Figure 12 Animals that are reused for different behavioral tests. a.**

Wild type (WT) and *Fmr1* knockout (Fmr1) mice were first used for open field test, and then reused for social interaction test with the addition of naïve mice. **b.** WT and *Fmr1* mice were first used for marble bury test, and then reused for light-dark test with the addition of naïve mice. **c.** WT and *Fmr1* mice were first used for stereotypic digging test, and then reused for passive avoidance test with the addition of naïve mice. Veh: vehicle. TFP: trifluoperazine.

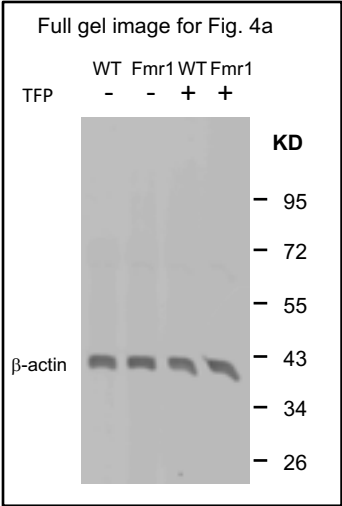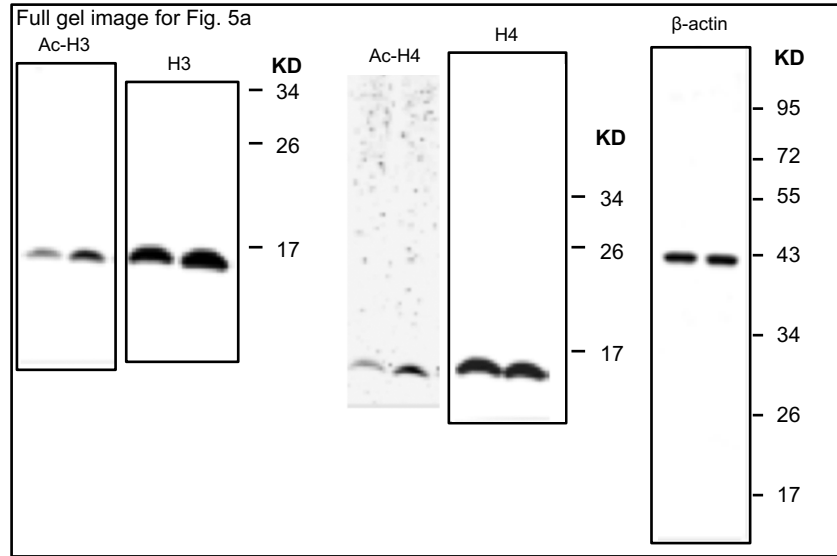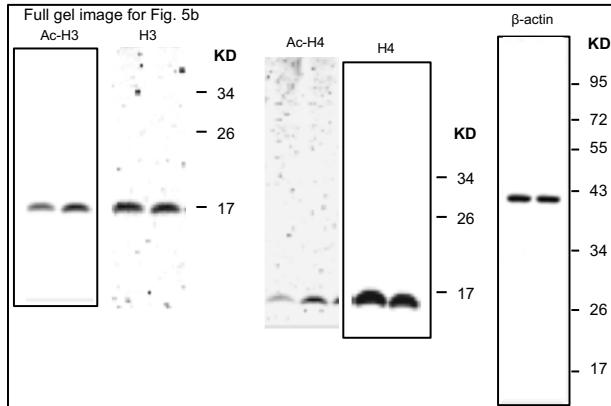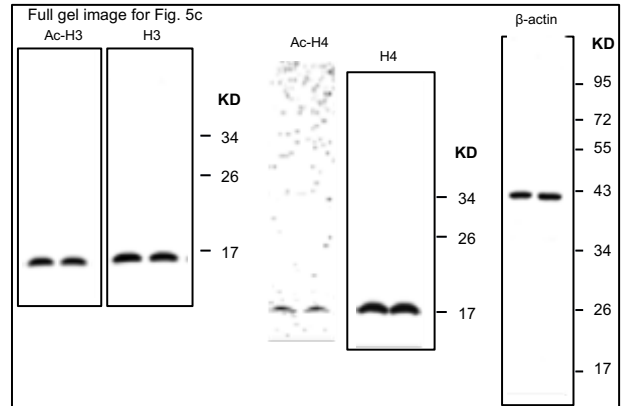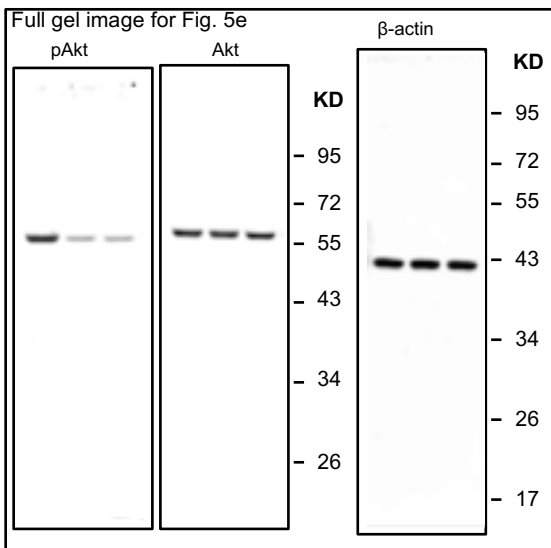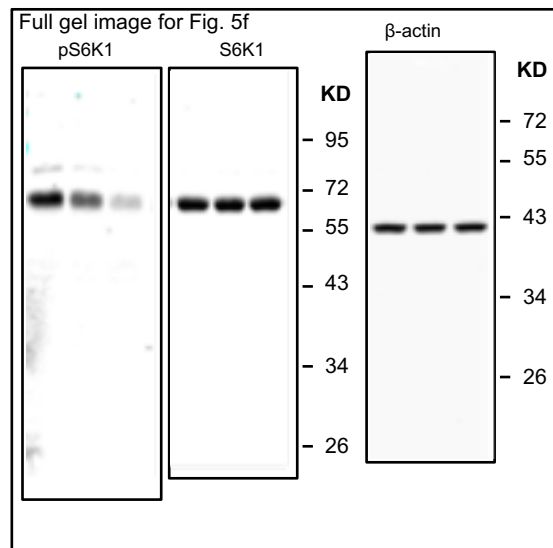

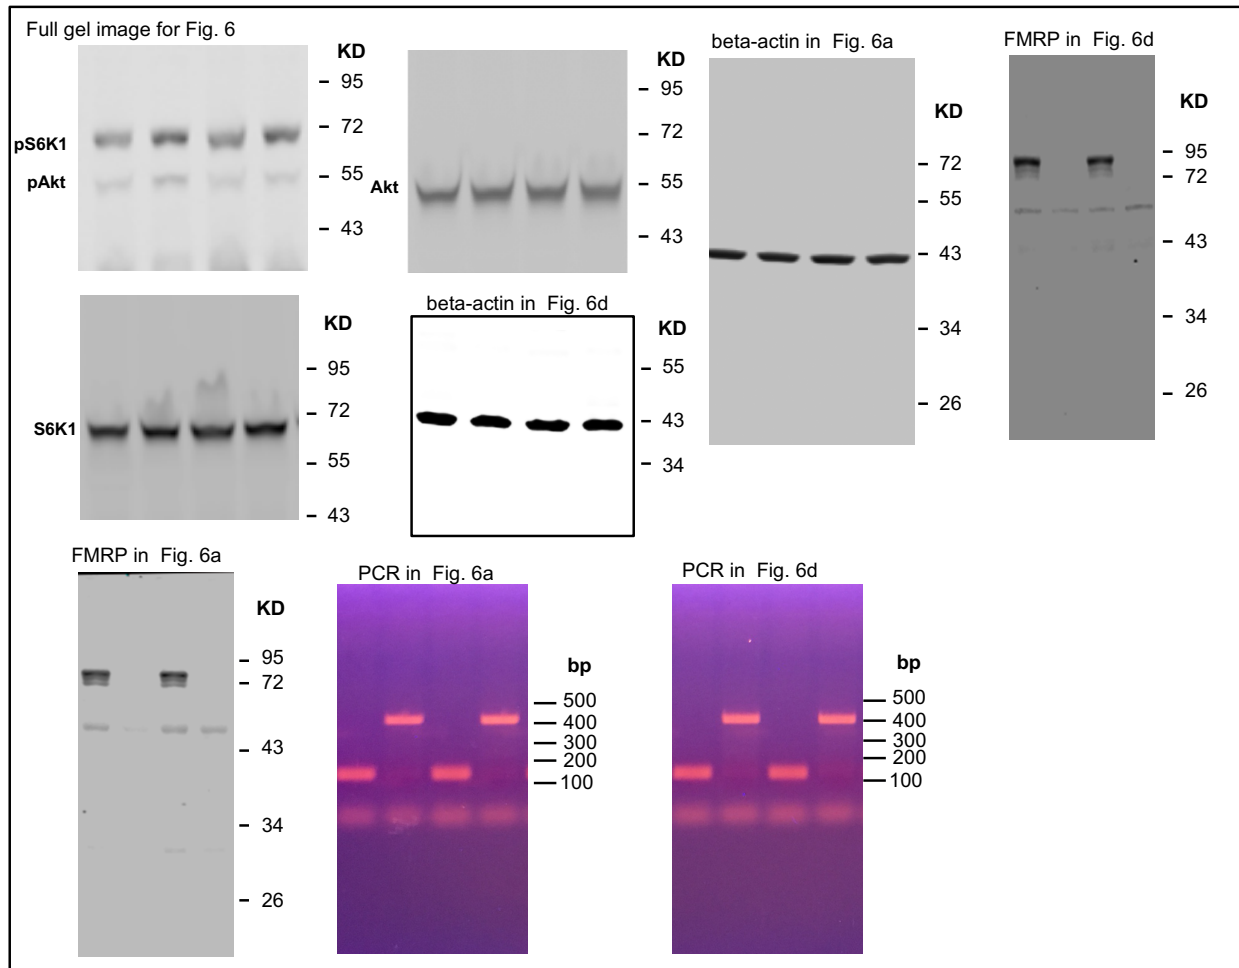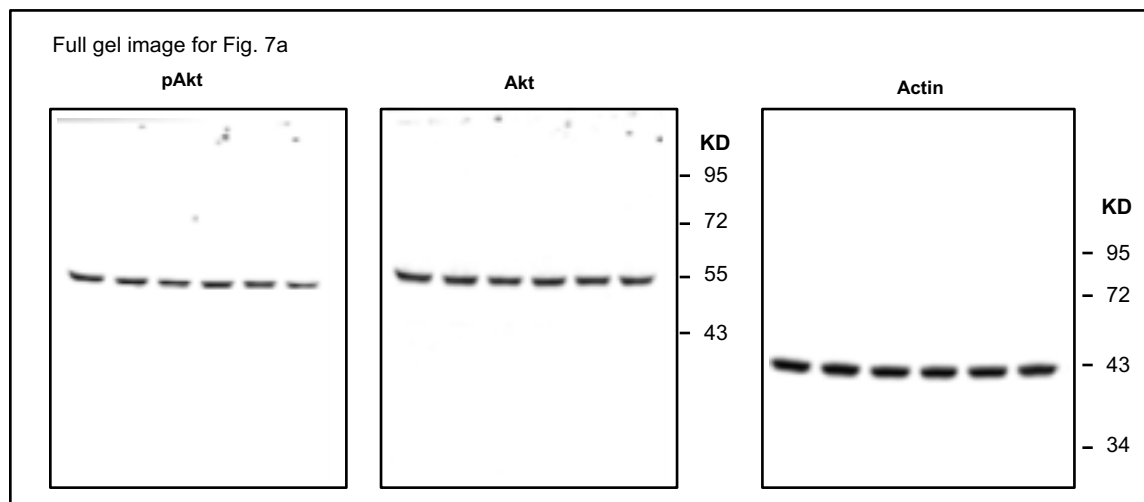

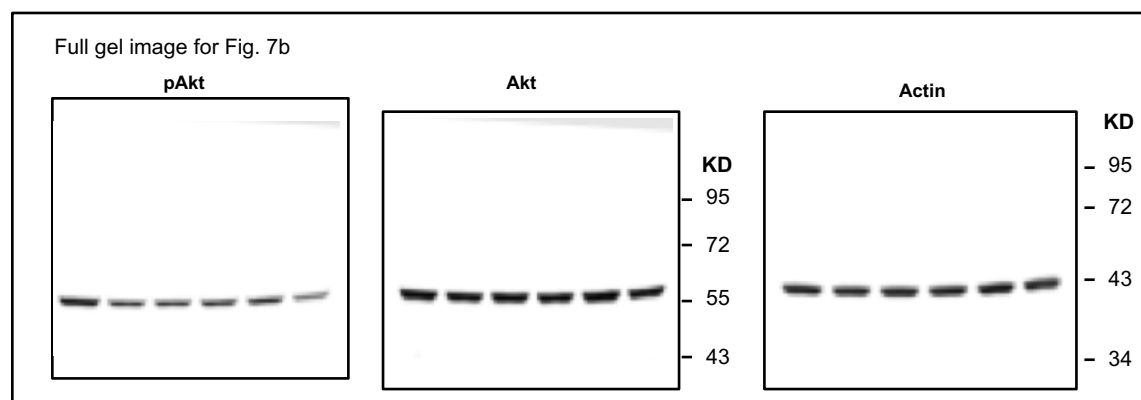

**Supplementary Figure 13 Full Western blot images in Fig. 4, 5, 6, and 7 (as indicated) are shown.**

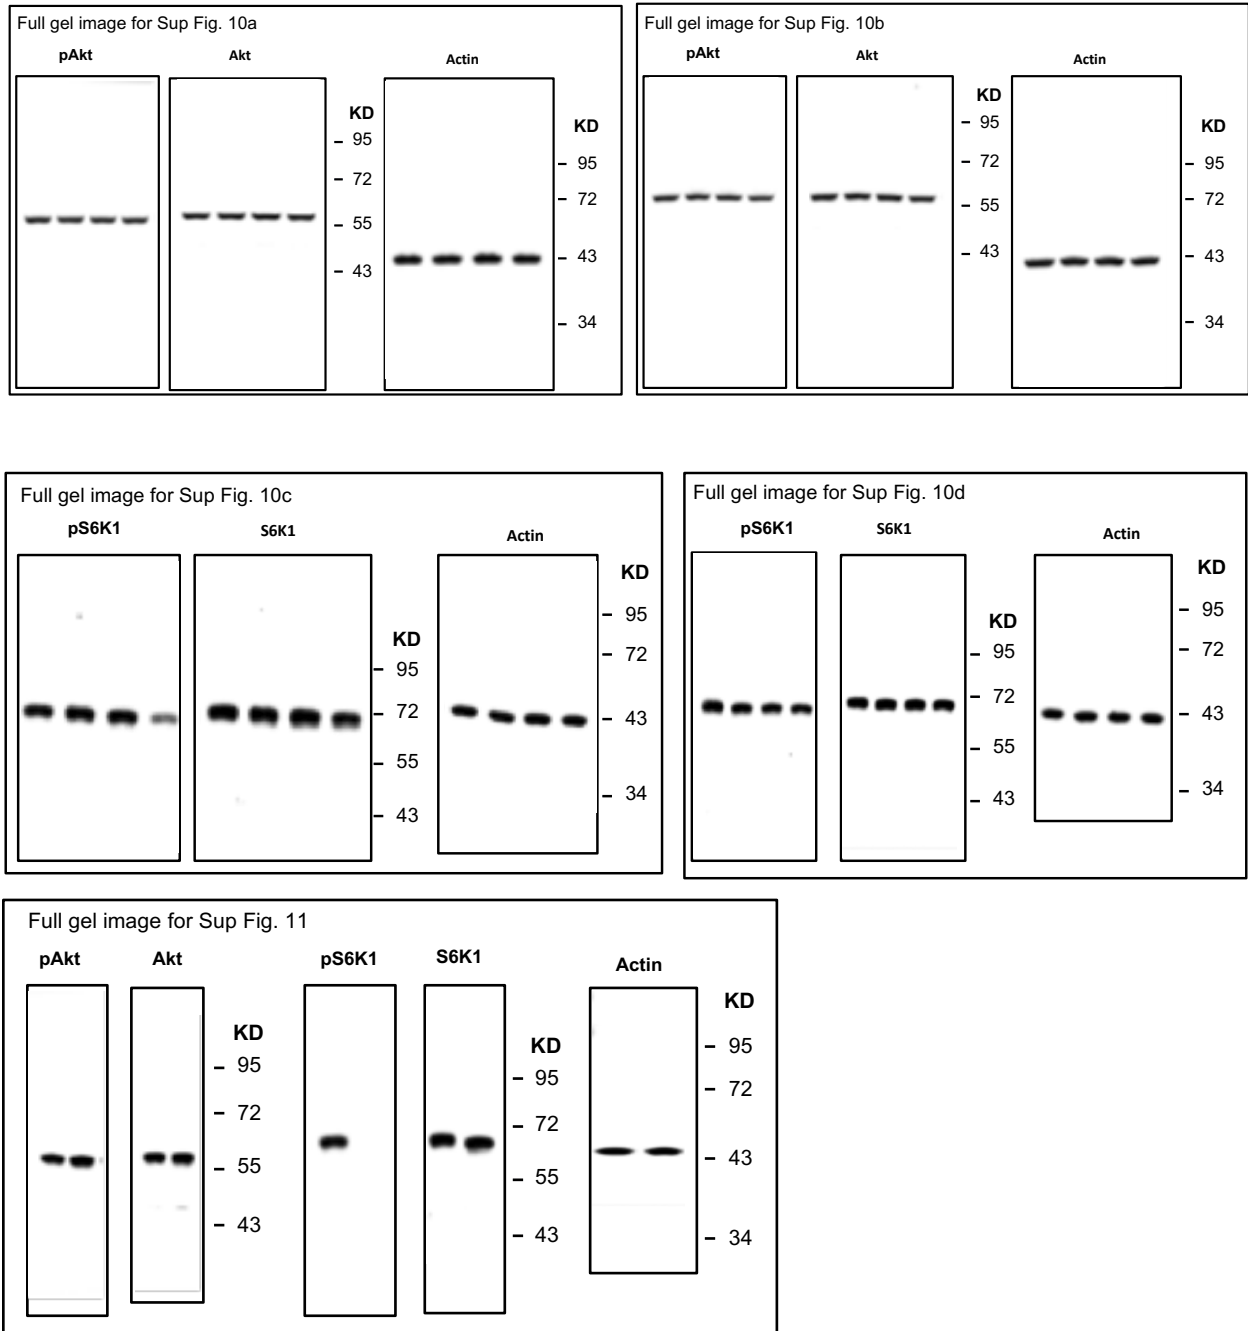

**Supplementary Figure 14 Full Western blot images in Supplementary Fig. 10 and 11 (as indicated) are shown.**

# Supplementary material for: Transcriptome signature analysis repurposes trifluoperazine for the treatment of fragile X syndrome in mouse model
**Source:** Commun Biol. 2020 Mar 16;3:127. doi: 10.1038/s42003-020-0833-4
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## Description of Supplementary data

**Supplementary Data 1 List of differentially expressed genes (DEGs) between wild type and *Fmr1* knockout neurons.** WT: samples from wild type hippocampal neuron. FMR: samples from *Fmr1* knockout (KO) hippocampal neuron. DEG list includes transcripts that are significantly up- or down-regulated in *Fmr1* KO samples ( $P < 0.05$ ). 

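The copy of Supplementary Data 1 used here holds 1310 of the 1311 rows that the paper counts, with 587 higher and 723 lower in *Fmr1* KO and a highest p of 0.0499. The authors' deposited table gives the effect of each threshold on such a list. Without an FPKM minimum, 648 of its rows were higher and 995 lower at an unadjusted p below 0.05, and the 3 libraries labelled *Fmr1* KO were separated from WT in 68.1% of them. With an FPKM of at least 5 in either genotype, 377 were higher and 393 lower, and 81.0% were separated. At a Cuffdiff q below 0.05 and an FPKM of at least 1, 72 were higher and 134 lower, and 93.7% were separated.

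The 5 largest finite rises in Supplementary Data 1 are those of Gm10925, mt-Co2, Rack1, Gpr139 and Eif2s3y, and the 5 largest falls are those of Lyz2, C1qb, Gabra2, Ccl28 and C1qc. Gm10925 had an FPKM of 4.21, 5.24 and 4.61 in the WT libraries and of 259, 8.59 and 78.9 in the *Fmr1* KO libraries (adjusted p = 0.167 from limma with Benjamini-Hochberg adjustment, and 0.00488 without *Fmr1* KO replicate 2). The mitochondrial transcript mt-Co2 had 14.0, 15.0 and 14.4 in WT and 18.4, 25.2 and 236 in *Fmr1* KO (limma adjusted p = 0.358), a log2 change of 1.72 that was 0.57 without *Fmr1* KO replicate 3. Gpr139 had 0.650 ± 0.0757 in WT and 1.57 ± 0.145 in *Fmr1* KO (SD, n = 3; limma adjusted p = 0.0593, and below 0.05 without the mean-variance trend). The complement genes C1qb and C1qc, of the microglia list, had a limma adjusted p of 0.117 for C1qb and above it for C1qc, with an FPKM of 1.05 ± 0.209 and 1.30 ± 0.321 in WT and of 0.163 ± 0.154 and 0.357 ± 0.333 in *Fmr1* KO (SD, n = 3).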

Transcripts that show FPKM (Fragments Per Kilobase of transcript per Million mapped reads) less than 1 in both WT and FMR samples are excluded.

**Supplementary Data 2 Complete list of GO biology processes associated with differentially expressed genes (DEG) in *Fmr1* knockout hippocampal neurons.** The list of GO categories is arranged in an ascending order of P values ( $P < 0.05$  is considered significant). Count represents the number of DEG detected in the specified GO process. % represents the percentage of total number of genes involved in the specified GO process.

**Supplementary Data 3 Genes in the top 15 GO processes associated with DEGs in *Fmr1* knockout (KO) hippocampal neurons.** Changes of transcript level (ratio of *Fmr1* KO to wild type value) are expressed as Log2 values.

**Supplementary Data 4 Genes in the KEGG pathways associated with differentially expressed genes (DEG) in *Fmr1* knockout (KO) hippocampal neurons.** KEGG pathways are ranked and listed in an ascending order of P values ( $P < 0.05$  is considered significant, as shown in Fig. 1C). Changes of transcript level (ratio of *Fmr1* KO to wild type value) are expressed as Log2 values.

**Supplementary Data 5 Ranking of CMAP compounds, which trigger similar transcriptome alterations (including positive and negative correlations) to that in *Fmr1* knockout hippocampal neurons.** Ranking is arranged in an ascending order of p-value, and then a descending order of (absolute) enrichment when two p-values are identical. Compound name and cell line indicate the name of compound used for

treatment with specific cell lines in CMAP database. The similarity mean is the arithmetic mean of the similarity/connectivity scores for all instances of the specific named compound. Number of arrays (N) is the number of analyzed arrays obtained from all instances of the corresponding compound/drug. Enrichment score is a measure of enrichment of DEG between *Fmr1* KO samples and all instances of the specific CMAP compound. It is computed using the Kolmogorov-Smirnov statistic as described 38. Compound with negative similarity mean triggers oppositional transcriptome changes comparing to the change caused by FMRP deficiency in *Fmr1* knockout neurons. Compound with positive similarity mean triggers transcriptome changes overlapping with that caused by FMRP deficiency in *Fmr1* knockout neurons.

**Supplementary Data 6 Summary of signature probes corresponding to up-regulated genes and down-regulated genes in PC3 cell treated with trifluoperazine.**

**Supplementary Data 7 Ranking of CMAP compounds, which trigger similar transcriptome alterations (including positive and negative correlations) to that triggered by trifluoperazine.** Signature probes of trifluoperazine in PC3 cell are used as query. Compound with positive and negative similarity mean triggers overlapping and oppositional transcriptome changes, respectively, comparing to the change caused by trifluoperazine in PC3 cell. Rank, p value, enrichment score, and similarity mean are described in Supplementary Table 4. Compound name and cell line indicate the name of compound used for treatment with specific cell lines in CMAP database. Number of arrays (N) is the number of analyzed arrays obtained from all instances of the corresponding compound/drug.

**Supplementary Data 8 Summary of signature probes corresponding to up-regulated genes and down-regulated genes in *Fmr1* knockout hippocampal neurons.**

**Supplementary Data 9 Data source for graphs in Figures 2 to 8.**

**Supplementary Data 10 Data source for graphs in Supplementary Figures 1 to 11.**

# Supplementary material for: Transcriptome signature analysis repurposes trifluoperazine for the treatment of fragile X syndrome in mouse model
**Source:** Commun Biol. 2020 Mar 16;3:127. doi: 10.1038/s42003-020-0833-4
**Supplement:** Supplementary file 4 — Supplementary Data 2

## Supplementary Data 2

| Rank | GO Biology Process                                                 | Count | %   | P-Value  |
|------|--------------------------------------------------------------------|-------|-----|----------|
| 1    | cell adhesion                                                      | 54    | 4.2 | 1.70E-06 |
| 2    | positive regulation of cytosolic calcium ion concentration         | 25    | 2   | 1.90E-06 |
| 3    | nervous system development                                         | 41    | 3.2 | 6.10E-05 |
| 4    | negative regulation of neuron apoptotic process                    | 23    | 1.8 | 7.20E-05 |
| 5    | positive regulation of cell migration                              | 26    | 2   | 1.50E-04 |
| 6    | cell cycle                                                         | 57    | 4.5 | 1.60E-04 |
| 7    | cell division                                                      | 39    | 3.1 | 2.20E-04 |
| 8    | cellular response to mechanical stimulus                           | 14    | 1.1 | 3.20E-04 |
| 9    | mitotic nuclear division                                           | 31    | 2.4 | 3.40E-04 |
| 10   | regulation of G-protein coupled receptor protein signaling pathway | 9     | 0.7 | 4.30E-04 |
| 11   | positive regulation of GTPase activity                             | 20    | 1.6 | 4.50E-04 |
| 12   | positive chemotaxis                                                | 6     | 0.5 | 9.70E-04 |
| 13   | positive regulation of endothelial cell proliferation              | 12    | 0.9 | 1.00E-03 |
| 14   | regulation of ion transmembrane transport                          | 18    | 1.4 | 1.30E-03 |
| 15   | response to estradiol                                              | 15    | 1.2 | 1.30E-03 |
| 16   | positive regulation of synaptic transmission, GABAergic            | 6     | 0.5 | 1.30E-03 |
| 17   | wound healing                                                      | 14    | 1.1 | 2.00E-03 |
| 18   | response to mechanical stimulus                                    | 11    | 0.9 | 2.30E-03 |
| 19   | odontogenesis of dentin-containing tooth                           | 11    | 0.9 | 2.30E-03 |
| 20   | single organismal cell-cell adhesion                               | 15    | 1.2 | 2.50E-03 |
| 21   | ERK1 and ERK2 cascade                                              | 7     | 0.5 | 2.50E-03 |
| 22   | cell differentiation                                               | 63    | 4.9 | 2.50E-03 |
| 23   | response to oxidative stress                                       | 17    | 1.3 | 2.80E-03 |
| 24   | hepatocyte proliferation                                           | 4     | 0.3 | 3.00E-03 |
| 25   | regulation of axon diameter                                        | 4     | 0.3 | 3.00E-03 |
| 26   | sequestering of actin monomers                                     | 5     | 0.4 | 3.20E-03 |
| 27   | positive regulation of actin filament bundle assembly              | 5     | 0.4 | 3.20E-03 |
| 28   | axon guidance                                                      | 18    | 1.4 | 3.60E-03 |
| 29   | potassium ion transmembrane transport                              | 13    | 1   | 3.90E-03 |
| 30   | positive regulation of neuron projection development               | 17    | 1.3 | 4.00E-03 |
| 31   | oxidation-reduction process                                        | 55    | 4.3 | 4.20E-03 |
| 32   | positive regulation of vasodilation                                | 8     | 0.6 | 4.30E-03 |
| 33   | potassium ion transport                                            | 16    | 1.3 | 4.40E-03 |
| 34   | xenophagy                                                          | 14    | 1.1 | 4.40E-03 |
| 35   | mitotic chromosome condensation                                    | 5     | 0.4 | 4.40E-03 |
| 36   | positive regulation of cAMP biosynthetic process                   | 9     | 0.7 | 5.10E-03 |
| 37   | kidney development                                                 | 16    | 1.3 | 5.50E-03 |
| 38   | negative regulation of cell migration                              | 14    | 1.1 | 5.60E-03 |

|    |                                                                                                               |    |     |          |
|----|---------------------------------------------------------------------------------------------------------------|----|-----|----------|
| 39 | receptor internalization                                                                                      | 8  | 0.6 | 5.80E-03 |
| 40 | response to cold                                                                                              | 8  | 0.6 | 5.80E-03 |
| 41 | cytoskeleton-dependent intracellular transport                                                                | 5  | 0.4 | 6.00E-03 |
| 42 | negative regulation of protein kinase activity                                                                | 13 | 1   | 6.10E-03 |
| 43 | mitophagy in response to mitochondrial depolarization                                                         | 16 | 1.3 | 6.30E-03 |
| 44 | positive regulation of apoptotic process                                                                      | 31 | 2.4 | 6.50E-03 |
| 45 | positive regulation of protein phosphorylation                                                                | 20 | 1.6 | 6.60E-03 |
| 46 | fatty acid biosynthetic process                                                                               | 11 | 0.9 | 7.40E-03 |
| 47 | neuron projection morphogenesis                                                                               | 10 | 0.8 | 7.50E-03 |
| 48 | positive regulation of penile erection                                                                        | 4  | 0.3 | 7.70E-03 |
| 49 | astrocyte cell migration                                                                                      | 4  | 0.3 | 7.70E-03 |
| 50 | response to estrogen                                                                                          | 11 | 0.9 | 8.10E-03 |
| 51 | negative regulation of cell proliferation                                                                     | 34 | 2.7 | 8.20E-03 |
| 52 | negative regulation of signal transduction                                                                    | 9  | 0.7 | 8.20E-03 |
| 53 | cellular response to organic substance                                                                        | 7  | 0.5 | 8.60E-03 |
| 54 | brain development                                                                                             | 22 | 1.7 | 8.70E-03 |
| 55 | negative regulation of MAP kinase activity                                                                    | 8  | 0.6 | 8.70E-03 |
| 56 | positive regulation of synaptic transmission, glutamatergic                                                   | 6  | 0.5 | 9.00E-03 |
| 57 | lung morphogenesis                                                                                            | 6  | 0.5 | 9.00E-03 |
| 58 | chromosome segregation                                                                                        | 12 | 0.9 | 9.90E-03 |
| 59 | response to amphetamine                                                                                       | 7  | 0.5 | 1.00E-02 |
| 60 | extracellular matrix organization                                                                             | 14 | 1.1 | 1.00E-02 |
| 61 | apoptotic process                                                                                             | 46 | 3.6 | 1.00E-02 |
| 62 | positive regulation of vasculogenesis                                                                         | 4  | 0.3 | 1.10E-02 |
| 63 | positive regulation of adenylate cyclase activity involved in G-protein coupled<br>receptor signaling pathway | 4  | 0.3 | 1.10E-02 |
| 64 | negative regulation of Wnt signaling pathway                                                                  | 9  | 0.7 | 1.10E-02 |
| 65 | positive regulation of MAPK cascade                                                                           | 13 | 1   | 1.20E-02 |
| 66 | positive regulation of osteoblast differentiation                                                             | 10 | 0.8 | 1.20E-02 |
| 67 | synaptic vesicle endocytosis                                                                                  | 5  | 0.4 | 1.20E-02 |
| 68 | negative regulation of cell death                                                                             | 11 | 0.9 | 1.30E-02 |
| 69 | branching morphogenesis of an epithelial tube                                                                 | 7  | 0.5 | 1.30E-02 |
| 70 | negative regulation of cell cycle                                                                             | 7  | 0.5 | 1.30E-02 |
| 71 | angiogenesis                                                                                                  | 23 | 1.8 | 1.30E-02 |
| 72 | lipid metabolic process                                                                                       | 38 | 3   | 1.40E-02 |
| 73 | positive regulation of synapse assembly                                                                       | 10 | 0.8 | 1.50E-02 |
| 74 | lipid storage                                                                                                 | 6  | 0.5 | 1.50E-02 |
| 75 | skeletal system development                                                                                   | 13 | 1   | 1.50E-02 |
| 76 | mitotic spindle assembly checkpoint                                                                           | 5  | 0.4 | 1.50E-02 |
| 77 | aging                                                                                                         | 18 | 1.4 | 1.50E-02 |
| 78 | cellular response to corticotropin-releasing hormone stimulus                                                 | 3  | 0.2 | 1.70E-02 |

|     |                                                                             |    |     |          |
|-----|-----------------------------------------------------------------------------|----|-----|----------|
| 79  | negative regulation of hydrogen peroxide-mediated programmed cell death     | 3  | 0.2 | 1.70E-02 |
| 80  | adherens junction maintenance                                               | 3  | 0.2 | 1.70E-02 |
| 81  | multicellular organism development                                          | 74 | 5.8 | 1.70E-02 |
| 82  | regulation of heart rate by cardiac conduction                              | 6  | 0.5 | 1.70E-02 |
| 83  | positive regulation of defense response to virus by host                    | 14 | 1.1 | 1.70E-02 |
| 84  | behavioral response to cocaine                                              | 5  | 0.4 | 1.90E-02 |
| 85  | cell migration                                                              | 19 | 1.5 | 1.90E-02 |
| 86  | renal system process                                                        | 4  | 0.3 | 2.00E-02 |
| 87  | labyrinthine layer development                                              | 4  | 0.3 | 2.00E-02 |
| 88  | protein localization to plasma membrane                                     | 9  | 0.7 | 2.00E-02 |
| 89  | substrate adhesion-dependent cell spreading                                 | 7  | 0.5 | 2.20E-02 |
| 90  | response to progesterone                                                    | 6  | 0.5 | 2.30E-02 |
| 91  | negative regulation of neuron projection development                        | 9  | 0.7 | 2.40E-02 |
| 92  | calcium ion transport                                                       | 15 | 1.2 | 2.40E-02 |
| 93  | embryonic skeletal joint morphogenesis                                      | 4  | 0.3 | 2.50E-02 |
| 94  | actin crosslink formation                                                   | 4  | 0.3 | 2.50E-02 |
| 95  | regulation of G2/M transition of mitotic cell cycle                         | 4  | 0.3 | 2.50E-02 |
| 96  | regulation of cell migration                                                | 10 | 0.8 | 2.60E-02 |
| 97  | negative regulation of GTPase activity                                      | 6  | 0.5 | 2.60E-02 |
| 98  | positive regulation of fibroblast proliferation                             | 9  | 0.7 | 2.60E-02 |
| 99  | amino acid transport                                                        | 7  | 0.5 | 2.70E-02 |
| 100 | regulation of synaptic plasticity                                           | 7  | 0.5 | 2.70E-02 |
| 101 | behavioral fear response                                                    | 7  | 0.5 | 2.70E-02 |
| 102 | epithelial cell differentiation                                             | 9  | 0.7 | 3.10E-02 |
| 103 | morphogenesis of embryonic epithelium                                       | 4  | 0.3 | 3.20E-02 |
| 104 | inhibitory postsynaptic potential                                           | 4  | 0.3 | 3.20E-02 |
| 105 | negative regulation of cardiac muscle cell proliferation                    | 4  | 0.3 | 3.20E-02 |
| 106 | negative regulation of G-protein coupled receptor protein signaling pathway | 4  | 0.3 | 3.20E-02 |
| 107 | embryonic skeletal system development                                       | 7  | 0.5 | 3.30E-02 |
| 108 | positive regulation of cytokinesis                                          | 6  | 0.5 | 3.40E-02 |
| 109 | cellular response to estradiol stimulus                                     | 6  | 0.5 | 3.40E-02 |
| 110 | response to cytokine                                                        | 10 | 0.8 | 3.40E-02 |
| 111 | female pregnancy                                                            | 10 | 0.8 | 3.40E-02 |
| 112 | positive regulation of angiogenesis                                         | 13 | 1   | 3.60E-02 |
| 113 | positive regulation of vasoconstriction                                     | 7  | 0.5 | 3.60E-02 |
| 114 | ovarian follicle development                                                | 8  | 0.6 | 3.70E-02 |
| 115 | semaphorin-plexin signaling pathway                                         | 6  | 0.5 | 3.80E-02 |
| 116 | positive regulation of neurogenesis                                         | 6  | 0.5 | 3.80E-02 |
| 117 | endothelial cell morphogenesis                                              | 4  | 0.3 | 3.90E-02 |
| 118 | tissue remodeling                                                           | 4  | 0.3 | 3.90E-02 |
| 119 | negative regulation of potassium ion transport                              | 4  | 0.3 | 3.90E-02 |

|     |                                                                       |    |     |          |
|-----|-----------------------------------------------------------------------|----|-----|----------|
| 120 | cell activation                                                       | 4  | 0.3 | 3.90E-02 |
| 121 | cerebral cortex GABAergic interneuron migration                       | 3  | 0.2 | 3.90E-02 |
| 122 | intermediate filament bundle assembly                                 | 3  | 0.2 | 3.90E-02 |
| 123 | Toll signaling pathway                                                | 3  | 0.2 | 3.90E-02 |
| 124 | astrocyte activation                                                  | 3  | 0.2 | 3.90E-02 |
| 125 | regulation of cell growth                                             | 8  | 0.6 | 4.00E-02 |
| 126 | positive regulation of transcription, DNA-templated                   | 43 | 3.4 | 4.10E-02 |
| 127 | negative regulation of microtubule depolymerization                   | 5  | 0.4 | 4.10E-02 |
| 128 | DNA replication initiation                                            | 5  | 0.4 | 4.10E-02 |
| 129 | smoothened signaling pathway                                          | 9  | 0.7 | 4.20E-02 |
| 130 | cellular response to BMP stimulus                                     | 6  | 0.5 | 4.20E-02 |
| 131 | cellular response to DNA damage stimulus                              | 33 | 2.6 | 4.20E-02 |
| 132 | sensory perception of sound                                           | 14 | 1.1 | 4.20E-02 |
| 133 | neuronal stem cell population maintenance                             | 5  | 0.4 | 4.70E-02 |
| 134 | negative regulation of peptidyl-serine phosphorylation                | 5  | 0.4 | 4.70E-02 |
| 135 | regulation of double-strand break repair via homologous recombination | 4  | 0.3 | 4.70E-02 |
| 136 | osteoblast differentiation                                            | 12 | 0.9 | 4.80E-02 |
| 137 | ion transport                                                         | 43 | 3.4 | 4.90E-02 |
| 138 | neuron differentiation                                                | 13 | 1   | 4.90E-02 |

# Supplementary material for: Transcriptome signature analysis repurposes trifluoperazine for the treatment of fragile X syndrome in mouse model
**Source:** Commun Biol. 2020 Mar 16;3:127. doi: 10.1038/s42003-020-0833-4
**Supplement:** Supplementary file 5 — Supplementary Data 3

### Supplementary Data 3

# Supplementary material for: Transcriptome signature analysis repurposes trifluoperazine for the treatment of fragile X syndrome in mouse model
**Source:** Commun Biol. 2020 Mar 16;3:127. doi: 10.1038/s42003-020-0833-4
**Supplement:** Supplementary file 6 — Supplementary Data 4

## Supplementary Data 4

# Supplementary material for: Transcriptome signature analysis repurposes trifluoperazine for the treatment of fragile X syndrome in mouse model
**Source:** Commun Biol. 2020 Mar 16;3:127. doi: 10.1038/s42003-020-0833-4
**Supplement:** Supplementary file 7 — Supplementary Data 5

## Supplementary Data 5

| Rank | Compound name and cell line      | Similarity mean | N  | Enrichment | P       |
|------|----------------------------------|-----------------|----|------------|---------|
| 1    | trichostatin A - PC3             | -0.542          | 55 | -0.661     | 0       |
| 2    | tanespimycin - PC3               | -0.486          | 12 | -0.626     | 0       |
| 3    | 0175029-0000 - PC3               | -0.725          | 4  | -0.931     | 0.00002 |
| 4    | methotrexate - MCF7              | -0.828          | 3  | -0.972     | 0.00008 |
| 5    | etoposide - MCF7                 | -0.869          | 2  | -0.993     | 0.00022 |
| 6    | phenoxybenzamine - MCF7          | -0.656          | 3  | -0.947     | 0.00026 |
| 7    | trifluoperazine - PC3            | -0.741          | 3  | -0.917     | 0.00096 |
| 8    | luteolin - MCF7                  | -0.817          | 2  | -0.975     | 0.00137 |
| 9    | thioridazine - PC3               | -0.635          | 5  | -0.738     | 0.00248 |
| 10   | Prestwick-642 - MCF7             | 0.608           | 2  | 0.958      | 0.00308 |
| 11   | doxorubicin - MCF7               | -0.744          | 2  | -0.959     | 0.00364 |
| 12   | mefloquine - PC3                 | -0.768          | 2  | -0.958     | 0.0038  |
| 13   | piribedil - MCF7                 | 0.68            | 2  | 0.954      | 0.00392 |
| 14   | chrysin - MCF7                   | -0.731          | 2  | -0.957     | 0.00394 |
| 15   | 5230742 - MCF7                   | 0.788           | 2  | 0.953      | 0.00404 |
| 16   | pilocarpine - MCF7               | 0.617           | 2  | 0.951      | 0.00447 |
| 17   | sulfafurazole - MCF7             | 0.312           | 3  | 0.865      | 0.00461 |
| 18   | 0316684-0000 - MCF7              | 0.625           | 2  | 0.948      | 0.00495 |
| 19   | 15-delta prostaglandin J2 - PC3  | -0.641          | 3  | -0.864     | 0.00511 |
| 20   | GW-8510 - PC3                    | -0.748          | 2  | -0.947     | 0.00614 |
| 21   | betonicine - MCF7                | 0.41            | 3  | 0.849      | 0.00645 |
| 22   | thiamine - MCF7                  | 0.586           | 2  | 0.94       | 0.0068  |
| 23   | lobelanidine - MCF7              | 0.597           | 2  | 0.938      | 0.00742 |
| 24   | cloperastine - MCF7              | -0.614          | 3  | -0.841     | 0.00809 |
| 25   | PF-00562151-00 - PC3             | -0.43           | 4  | -0.737     | 0.00949 |
| 26   | cefazolin - PC3                  | -0.621          | 2  | -0.93      | 0.01014 |
| 27   | aztreonam - MCF7                 | -0.665          | 2  | -0.927     | 0.01097 |
| 28   | mycophenolic acid - MCF7         | -0.656          | 2  | -0.927     | 0.01109 |
| 29   | alsterpaullone - PC3             | -0.75           | 2  | -0.925     | 0.01159 |
| 30   | thiostrepton - MCF7              | -0.612          | 2  | -0.924     | 0.01181 |
| 31   | PHA-00767505E - MCF7             | 0.543           | 2  | 0.92       | 0.01264 |
| 32   | astemizole - PC3                 | -0.795          | 2  | -0.921     | 0.01266 |
| 33   | 0173570-0000 - PC3               | -0.592          | 4  | -0.715     | 0.01337 |
| 34   | nordihydroguaiaretic acid - MCF7 | -0.449          | 8  | -0.526     | 0.0137  |
| 35   | troglitazone - PC3               | -0.434          | 4  | -0.713     | 0.01383 |
| 36   | NU-1025 - MCF7                   | 0.537           | 2  | 0.916      | 0.01404 |
| 37   | fenbufen - PC3                   | -0.638          | 2  | -0.912     | 0.01555 |
| 38   | geldanamycin - MCF7              | -0.246          | 10 | -0.467     | 0.01617 |
| 39   | perphenazine - PC3               | -0.601          | 2  | -0.909     | 0.0167  |
| 40   | amitriptyline - MCF7             | -0.623          | 3  | -0.796     | 0.01723 |
| 41   | tridihexethyl - MCF7             | 0.542           | 2  | 0.908      | 0.01748 |
| 42   | moroxydine - MCF7                | 0.549           | 2  | 0.907      | 0.01785 |
| 43   | amyllocaine - MCF7               | 0.529           | 2  | 0.907      | 0.01801 |
| 44   | chlorcyclizine - MCF7            | -0.506          | 3  | -0.792     | 0.01823 |
| 45   | triamcinolone - MCF7             | -0.607          | 2  | -0.904     | 0.01845 |

|    |                                   |        |    |        |         |
|----|-----------------------------------|--------|----|--------|---------|
| 46 | glafenine - MCF7                  | 0.494  | 2  | 0.905  | 0.01847 |
| 47 | levomepromazine - PC3             | -0.653 | 2  | -0.903 | 0.01869 |
| 48 | resveratrol - MCF7                | -0.509 | 6  | -0.582 | 0.01873 |
| 49 | 0175029-0000 - MCF7               | -0.687 | 2  | -0.902 | 0.01899 |
| 50 | etofylline - PC3                  | 0.669  | 2  | 0.903  | 0.01905 |
| 51 | monorden - PC3                    | -0.466 | 5  | -0.625 | 0.01933 |
| 52 | ivermectin - MCF7                 | -0.598 | 2  | -0.901 | 0.01968 |
| 53 | propofol - MCF7                   | -0.613 | 2  | -0.901 | 0.01976 |
| 54 | thiethylperazine - MCF7           | -0.596 | 2  | -0.899 | 0.0203  |
| 55 | benfluorex - MCF7                 | 0.598  | 2  | 0.9    | 0.0204  |
| 56 | alvespimycin - PC3                | -0.658 | 2  | -0.898 | 0.02066 |
| 57 | dinoprost - MCF7                  | 0.544  | 2  | 0.898  | 0.02167 |
| 58 | chloramphenicol - PC3             | 0.509  | 2  | 0.896  | 0.02231 |
| 59 | oxprenolol - MCF7                 | -0.639 | 2  | -0.894 | 0.02251 |
| 60 | pentoxifylline - PC3              | 0.483  | 2  | 0.893  | 0.0236  |
| 61 | methylbenzethonium chloride - PC3 | -0.58  | 2  | -0.89  | 0.02394 |
| 62 | withaferin A - PC3                | -0.608 | 2  | -0.888 | 0.02511 |
| 63 | tetrandrine - MCF7                | -0.629 | 2  | -0.886 | 0.02602 |
| 64 | CP-690334-01 - PC3                | -0.281 | 4  | -0.671 | 0.0261  |
| 65 | fulvestrant - PC3                 | -0.197 | 12 | -0.407 | 0.0262  |
| 66 | tiletamine - MCF7                 | 0.474  | 2  | 0.885  | 0.0272  |
| 67 | levomepromazine - MCF7            | -0.626 | 2  | -0.882 | 0.02791 |
| 68 | paclitaxel - MCF7                 | 0.358  | 3  | 0.757  | 0.0285  |
| 69 | canrenoic acid - PC3              | -0.549 | 2  | -0.88  | 0.02907 |
| 70 | acacetin - PC3                    | -0.589 | 2  | -0.877 | 0.03044 |
| 71 | triamterene - PC3                 | -0.56  | 2  | -0.876 | 0.03094 |
| 72 | sulfadimidine - PC3               | 0.422  | 2  | 0.873  | 0.03245 |
| 73 | metformin - PC3                   | 0.567  | 2  | 0.871  | 0.03354 |
| 74 | sulfinpyrazone - MCF7             | -0.635 | 2  | -0.869 | 0.03406 |
| 75 | chlorcyclizine - PC3              | -0.558 | 2  | -0.869 | 0.03438 |
| 76 | thioridazine - HL60               | -0.464 | 4  | -0.652 | 0.03467 |
| 77 | thioguanosine - MCF7              | -0.658 | 2  | -0.868 | 0.03469 |
| 78 | 3-nitropropionic acid - PC3       | 0.469  | 2  | 0.868  | 0.03521 |
| 79 | dobutamine - MCF7                 | 0.413  | 2  | 0.868  | 0.03543 |
| 80 | zidovudine - MCF7                 | 0.221  | 2  | 0.864  | 0.0376  |
| 81 | propranolol - MCF7                | 0.343  | 2  | 0.864  | 0.03772 |
| 82 | CP-690334-01 - MCF7               | -0.374 | 4  | -0.645 | 0.03796 |
| 83 | parbendazole - PC3                | 0.223  | 2  | 0.86   | 0.03964 |
| 84 | dilazep - PC3                     | -0.54  | 2  | -0.857 | 0.04088 |
| 85 | fenoprofen - MCF7                 | 0.439  | 3  | 0.723  | 0.04172 |
| 86 | PHA-00745360 - MCF7               | -0.238 | 4  | -0.637 | 0.04182 |
| 87 | probenecid - MCF7                 | 0.182  | 2  | 0.856  | 0.04191 |
| 88 | alpha-ergocryptine - MCF7         | -0.458 | 3  | -0.726 | 0.04232 |
| 89 | procabazine - MCF7                | 0.222  | 2  | 0.855  | 0.04243 |
| 90 | sulfapyridine - MCF7              | 0.273  | 2  | 0.855  | 0.04286 |
| 91 | raubasine - MCF7                  | 0.231  | 2  | 0.854  | 0.04308 |
| 92 | fenbendazole - PC3                | 0.26   | 2  | 0.854  | 0.04338 |
| 93 | pioglitazone - PC3                | -0.233 | 5  | -0.57  | 0.04408 |

|     |                        |        |   |        |         |
|-----|------------------------|--------|---|--------|---------|
| 94  | copper sulfate - MCF7  | -0.56  | 2 | -0.851 | 0.04414 |
| 95  | kanamycin - MCF7       | -0.547 | 2 | -0.85  | 0.04481 |
| 96  | amikacin - MCF7        | -0.547 | 2 | -0.85  | 0.04485 |
| 97  | diltiazem - MCF7       | 0.209  | 2 | 0.846  | 0.0477  |
| 98  | cefsulodin - MCF7      | 0.193  | 2 | 0.844  | 0.04871 |
| 99  | quercetin - MCF7       | -0.467 | 4 | -0.625 | 0.04894 |
| 100 | nitrendipine - MCF7    | -0.339 | 3 | -0.711 | 0.04927 |
| 101 | pimozide - MCF7        | -0.584 | 2 | -0.843 | 0.04966 |
| 102 | cyclobenzaprine - MCF7 | -0.662 | 2 | -0.842 | 0.04994 |

# Supplementary material for: Transcriptome signature analysis repurposes trifluoperazine for the treatment of fragile X syndrome in mouse model
**Source:** Commun Biol. 2020 Mar 16;3:127. doi: 10.1038/s42003-020-0833-4
**Supplement:** Supplementary file 9 — Supplementary Data 7

## Supplementary Data 7

| Rank | Compound name and cell line       | Similarity mean | N  | Enrichment | P       |
|------|-----------------------------------|-----------------|----|------------|---------|
| 1    | fluphenazine - PC3                | 0.558           | 3  | 0.997      | 0       |
| 2    | thioridazine - PC3                | 0.569           | 5  | 0.994      | 0       |
| 3    | vorinostat - MCF7                 | 0.333           | 7  | 0.92       | 0       |
| 4    | sirolimus - PC3                   | 0.344           | 8  | 0.871      | 0       |
| 5    | prochlorperazine - MCF7           | 0.369           | 9  | 0.867      | 0       |
| 6    | trichostatin A - PC3              | 0.347           | 55 | 0.862      | 0       |
| 7    | trifluoperazine - MCF7            | 0.371           | 9  | 0.787      | 0       |
| 8    | geldanamycin - MCF7               | 0.294           | 10 | 0.753      | 0       |
| 9    | LY-294002 - PC3                   | 0.315           | 12 | 0.748      | 0       |
| 10   | trichostatin A - MCF7             | 0.29            | 92 | 0.729      | 0       |
| 11   | thioridazine - MCF7               | 0.373           | 11 | 0.724      | 0       |
| 12   | tanespimycin - MCF7               | 0.273           | 36 | 0.663      | 0       |
| 13   | LY-294002 - MCF7                  | 0.166           | 34 | 0.424      | 0       |
| 14   | methylbenzethonium chloride - PC3 | 0.596           | 2  | 0.998      | 0.00002 |
| 15   | astemizole - PC3                  | 0.554           | 2  | 0.996      | 0.00002 |
| 16   | mefloquine - PC3                  | 0.555           | 2  | 0.996      | 0.00002 |
| 17   | fluphenazine - MCF7               | 0.315           | 10 | 0.724      | 0.00002 |
| 18   | PHA-00846566E - PC3               | -0.864          | 2  | -0.998     | 0.00004 |
| 19   | prochlorperazine - PC3            | 0.525           | 3  | 0.968      | 0.00004 |
| 20   | pyrvinium - MCF7                  | 0.374           | 4  | 0.921      | 0.00004 |
| 21   | fulvestrant - MCF7                | 0.207           | 21 | 0.511      | 0.00004 |
| 22   | perphenazine - PC3                | 0.5             | 2  | 0.992      | 0.00006 |
| 23   | tanespimycin - PC3                | 0.272           | 12 | 0.637      | 0.00006 |
| 24   | phenoxybenzamine - MCF7           | 0.35            | 3  | 0.951      | 0.0001  |
| 25   | thioridazine - HL60               | 0.327           | 4  | 0.9        | 0.0001  |
| 26   | AR-A014418 - PC3                  | -0.816          | 2  | -0.994     | 0.00012 |
| 27   | alexidine - PC3                   | 0.474           | 2  | 0.99       | 0.00012 |
| 28   | promazine - PC3                   | 0.486           | 2  | 0.989      | 0.00016 |
| 29   | alvespimycin - MCF7               | 0.271           | 7  | 0.756      | 0.00016 |
| 30   | trichostatin A - HL60             | 0.155           | 34 | 0.368      | 0.0002  |
| 31   | cloperastine - MCF7               | 0.364           | 3  | 0.946      | 0.00022 |
| 32   | loperamide - MCF7                 | 0.369           | 3  | 0.943      | 0.00022 |
| 33   | niclosamide - PC3                 | 0.452           | 2  | 0.988      | 0.00026 |
| 34   | lycorine - MCF7                   | -0.638          | 3  | -0.94      | 0.00032 |
| 35   | wortmannin - MCF7                 | 0.244           | 10 | 0.608      | 0.00038 |
| 36   | terfenadine - MCF7                | 0.441           | 2  | 0.985      | 0.0004  |
| 37   | pioglitazone - PC3                | -0.422          | 5  | -0.823     | 0.00042 |
| 38   | 15-delta prostaglandin J2 - MCF7  | 0.301           | 8  | 0.672      | 0.00042 |
| 39   | CAY-10397 - PC3                   | -0.734          | 2  | -0.985     | 0.00048 |
| 40   | troglitazone - MCF7               | 0.256           | 7  | 0.699      | 0.0005  |
| 41   | fluspirilene - MCF7               | 0.423           | 2  | 0.983      | 0.00056 |
| 42   | 5707885 - PC3                     | 0.417           | 2  | 0.982      | 0.00062 |

|    |                                    |        |    |        |         |
|----|------------------------------------|--------|----|--------|---------|
| 43 | cloperastine - PC3                 | 0.438  | 2  | 0.981  | 0.00062 |
| 44 | sirolimus - MCF7                   | 0.18   | 25 | 0.389  | 0.00066 |
| 45 | trifluoperazine - HL60             | 0.292  | 4  | 0.853  | 0.00068 |
| 46 | astemizole - MCF7                  | 0.428  | 2  | 0.98   | 0.0007  |
| 47 | rottlerin - MCF7                   | 0.362  | 3  | 0.927  | 0.00072 |
| 48 | beta-escin - PC3                   | 0.422  | 2  | 0.98   | 0.00074 |
| 49 | suloctidil - MCF7                  | 0.427  | 2  | 0.979  | 0.00076 |
| 50 | resveratrol - MCF7                 | 0.288  | 6  | 0.744  | 0.00077 |
| 51 | withaferin A - PC3                 | 0.403  | 2  | 0.978  | 0.00078 |
| 52 | chlorcyclizine - PC3               | 0.423  | 2  | 0.978  | 0.00082 |
| 53 | Prestwick-675 - PC3                | -0.835 | 2  | -0.98  | 0.00085 |
| 54 | perhexiline - MCF7                 | 0.402  | 2  | 0.977  | 0.00087 |
| 55 | clotrimazole - MCF7                | 0.345  | 3  | 0.924  | 0.00092 |
| 56 | benzethonium chloride - MCF7       | 0.4    | 2  | 0.974  | 0.00107 |
| 57 | azacyclonol - PC3                  | 0.435  | 2  | 0.97   | 0.00159 |
| 58 | methylbenzethonium chloride - MCF7 | 0.355  | 3  | 0.909  | 0.00164 |
| 59 | semustine - PC3                    | 0.381  | 2  | 0.969  | 0.00165 |
| 60 | prenylamine - MCF7                 | 0.392  | 2  | 0.969  | 0.00165 |
| 61 | mefloquine - MCF7                  | 0.381  | 2  | 0.967  | 0.00181 |
| 62 | clozapine - PC3                    | 0.325  | 3  | 0.903  | 0.00182 |
| 63 | ivermectin - PC3                   | 0.394  | 2  | 0.966  | 0.00191 |
| 64 | niclosamide - MCF7                 | 0.384  | 2  | 0.966  | 0.00205 |
| 65 | Chicago Sky Blue 6B - MCF7         | -0.67  | 2  | -0.968 | 0.00225 |
| 66 | diprophylline - PC3                | -0.683 | 2  | -0.966 | 0.00262 |
| 67 | amitriptyline - PC3                | 0.422  | 2  | 0.96   | 0.00266 |
| 68 | thiostrepton - MCF7                | 0.376  | 2  | 0.958  | 0.00304 |
| 69 | pimozide - MCF7                    | 0.368  | 2  | 0.958  | 0.00308 |
| 70 | 15-delta prostaglandin J2 - HL60   | 0.308  | 3  | 0.884  | 0.00318 |
| 71 | pyrithyldione - MCF7               | -0.629 | 2  | -0.961 | 0.00334 |
| 72 | lomustine - PC3                    | 0.379  | 2  | 0.955  | 0.00358 |
| 73 | monorden - MCF7                    | 0.197  | 12 | 0.489  | 0.00381 |
| 74 | wortmannin - PC3                   | 0.389  | 2  | 0.95   | 0.00455 |
| 75 | amiodarone - MCF7                  | 0.285  | 3  | 0.865  | 0.00461 |
| 76 | scriptaid - PC3                    | 0.345  | 2  | 0.949  | 0.00481 |
| 77 | mebendazole - PC3                  | 0.357  | 2  | 0.947  | 0.00499 |
| 78 | nortriptyline - MCF7               | 0.373  | 2  | 0.947  | 0.00505 |
| 79 | nordihydroguaiaretic acid - MCF7   | 0.235  | 8  | 0.57   | 0.00536 |
| 80 | iohexol - MCF7                     | -0.604 | 2  | -0.95  | 0.00547 |
| 81 | miconazole - PC3                   | 0.358  | 2  | 0.945  | 0.00577 |
| 82 | arecoline - MCF7                   | -0.579 | 2  | -0.948 | 0.00588 |
| 83 | disulfiram - PC3                   | 0.35   | 2  | 0.944  | 0.00596 |
| 84 | sulconazole - MCF7                 | 0.346  | 2  | 0.943  | 0.00606 |
| 85 | MG-262 - PC3                       | 0.352  | 2  | 0.943  | 0.0062  |
| 86 | tonzonium bromide - MCF7           | 0.339  | 2  | 0.942  | 0.0063  |
| 87 | ketorolac - MCF7                   | -0.564 | 2  | -0.946 | 0.00632 |
| 88 | isoconazole - PC3                  | 0.343  | 2  | 0.942  | 0.00632 |

|     |                           |        |    |        |         |
|-----|---------------------------|--------|----|--------|---------|
| 89  | metolazone - MCF7         | -0.573 | 2  | -0.945 | 0.00666 |
| 90  | bepiridil - MCF7          | 0.344  | 2  | 0.94   | 0.0068  |
| 91  | thioguanosine - MCF7      | 0.355  | 2  | 0.94   | 0.00704 |
| 92  | MS-275 - PC3              | 0.358  | 2  | 0.938  | 0.00755 |
| 93  | loperamide - PC3          | 0.377  | 2  | 0.937  | 0.00765 |
| 94  | vorinostat - PC3          | 0.37   | 2  | 0.936  | 0.00781 |
| 95  | fendiline - MCF7          | 0.354  | 2  | 0.934  | 0.00829 |
| 96  | withaferin A - MCF7       | 0.341  | 2  | 0.934  | 0.00833 |
| 97  | clemizole - PC3           | 0.332  | 2  | 0.933  | 0.00849 |
| 98  | clopamide - MCF7          | -0.527 | 2  | -0.935 | 0.00885 |
| 99  | rescinnamine - MCF7       | 0.348  | 2  | 0.931  | 0.00915 |
| 100 | perphenazine - MCF7       | 0.363  | 2  | 0.93   | 0.00942 |
| 101 | 5224221 - MCF7            | 0.349  | 2  | 0.929  | 0.00962 |
| 102 | pivmecillinam - MCF7      | -0.553 | 2  | -0.93  | 0.01028 |
| 103 | metergoline - MCF7        | 0.347  | 2  | 0.926  | 0.01046 |
| 104 | protriptyline - MCF7      | 0.373  | 2  | 0.926  | 0.01058 |
| 105 | ionomycin - MCF7          | 0.339  | 3  | 0.825  | 0.01074 |
| 106 | quinostatin - MCF7        | 0.33   | 2  | 0.924  | 0.01127 |
| 107 | isocarboxazid - MCF7      | -0.506 | 2  | -0.923 | 0.01205 |
| 108 | isometheptene - MCF7      | -0.509 | 2  | -0.923 | 0.01213 |
| 109 | 0297417-0002B - MCF7      | 0.318  | 2  | 0.92   | 0.01247 |
| 110 | clozapine - MCF7          | 0.136  | 10 | 0.478  | 0.01264 |
| 111 | nadide - MCF7             | -0.507 | 2  | -0.921 | 0.01268 |
| 112 | cyproheptadine - PC3      | 0.363  | 2  | 0.919  | 0.01278 |
| 113 | trimethoprim - PC3        | -0.639 | 2  | -0.92  | 0.01292 |
| 114 | fursultiamine - MCF7      | -0.559 | 2  | -0.92  | 0.01302 |
| 115 | homochlorcyclizine - MCF7 | 0.371  | 2  | 0.919  | 0.01308 |
| 116 | fluphenazine - HL60       | 0.231  | 4  | 0.716  | 0.01319 |
| 117 | mianserin - PC3           | 0.339  | 2  | 0.918  | 0.01336 |
| 118 | tetrandrine - MCF7        | 0.334  | 2  | 0.917  | 0.0136  |
| 119 | disopyramide - MCF7       | -0.507 | 2  | -0.916 | 0.01424 |
| 120 | CP-320650-01 - PC3        | -0.423 | 4  | -0.71  | 0.01428 |
| 121 | harmol - MCF7             | -0.494 | 2  | -0.916 | 0.01431 |
| 122 | econazole - MCF7          | 0.325  | 2  | 0.915  | 0.01435 |
| 123 | proadifen - MCF7          | 0.337  | 2  | 0.914  | 0.01443 |
| 124 | miconazole - MCF7         | 0.341  | 2  | 0.913  | 0.01531 |
| 125 | lanatoside C - MCF7       | 0.257  | 3  | 0.802  | 0.01576 |
| 126 | colecalfiferol - MCF7     | -0.488 | 2  | -0.911 | 0.01591 |
| 127 | PNU-0251126 - MCF7        | -0.434 | 2  | -0.91  | 0.01632 |
| 128 | carbimazole - MCF7        | -0.484 | 2  | -0.908 | 0.01686 |
| 129 | syroingopine - MCF7       | 0.334  | 2  | 0.908  | 0.01752 |
| 130 | sulfaphenazole - MCF7     | -0.541 | 2  | -0.905 | 0.01819 |
| 131 | puromycin - MCF7          | 0.317  | 2  | 0.906  | 0.01825 |
| 132 | fenbendazole - PC3        | 0.347  | 2  | 0.906  | 0.01827 |
| 133 | deftropine - MCF7         | 0.312  | 2  | 0.904  | 0.01873 |
| 134 | geldanamycin - PC3        | 0.322  | 2  | 0.903  | 0.01932 |

|     |                                 |        |    |        |         |
|-----|---------------------------------|--------|----|--------|---------|
| 135 | flupentixol - MCF7              | 0.305  | 2  | 0.903  | 0.01934 |
| 136 | iloprost - MCF7                 | -0.443 | 2  | -0.902 | 0.01936 |
| 137 | bucladesine - MCF7              | -0.218 | 4  | -0.69  | 0.02003 |
| 138 | parthenolide - MCF7             | 0.332  | 2  | 0.9    | 0.02058 |
| 139 | flumetasone - PC3               | -0.324 | 2  | -0.897 | 0.02117 |
| 140 | antimycin A - MCF7              | 0.314  | 2  | 0.898  | 0.02169 |
| 141 | alverine - PC3                  | 0.31   | 2  | 0.897  | 0.02215 |
| 142 | carbamazepine - MCF7            | 0.229  | 5  | 0.623  | 0.02221 |
| 143 | demeclocycline - PC3            | -0.3   | 2  | -0.893 | 0.02286 |
| 144 | dicoumarol - PC3                | -0.347 | 2  | -0.893 | 0.02316 |
| 145 | flunixin - PC3                  | -0.306 | 2  | -0.892 | 0.02338 |
| 146 | chlorpromazine - PC3            | 0.354  | 4  | 0.677  | 0.02379 |
| 147 | oxolinic acid - PC3             | -0.301 | 2  | -0.891 | 0.02386 |
| 148 | haloperidol - PC3               | 0.233  | 6  | 0.567  | 0.02427 |
| 149 | geldanamycin - HL60             | 0.253  | 3  | 0.769  | 0.02458 |
| 150 | calmidazolium - MCF7            | 0.346  | 2  | 0.891  | 0.02463 |
| 151 | metitepine - MCF7               | 0.295  | 2  | 0.89   | 0.02515 |
| 152 | oxetacaine - PC3                | 0.293  | 2  | 0.889  | 0.02529 |
| 153 | nordihydroguaiaretic acid - PC3 | 0.293  | 2  | 0.887  | 0.0263  |
| 154 | phentolamine - PC3              | 0.297  | 2  | 0.887  | 0.0264  |
| 155 | sertaconazole - MCF7            | 0.287  | 2  | 0.887  | 0.02648 |
| 156 | pizotifen - MCF7                | 0.29   | 2  | 0.886  | 0.02672 |
| 157 | clomifene - MCF7                | 0.355  | 2  | 0.885  | 0.02714 |
| 158 | dequalinium chloride - MCF7     | 0.297  | 2  | 0.885  | 0.02732 |
| 159 | norcyclobenzaprine - MCF7       | 0.343  | 2  | 0.885  | 0.02734 |
| 160 | thapsigargin - MCF7             | 0.306  | 2  | 0.882  | 0.02851 |
| 161 | hexetidine - MCF7               | 0.332  | 2  | 0.881  | 0.02875 |
| 162 | ivermectin - MCF7               | 0.308  | 2  | 0.88   | 0.02893 |
| 163 | amoxapine - PC3                 | 0.343  | 2  | 0.88   | 0.02899 |
| 164 | felodipine - MCF7               | 0.247  | 5  | 0.605  | 0.02938 |
| 165 | etofylline - PC3                | -0.341 | 2  | -0.879 | 0.02946 |
| 166 | methotrexate - MCF7             | 0.248  | 3  | 0.753  | 0.02946 |
| 167 | butoconazole - MCF7             | 0.285  | 2  | 0.879  | 0.0295  |
| 168 | piperacillin - PC3              | -0.398 | 2  | -0.878 | 0.0298  |
| 169 | oxaprozin - PC3                 | -0.278 | 2  | -0.877 | 0.03024 |
| 170 | oxetacaine - MCF7               | 0.291  | 2  | 0.877  | 0.03064 |
| 171 | valproic acid - PC3             | 0.152  | 10 | 0.436  | 0.03115 |
| 172 | prochlorperazine - HL60         | 0.246  | 4  | 0.655  | 0.03268 |
| 173 | gossypol - MCF7                 | 0.272  | 3  | 0.741  | 0.03379 |
| 174 | helveticoside - PC3             | 0.296  | 2  | 0.869  | 0.03477 |
| 175 | oleandomycin - PC3              | -0.249 | 2  | -0.867 | 0.03501 |
| 176 | aminophenazone - PC3            | -0.346 | 2  | -0.867 | 0.03507 |
| 177 | nicergoline - MCF7              | 0.286  | 2  | 0.868  | 0.03539 |
| 178 | dexamethasone - PC3             | -0.46  | 2  | -0.867 | 0.03541 |
| 179 | homatropine - PC3               | -0.446 | 2  | -0.867 | 0.03549 |
| 180 | thiamazole - PC3                | -0.275 | 2  | -0.867 | 0.03569 |

|     |                                         |        |   |        |         |
|-----|-----------------------------------------|--------|---|--------|---------|
| 181 | clorgiline - MCF7                       | 0.292  | 2 | 0.868  | 0.03591 |
| 182 | naltrexone - PC3                        | -0.359 | 2 | -0.866 | 0.03626 |
| 183 | Prestwick-559 - MCF7                    | 0.273  | 2 | 0.865  | 0.03694 |
| 184 | dilazep - PC3                           | 0.274  | 2 | 0.865  | 0.03712 |
| 185 | cyanocobalamin - MCF7                   | -0.328 | 2 | -0.863 | 0.03774 |
| 186 | Prestwick-1080 - MCF7                   | -0.32  | 2 | -0.862 | 0.03825 |
| 187 | medrysone - MCF7                        | 0.231  | 3 | 0.731  | 0.03834 |
| 188 | Prestwick-674 - PC3                     | -0.257 | 2 | -0.861 | 0.03849 |
| 189 | quisinocaine - MCF7                     | 0.278  | 2 | 0.861  | 0.03909 |
| 190 | meclozine - MCF7                        | 0.251  | 3 | 0.729  | 0.0393  |
| 191 | 6-bromoindirubin-3'-oxime - MCF7        | -0.418 | 3 | -0.732 | 0.04002 |
| 192 | rifabutin - MCF7                        | 0.273  | 2 | 0.857  | 0.04123 |
| 193 | verteporfin - MCF7                      | 0.273  | 2 | 0.856  | 0.04219 |
| 194 | clomipramine - MCF7                     | 0.322  | 2 | 0.855  | 0.04251 |
| 195 | genistein - HL60                        | 0.22   | 3 | 0.721  | 0.04266 |
| 196 | helveticoside - MCF7                    | 0.24   | 3 | 0.721  | 0.04293 |
| 197 | erastin - PC3                           | 0.273  | 2 | 0.854  | 0.04318 |
| 198 | metixene - MCF7                         | 0.297  | 2 | 0.852  | 0.04394 |
| 199 | nialamide - MCF7                        | -0.28  | 2 | -0.851 | 0.04436 |
| 200 | sulfadiazine - PC3                      | -0.367 | 2 | -0.851 | 0.04449 |
| 201 | allantoin - PC3                         | -0.38  | 2 | -0.85  | 0.04519 |
| 202 | azacitidine - MCF7                      | 0.27   | 2 | 0.85   | 0.04529 |
| 203 | pimethixene - MCF7                      | 0.281  | 2 | 0.847  | 0.04736 |
| 204 | ouabain - MCF7                          | 0.269  | 2 | 0.847  | 0.0475  |
| 205 | beta-escin - MCF7                       | 0.246  | 3 | 0.71   | 0.04761 |
| 206 | sulfamethoxazole - MCF7                 | -0.325 | 2 | -0.846 | 0.04766 |
| 207 | 16-phenyltetranorprostaglandin E2 - PC3 | 0.267  | 2 | 0.845  | 0.04823 |
| 208 | 2,6-dimethylpiperidine - PC3            | -0.294 | 2 | -0.845 | 0.04829 |
| 209 | todralazine - PC3                       | -0.376 | 2 | -0.845 | 0.04841 |
| 210 | azathioprine - MCF7                     | 0.212  | 4 | 0.626  | 0.04882 |
| 211 | nicergoline - PC3                       | 0.283  | 2 | 0.844  | 0.04889 |
| 212 | tranylcypromine - PC3                   | 0.276  | 2 | 0.844  | 0.04911 |
| 213 | tolfenamic acid - PC3                   | 0.269  | 2 | 0.844  | 0.04915 |

# Supplementary material for: Transcriptome signature analysis repurposes trifluoperazine for the treatment of fragile X syndrome in mouse model
**Source:** Commun Biol. 2020 Mar 16;3:127. doi: 10.1038/s42003-020-0833-4
**Supplement:** Supplementary file 14 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

Provide a description of all commercial, open source and custom code used to collect the data in this study, specifying the version used OR state that no software was used.

#### Data analysis

SPSS 11.5 for Windows was used for data analysis. Image J (NIH, MD, USA) was used to quantify signal in Western blot.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Accession number of RNAseq data is provided. Raw data for all graphs are provided. Full Western blot images are provided.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

- ☒ Life sciences      ☐ Behavioural & social sciences      ☐ Ecological, evolutionary & environmental sciences

# Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

# Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

## Methods

## Antibodies

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

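RNA-seq was done on total RNA with an RNA integrity number above 8 from primary hippocampal cultures at 14 days in vitro, with 3 WT and 3 *Fmr1* KO libraries. Groups and replicates were taken from the sample labels and the paper's methods, which match, and the labels give C57BL/6 for both genotypes. The paper's reporting summary, not its main text, gives several batches and litters for the cultures. For the mice in general, the paper gives male *Fmr1* KO mice and WT littermates from heterozygous females and WT males. The sources used here do not give the sex of the pups used for the cultures, the litter behind each library or the C57BL/6 substrain. According to the methods, the authors clipped adapters with Fastx Clipper, trimmed with sickle, removed junk sequence, mapped to GRCm38 with TopHat2, built genes with Cufflinks and ran Cuffdiff. Tool versions, the annotation, the library type and the scaling of libraries are not given in the sources used here. The authors' deposited table holds FPKM per library, FPKM per group, and a p-value and q-value from Cuffdiff for each row. The deposited group FPKM was 0.992 of the mean of its libraries at the median locus. Coordinates are those of the deposited table on GRCm38.

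FPKM are not counts, so no count test was used. The table has 48100 rows, of which 462 have no gene symbol, for 47086 loci. The 2 loci above 1 FPKM in all libraries with a group FPKM of 0 show that a listed 0 need not mean absence of the transcript. Loci were tested once each, with R 4.3.3 and limma 3.58.1, on log2(FPKM + 0.1), for loci with a mean FPKM of at least 1 in either genotype, which is the minimum that the paper gives for Supplementary Data 1. The fit had genotype as its only term, a mean-variance trend and Benjamini-Hochberg adjustment. The median log2 change of the 13195 tested loci was 0.005. The absolute sequencing depth is unknown, so no counting interval is given; the spread between 3 libraries sets the precision. In data simulated for this comparison, 200 of 13067 loci changed by 0.5 on the log2 scale, of which 52% were recovered at an adjusted p below 0.05, with 4 false calls among 108. With a change of 1 in 200 of 13069 loci, 90% were recovered, with 3 false calls among 183.

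Single values were compared by exact permutation tests, for which 0.1 is the smallest p with 3 against 3. Gene sets were tested with camera at an inter-gene correlation of 0.01, and with fry and an estimated correlation as alternatives. The sets were the 2 trifluoperazine lists of Supplementary Data 6 and hand-written marker lists for microglia, astrocytes, oligodendrocyte lineage, excitatory neurons, inhibitory neurons, endothelial cells, fibroblasts and mural cells, and proliferation, 10 sets in all. Lists of Y-linked, choroid plexus, X inactivation escape and activity-regulated transcripts were summarised without a set test, and the last 3 of these lists were written after values of single genes had been seen. The GO and KEGG lists and the CMAP query lists hold genes chosen on these libraries and were only described. Fisher's exact test compared loci within 10 Mb of *Fmr1* with all others.

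The groups, the tests, the alternatives and the rule for naming genes were fixed before the data were examined, except where a choice is said to have been made later; the values of Supplementary Data 1, 3 and 4 had been seen when the naming rule and marker lists were written. The rule names *Fmr1*, the genes in the paper's main text, the 5 largest falls and rises at an adjusted p below 0.05 with separated libraries, the 5 largest finite rises and falls of Supplementary Data 1, the extremes of each discussed list, Gabra2 and Nnt, and the genes of the sex, microglia and proliferation lists. The alternatives were pseudocounts of 1 and 0.01, no FPKM minimum and a minimum of 5, centring of each library, limma without the trend, each library left out in turn, the replicate number as a block, windows of 5 and 20 Mb around *Fmr1*, other thresholds on the authors' calls, and the trifluoperazine lists without cell cycle genes. Removing the trend of each library with gene span (lowess with a span of 0.3, for the 99.3% of tested loci with a span), the use of adjusted calls near *Fmr1*, the merging of overlapping loci for neighbouring calls and the endothelial and fibroblast lists without an FPKM minimum were added after seeing the data. Of Supplementary Data 1, 1310 rows were used, and no set test was run on it. The behavioural, Western blot and kinase experiments of the paper have no values here and were not analysed here. Results of some single genes are not reported here.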

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

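The tests on the choroid plexus list, on the Ttr locus, on the difference of Eif2s3y from the other Y-linked transcripts, on the 3 explanations for the microglial transcripts and on neighbouring calls were chosen only after the result was seen. The results here concern transcripts outside those that the paper discusses.

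Ttr, which encodes transthyretin, stood out because it was near 0 in WT and among the clearly detected transcripts in the libraries labelled Fmr1 KO. It was listed at 0, 0 and 0.0910 FPKM in WT and between 52.0 and 60.7 in Fmr1 KO, a log2 change of 8.83 that stayed between 8.67 and 9.14 with each library left out. The size of this change depends on the pseudocount of 0.1, since the WT values lay below it. The authors' deposited table gives Ttr a p of 0.121. The values given here decided neither technical explanation tested. Choroid plexus, a tissue near the hippocampus in which Ttr is abundant, may have been carried into the Fmr1 KO cultures. Of the other listed choroid plexus transcripts, 13 were detected and their median log2 change without an FPKM minimum was 0.40; Prlr and Trpm3 were lower, and these 2 were looked up after the list's values were seen. Their levels were low, with Clic6 at 0.0757 ± 0.0164 FPKM in WT and 0.568 ± 0.164 in Fmr1 KO (SD, n = 3). Aqp1 had a mean of 0.228 and 0.446, Otx2 of 0.0686 and 0.195, and Kcnj13 of 0.00519 and 0.106. In Clic6 and these transcripts, picked after their values were seen, every Fmr1 KO library lay above every WT library. The libraries of the other detected transcripts of this list overlapped. Folr1 was at 0.777 ± 0.343 and 1.19 ± 0.578 with overlapping libraries, and Enpp2, the most abundant of those examined here, at 14.6 ± 1.15 and 16.0 ± 1.01, a log2 change of 0.14. A failed estimate in WT at the wide locus that holds Ttr (20558073 to 20674326 on chromosome 18) is the other one. Gm15446 and Gm33274 were the 2 loci at 0 in every WT library and above 1 in every Fmr1 KO library, and 0 loci had the opposite pattern, which is too few to decide. Carried-over tissue, a failed estimate and a difference between the genotypes cannot be told apart for Ttr, because the level of Enpp2 and Trpm3 in WT would hide a small share of such tissue, most other list transcripts are near the floor, and no read counts were used here.

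The Y-linked transcripts Ddx3y, Uty, Kdm5d and Eif2s3y were higher in the libraries labelled Fmr1 KO by a mean log2 of 0.82, with 2.80 ± 0.0298 against 1.98 ± 0.0693 (SD, n = 3; exact permutation p = 0.1, the smallest possible). All 3 libraries of Fmr1 KO lay above all 3 of WT, and the range with each library left out was 0.79 to 0.86. Xist, which is transcribed from the inactive X chromosome of female cells, had an FPKM of 70.8 ± 9.58 in WT and 58.3 ± 4.66 in Fmr1 KO (SD, n = 3; log2 change -0.27, adjusted p = 0.267 from limma with Benjamini-Hochberg adjustment). Y-linked and Xist transcripts in every library are consistent with cells of both sexes in every culture. A larger share of male cells as a single factor common to the 4 Y-linked transcripts is argued against by Eif2s3y, whose log2 change exceeded the mean of the other 3 by 0.42 (standard error 0.0865). A larger share of male cells together with other influences stays open. Transcripts that escape X inactivation had a median log2 change of -0.0067, but their level in male cells would hide a small shift. Reads shared between Y-linked genes and their X-linked homologs, and effects of genotype, also stay open, since the counting of such reads is not given and the sex of the pups is confounded with the cultures. For the mice, the paper's methods give crosses of heterozygous females with WT males, from which Fmr1 KO pups are all male; whether the cultures came from such crosses is not stated. Cultures of male pups alone would hold little Xist, and its FPKM was 53.0, 61.3 and 60.8 in the libraries labelled Fmr1 KO.

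Transcripts of the microglia list were lower in the libraries labelled Fmr1 KO. Of 21 listed genes 7 were tested, all 7 were lower and had been called by the authors, and their median log2 change was -1.83 (camera p = 1.54e-08, fry p = 0.00311, p = 0.0177 with an estimated correlation). With each library left out, the camera p was between 4.65e-10 and 7.42e-06. Among 10 splits of the 6 libraries 3 against 3, only the genotype split gave a p this small; the smallest p of the others was 0.000119, and 10 splits are too few to exclude chance. Fewer non-neuronal cells of every kind, by the same factor as the microglia, is argued against: of 22 tested astrocyte and oligodendrocyte genes, 14 lay above the smallest fall of a tested microglial transcript (Cd68, log2 change -0.41) by more than 2 standard errors of the difference. A smaller loss of other cells stays open. The astrocyte list had a median log2 change of -0.049 with 5 of 12 genes higher, but a mean of -0.12, and without an FPKM minimum the 10 detected endothelial transcripts had a median of -0.42. Fewer microglia in the Fmr1 KO cultures is a candidate explanation: without an FPKM minimum, 17 of the listed transcripts were detected and all 17 were lower, with a median of -1.26. The fall was not uniform. Lyz2 went from 1.75 ± 0.515 to 0.166 ± 0.131 FPKM (SD, n = 3), and Csf1r from 0.855 ± 0.299 to 0.706 ± 0.0871 with overlapping libraries (exact permutation p = 0.6). The levels are close to the pseudocount, the list was written after Supplementary Data 1 had been seen, and lower expression per microglial cell stays open. Whether cultures or genotype set the number of microglia was not tested.

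Gabra2 fell by 1.97 on the log2 scale in the libraries labelled Fmr1 KO, with a range of -2.00 to -1.96 with each library left out, and Nnt fell too. Both are known to differ between C57BL/6 substrains and were listed for this before the libraries were analysed, but after Supplementary Data 1 had been seen, so a substrain difference between the WT and Fmr1 KO animals is a candidate explanation. The paper describes the WT mice as littermates of the Fmr1 KO mice, which would share their background; whether this holds for the cultures is not stated. Tmem267 and Ccl28, on the same part of chromosome 13 as Nnt, were lower as well, with Tmem267 at a log2 change of -0.73. If alleles of another substrain were linked, calls could lie beside one another. Scattered alleles would leave no such pairs, so a count of pairs cannot decide for or against a substrain difference. Among 12664 autosomal loci, 130 were below an unadjusted p of 0.001, and 4 pairs of these were neighbours, against a mean of 1.20 in 10000 random placements (permutation p = 0.0318). The 4 pairs, named after their values were seen, were Rcn3 with Fcgrt, Luzp2 with Gm39014, Col6a2 with Col6a1, and Gm7962 with Selenop. This count missed Tmem267 with Ccl28, close to Nnt, because another locus shares the coordinates of Tmem267. With overlapping loci merged into 11381 places, 5 pairs were neighbours, these 4 and Tmem267 with Ccl28, against a mean of 1.47 (permutation p = 0.0149). No pair was at Gabra2. Genes that are close together can also be regulated together, so linked alleles and an effect of genotype cannot be told apart for Gabra2 and Nnt from the values of 1 WT and 1 Fmr1 KO group of libraries.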

How the results depend on the processing

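Removing the trend of each library with gene span, and the adjusted threshold near Fmr1, were chosen after seeing the data; the other alternatives were not. The absolute depth is unknown, so its effect was not tested.

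The counts of loci at an adjusted p below 0.05 (12 higher, 23 lower) depended on the processing. Higher and lower loci were 6 and 9 without an FPKM minimum, 7 and 14 without the mean-variance trend, 20 and 34 with an FPKM minimum of 5, and 22 and 31 with the gene span trend removed. The tested loci were 26981 without a minimum and 9493 with a minimum of 5; the cause of the other changes was not tested. With each library left out, the counts were 4 to 8 and 10 to 14, from fewer libraries. Of the 35 loci, 12 to 17 were kept in these leave-outs, 12 without a minimum, 16 without the trend, 27 with a minimum of 5, 33 with a pseudocount of 1, 30 with 0.01, and 35 with centred libraries. Counts at an unadjusted p kept within 1.5 times of 922 and 1025, except the higher loci without Fmr1 KO replicate 2, which were 607; the leave-out ranges were 607 to 1014 and 723 to 1056. Of the loci in the GO and KEGG lists at an adjusted p below 0.05 (8), 3 were left without an FPKM minimum, and 3 to 4 with a library left out.

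Whether the replicate numbers pair the libraries is open, and the methods name no pairing. The correlations of same-numbered residuals were 0.243, 0.0577 and 0.0801. All were positive and the block raised the adjusted counts, so a shared batch is not excluded. With the replicate number as a block, 29 loci were higher and 36 lower, 18 loci of the GO and KEGG lists were below an adjusted p of 0.05, the endothelial set had a p of 0.0804, and 6 of the genes named crossed an adjusted p of 0.05 in limma with Benjamini-Hochberg adjustment: Nos1 (0.0441), Pdgfra (0.0496), Luzp2 (0.0496) and Tmem267 (0.0198) came below it, and Lyz2 (0.0502) and Gm38760 (0.0502) came above it.

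The authors' calls (589 higher, 723 lower) were 377 and 393 at an FPKM of at least 5 and 72 and 134 at a q below 0.05, and the separated share of 76.1% was 68.1% without a minimum, 81.0% at an FPKM of at least 5 and 93.7% at a q below 0.05. In the CMAP query lists, 86 and 146 loci had the listed direction with an FPKM minimum of 5, because fewer loci were tested, and 162 to 165 and 302 to 305 with a library left out.

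The microglia, proliferation, fibroblast and mural, and lowered trifluoperazine sets kept their direction and a p below 0.05 under every alternative run. With a library left out, camera gave 4.69e-10 to 1.28e-06 for proliferation, 9.12e-05 to 0.000870 for fibroblast and mural, 0.00527 to 0.0146 for the lowered and 0.123 to 0.654 for the raised trifluoperazine list, 0.0514 to 0.560 for inhibitory neurons and 4.65e-10 to 7.42e-06 for microglia; these p treat genes as the sample. The Y-linked mean stayed between 0.79 and 0.86. The astrocyte set (p = 0.0171) had p = 0.133 under fry, 0.338 with an estimated correlation, and 0.000467 to 0.438 with a library left out, where leaving out WT replicate 3 (0.438) or Fmr1 KO replicate 1 (0.128) lost the call. The endothelial set of 2 loci (p = 0.0443) had p = 0.0020 under fry, 0.113 with an estimated correlation and 0.0251 to 0.0931 in the leave-outs, losing the call without WT replicate 3 (0.0832) or Fmr1 KO replicate 1 (0.0931); it could not be tested with an FPKM minimum of 5. The excitatory neuron set changed direction under fry (p of 0.99) and in 3 of the leave-outs (without WT replicate 1, p of 0.948, without WT replicate 2, 0.628, and without Fmr1 KO replicate 2, 0.697; all leave-outs 0.377 to 0.948). The oligodendrocyte set did so without WT replicate 1 (0.687) and without Fmr1 KO replicate 3 (0.522; all leave-outs 0.0948 to 0.860). Loci near Fmr1 gave, in Fisher's exact test, p = 0.137 within 5 Mb and 0.788 within 20 Mb, and 0.016 for adjusted calls.

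The log2 change of Fmr1 stayed above 0 under every alternative, with leave-out values of 0.05 to 0.21, and its adjusted p stayed above 0.05. Some genes with small changes changed sign. The leave-out ranges were -0.00059 to 0.107 for Akt2, -0.108 to 0.0336 for Pik3cb, -0.0548 to 0.0362 for Agap2, -0.0240 to 0.151 for Drd1, -0.0168 to 0.0766 for Tgfb2 and -0.134 to 0.0648 for Trpm3. The sign changed without WT replicate 1 for Pik3cb (0.0336) and Drd1 (-0.0240), without WT replicate 2 for Akt2 (-0.00059), Agap2 (0.0050) and Trpm3 (0.0648), and without WT replicate 3 for Drd1 (-0.0040) and Trpm3 (0.0132). It also changed without Fmr1 KO replicate 1 for Agap2 (0.0362) and Trpm3 (0.0203), without Fmr1 KO replicate 2 for Drd1 (-0.0052) and Trpm3 (0.0040), and without Fmr1 KO replicate 3 for Tgfb2 (-0.0168). For single genes named here, the call against an adjusted p of 0.05 was lost in 117 results and gained in 10, and kept with its sign in 665; 12 more changed sign. The call held under each alternative in which the gene was tested for Gabra2, Ttr, Ccl28, Bgn, Nnt, Eif2s3y and Ddx3y (Ccl28 was not tested with an FPKM minimum of 5), and was lost in at least 1 leave-out for each other gene named among the 5 largest falls and rises.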

Differences from the paper's values

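All alternatives named in this part were set before the data were examined.

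The paper reports 587 upregulated transcripts in Fmr1 KO, and the limma comparison at an unadjusted p below 0.05 and an FPKM of at least 1 gave 922 higher loci. The values differ by less than 1.5 times with an FPKM minimum of 5 (764), with limma without the mean-variance trend (862), and without WT replicate 2 (839), WT replicate 3 (838), Fmr1 KO replicate 2 (607) or Fmr1 KO replicate 3 (630). They differ by more with a pseudocount of 1 (918) or 0.01 (924), without an FPKM minimum (1196), with centred libraries (893), with the replicate number as a block (1239), and without WT replicate 1 (1014) or Fmr1 KO replicate 1 (894). The paper's 724 downregulated transcripts and the 1025 lower loci are within 1.5 times of each other. The lower loci differ from 724 by more without an FPKM minimum (1447) and with the replicate number as a block (1231). Counted in the authors' deposited table with the paper's thresholds, 589 rows were higher and 723 lower.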

Other observations

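The counts of loci in other splits of the libraries, the gene span correction, the explanation by strain alleles near Fmr1, the adjusted calls there, the endothelial and fibroblast lists without an FPKM minimum, and the descriptions of the mitochondrial and activity-regulated transcripts were chosen only after the result was seen.

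The 6 libraries can be split 3 against 3 in 10 ways, and each number of splits in this part includes the genotype split itself. The genotype split was the 1 split with the most loci at an adjusted p below 0.05, with 35 against at most 2 in the others, and the 1 split with the most at an unadjusted p below 0.05, with 1947 against at most 1013. With 10 splits, chance cannot be excluded at a share below 0.1. A trend with gene length could add calls, but with the trend of each library with gene span removed, 2071 loci were below an unadjusted p of 0.05, which argues against such a trend as their whole cause.

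The trifluoperazine lists were tested for an oppositional relation, under which the raised list is lower and the lowered list higher in the libraries labelled Fmr1 KO. The median log2 change of the raised list minus that of the lowered list was -0.053. The lowered list was higher and the raised list showed no shift past the threshold. The compound was a candidate in the paper because of a negative similarity to the signature of these same libraries. A shift in this direction is therefore not an independent test, and the relation stays open. Of the tested loci, 22 of the raised and 20 of the lowered list were also among the authors' calls. Cell cycle genes as the whole cause are argued against, since the difference was -0.046 without them and the lowered list kept a camera p of 0.0177. For the lowered list, the genotype split was the 1 split with so small a p, and the smallest p of the others was 0.0673; for the raised list there were 4, the smallest of the others at 0.0524, so chance is not excluded for either.

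The proliferation list was higher in the libraries labelled Fmr1 KO, with 19 of 19 tested genes above 0 and a median log2 change of 0.26 (camera p = 3.0e-09, adjusted over the 10 sets p = 3.0e-08, fry p = 0.00617, p = 0.0347 with an estimated correlation). The authors had called 13 of these genes, and 0 were below an adjusted p of 0.05 in limma with Benjamini-Hochberg adjustment over all loci, with 9 adjusted over the list alone. The genotype split was the 1 split with so small a p, and the smallest p of the others was 6.11e-06. The fibroblast and mural list was lower, with a median of -0.26 over 6 genes and 1 gene higher (p = 0.000234, adjusted p = 0.000778, fry p = 0.000297, p = 0.0196 with an estimated correlation; 1 split as small, next 0.142). The endothelial list had 2 tested genes, of which Kdr did not change (log2 change -0.0032) and Cd34 was lower (-0.81), both named after their values were seen (camera p of 0.0443, adjusted p = 0.0739; 1 split as small, next 0.172). Without an FPKM minimum, 10 endothelial transcripts were detected and none was higher, Kdr being unchanged. Of the fibroblast and mural transcripts, 12 were then detected and 4 were higher, among them Col1a1, Col1a2 and Col3a1, and the median stayed at -0.26. The astrocyte list was lower in camera (p = 0.0171, adjusted p = 0.0342) with 5 splits as small, the smallest at 0.000262, and not in fry or with an estimated correlation. The inhibitory neuron list was not past the threshold (12 genes, median 0.11, camera p of 0.175; 3 splits as small, the smallest at 0.0268), nor were the excitatory neuron list (10 genes, median -0.0078, mean 0.0081, p of 0.906; 9 splits, the smallest at 0.0139) and the oligodendrocyte list (10 genes, median -0.0048, mean -0.0117, test direction higher, p of 0.635; 10 splits, the smallest at 5.64e-06). In the excitatory neuron list the mean differs in sign from the median and the test, and in the oligodendrocyte list the test differs from both. No explanation was tested for these lists.

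Of 73 tested loci within 10 Mb of Fmr1, 11 were below an unadjusted p of 0.05, which is 15.1% against 14.8% of the other loci (Fisher's exact test, two-sided, p = 0.869). For this 10 Mb window, a p as small was given by 9 of the 10 splits, the smallest of the others at 0.167, so chance is not excluded. Within 5 Mb there were 6 of 23, or 26.1%, against 14.7% elsewhere (Fisher's exact test p = 0.137). Alleles of the embryonic stem cell strain kept around the targeted gene would raise this share. At an adjusted p below 0.05 in limma with Benjamini-Hochberg adjustment, Bgn and Pls3 were 2 of 73, or 2.74%, against 0.251% elsewhere (Fisher's exact test p = 0.016), a threshold chosen after seeing the data. Pls3 had a log2 change of -0.49. Strain alleles and an effect of genotype cannot be told apart near Fmr1, because the windows and thresholds differ and few loci lie there.

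The paper measures proteins of the PI3K, Akt and S6K1 pathway in other samples. Transcripts for this pathway, and for other proteins that the paper discusses, are given here. None of them was below an adjusted p of 0.05 in limma with Benjamini-Hochberg adjustment. The log2 changes were 0.07 for Akt1, 0.06 for Akt2, 0.19 for Rps6kb1, -0.05 for Pik3cb, -0.01 for Agap2, 0.15 for Mtor, 0.04 for Mapk3 and 0.04 for Drd1, with the lowest unadjusted p in Rps6kb1 (0.0107). With a library left out, Akt2, Pik3cb, Agap2 and Drd1 changed sign. Pik3cd and Drd2 had a mean FPKM below 1 in both genotypes and were not tested.

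The 12 tested mitochondrial messenger and ribosomal transcripts were all higher in the libraries labelled Fmr1 KO, with a median log2 change of 0.41 and a range of 0.23 for the lowest to 1.72 for mt-Co2, where 1 library is far above the others. One of them, mt-Rnr1, was below an adjusted p of 0.05 (0.0368 from limma with Benjamini-Hochberg adjustment, and 0.384 without an FPKM minimum). Of 11 tested activity-regulated transcripts, 9 were lower, with a median of -0.22, and 6 had been called by the authors. No explanation was tested for either group.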
